# Molecular pathways associated with the nutritional programming of plant-based diet acceptance in rainbow trout following an early feeding exposure

**DOI:** 10.1186/s12864-016-2804-1

**Published:** 2016-06-13

**Authors:** Mukundh N. Balasubramanian, Stephane Panserat, Mathilde Dupont-Nivet, Edwige Quillet, Jerome Montfort, Aurelie Le Cam, Francoise Medale, Sadasivam J. Kaushik, Inge Geurden

## Abstract

**Background:**

The achievement of sustainable feeding practices in aquaculture by reducing the reliance on wild-captured fish, via replacement of fish-based feed with plant-based feed, is impeded by the poor growth response seen in fish fed high levels of plant ingredients. Our recent strategy to nutritionally program rainbow trout by early short-term exposure to a plant-based (V) diet versus a control fish-based (M) diet at the first-feeding fry stage when the trout fry start to consume exogenous feed, resulted in remarkable improvements in feed intake, growth and feed utilization when the same fish were challenged with the diet V (V-challenge) at the juvenile stage, several months following initial exposure. We employed microarray expression analysis at the first-feeding and juvenile stages to deduce the mechanisms associated with the nutritional programming of plant-based feed acceptance in trout.

**Results:**

Transcriptomic analysis was performed on rainbow trout whole fry after 3 weeks exposure to either diet V or diet M at the first feeding stage (3-week), and in the whole brain and liver of juvenile trout after a 25 day V-challenge, using a rainbow trout custom oligonucleotide microarray. Overall, 1787 (3-week + Brain) and 924 (3-week + Liver) mRNA probes were affected by the early-feeding exposure. Gene ontology and pathway analysis of the corresponding genes revealed that nutritional programming affects pathways of sensory perception, synaptic transmission, cognitive processes and neuroendocrine peptides in the brain; whereas in the liver, pathways mediating intermediary metabolism, xenobiotic metabolism, proteolysis, and cytoskeletal regulation of cell cycle are affected. These results suggest that the nutritionally programmed enhanced acceptance of a plant-based feed in rainbow trout is driven by probable acquisition of flavour and feed preferences, and reduced sensitivity to changes in hepatic metabolic and stress pathways.

**Conclusions:**

This study outlines the molecular mechanisms in trout brain and liver that accompany the nutritional programming of plant-based diet acceptance in trout, reinforces the notion of the first-feeding stage in oviparous fish as a critical window for nutritional programming, and provides support for utilizing this strategy to achieve improvements in sustainability of feeding practices in aquaculture.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2804-1) contains supplementary material, which is available to authorized users.

## Background

Achieving independence on wild fish-derived feed inputs is a priority for the aquaculture industry to ensure its further sustainable growth [1]. In this respect, the reduced growth performance seen in farmed fish, including rainbow trout, when fed high levels of plant-based ingredients in lieu of fishery-derived fish meal and fish oil is a problem [2, 3]. Despite meeting all known nutrient requirements [4], the poor feed intake and utilisation efficiency of terrestrial plant-based ingredients in fish, including salmon and trout, is not fully understood. In order to analyse the metabolic consequences of partial or complete substitution of fishmeal and fish oil with plant-based sources, studies based on nutrigenomic approaches have been undertaken, comparing hepatic transcriptome changes in trout fed fishmeal or fish oil-free diets [5], total replacement of fishmeal or fish oil with plant sources in trout [6] and European sea bass [7], fishmeal substitution with plant proteins in Atlantic salmon [8], and a proteomic study on the effect of plant-protein substitution on hepatic metabolism in trout [9]. Taken together, these studies showed that plant-feeding altered the expression of actors involved in a large variety of biological functions. Low acceptance, in terms of food intake and also nutrient utilisation, is often attributed to the presence of various plant secondary metabolites that can act as anti-nutritional factors (ANFs) [10, 11]. Examples of the lack of adaptation of rainbow trout to purified ANFs concern alkaloids found in legumes like pea and lupins [12, 13] and saponins found in soybean [14]. Strategies to overcome the poor acceptance of plant-based ingredients in trout have included the use of selective breeding techniques to select for fish with a greater ability to grow on plant-based feeds [15–17].

In mammals, it is widely accepted that nutritional intervention at critical periods of early development, such as during gestation of the foetus or lactation of neonates, can have life-long impact on the organism’s physiology and metabolism, long after the original nutritional intervention, a phenomenon known as nutritional programming [18–21]. Nutritional programming is believed to confer adaptive advantages to the organism to better sustain itself later in life when the adult nutritional environment corresponds with that encountered during early development. The metabolic and physiological changes induced by nutritional programming in mammals are often accompanied by changes in protein or mRNA levels or, in some cases, persistent epigenetic changes in DNA methylation or histone modifications at regulatory enhancer and promoter regions of candidate genes [22, 23]. Such persistent modifications can even lead to trans-generational metabolic changes as shown from the Dutch famine study on starvation-induced nutritional programming during World War II [24]. Some recent studies in fish also report long-term metabolic modifications, albeit at the molecular level, due to early nutritional intervention at the first-feeding stage, such as high carbohydrate intake [25, 26] or changed dietary fatty acid profiles [27, 28]. The results of the above studies validate the first-feeding stage as an effective nutritional programming window. Instead, only few long-term effects were noted in zebrafish following injection of glucose at the embryo stage, directly into the egg [29]. In addition to the nutritional programming of metabolic pathways, studies in mammalian models suggest the ability of early flavour experiences to drive adult flavour and feeding preferences in humans [30]. Similarly, studies on conditioned flavour aversion in rats indicate that the early exposure to either pleasant or noxious flavours may affect adult behaviour through the programming of sensory and cognitive systems [31–33].

We recently attempted to exploit the phenomenon of nutritional programming to improve the acceptance of plant-based feed in rainbow trout [34]. Two groups of trout swim-up fry transitioning to exogenous feeding were exposed to either a control fish meal and oil diet (M-diet) or a plant-based diet (V-diet) for three weeks. Both groups were maintained on the control diet M for 7 months. When the two groups of juvenile trout were then challenged for 25 days with the plant-based V diet, we observed a significantly higher feed intake, growth rate and feed utilization in the V- compared to M-fish (see Fig. 1 and [34]). These long-term positive effects due to the early plant-diet exposure on later plant-diet acceptance suggest that the fish have been nutritionally programmed [34].

**Fig. 1:**
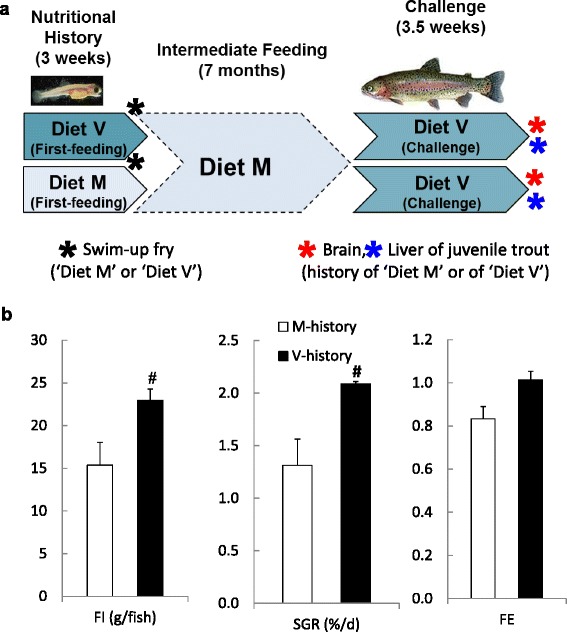
Experimental design evaluating impact of early-feeding exposure of plant-based diet on its future acceptance. **a** Feeding protocol. Rainbow trout swim-up fry (50–150 mg) received for 3 weeks either the plant-based diet V or diet M (first-feeding period, details on diet are given in text) after which both groups received diet M (7-month intermediate growth phase). Both groups were then challenged for 25 days by feeding diet V during which voluntary feed intake, growth and feed utilisation efficiency were monitored (V-challenge. No difference in initial body weight was noted at the start of the V-challenge. The asterix indicate the sampling times for the present microarray study. **b** During the final V-challenge, fish of nutritional history V vs M displayed a higher (*P* < 0.05) feed intake (FI) and specific growth rate (SGR) and a tendency for improved efficiency of feed utilization (FE, *P* = 0.06), underlining the positive impact of the early diet V feeding (see [34] for extra details on the rearing conditions and V-challenge results). # denotes a significant difference due to nutritional history (*P* < 0.05)

To identify the molecular pathways mediating the nutritional programming phenotype observed in our study in trout [34], we utilised microarray expression analysis in order to monitor molecular changes related with the early plant-feeding in 3-week fry fed diet M or diet V and in the liver and brain of juvenile M-fish and V-fish challenged with the same plant-based V diet (Fig. 1a).

## Results and discussion

### Expression profiling

The present study aims to identify the molecular mechanisms that govern the positive effect of prior plant-diet exposure on the acceptance (feed intake and utilisation efficiency) of the same plant-diet when given 7 months later (see [34]). We therefore performed transcriptomic analysis on swim-up fry collected at the end of early-feeding exposure fed either diet M (fish-based) or diet V (plant-based) as well as brain and liver of juveniles sampled at the end of the V-challenge when both groups received diet V (M-fish and V-fish). 

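Each RNA sample was hybridised to 1 array in 1 colour (Cy3). There were 3 samples of whole fry fed diet V for 3 weeks and 4 of fry fed diet M, and 4 brain and 4 liver samples of juveniles of each nutritional history after the 25 day V-challenge, which makes 23 arrays on 3 slides. For every spot the authors deposited the intensity that the scanner software gives after subtracting the background. An array held 62068 spots, of which 60749 were not controls, for 60339 different mRNA probes. The intensities were set to log2 and the median of each array was subtracted, the scale normalization that the methods name, so that a value of 0 is the median of an array. Differences are given as V minus M on this log2 scale. The files name the probes and pair some of them with gene symbols, but give them no place in a genome. Between 70.0% and 74.3% of the probes were well above background on the arrays of V-fry and between 66.9% and 70.9% on those of M-fry. In brain the range was 80.8% to 81.9% for V-fish and 74.8% to 78.2% for M-fish, and in liver 55.0% to 60.8% for V-fish and 53.5% to 74.9% for M-fish, the highest value being that of M-fish replicate 4, with 53.5% to 59.8% on the other 3 arrays. The number of arrays limits the precision. A probe that was not well above background on any array of a group has only a bound there. Its fold is written as at least the brighter group's mean over the dimmer group's, each dim array being set to its own value or to the lowest signal well above background on that array, whichever was higher, and no fold is given where this is under 1 or where neither group was measured. Each probe was tested with limma, with Benjamini-Hochberg adjustment over all probes. The 2-way comparison of fry with brain, or of fry with liver, tested the V minus M difference averaged over both stages, and a probe was called at an adjusted p of at most 0.05 and a fold change of at least 1.5 in fry and in the tissue. The V minus M difference was also tested in fry alone, in brain alone and in liver alone.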

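In the comparison of fry with brain, 1981 of 60338 mRNA probes were called by limma for nutritional history, and in the comparison of fry with liver 1176 were. With the methods' plain 2-way test on the same values the numbers were 1792 and 926. Among the alternatives, normexp background correction in place of the scanner's subtraction moved the first count most, to 232 (166 for the second). Its offset of 50 was added to every signal, while the median signal of the arrays ranged from 15.1 to 68.8. Such an offset shrinks the differences of dim probes, so that the fold-change minimum removes part of the calls by construction. Asking for an adjusted p of at most 0.05 in fry alone and in the tissue alone moved the second most, to 0 (790 for the first). Fry and tissue carried unequal parts of the calls. Of the 1981 probes, 1358 also had an adjusted p of at most 0.05 in fry alone, 686 (34.6%) had one in brain alone, and 446 had one in each. Of the 1176 probes, 1066 reached it in fry alone and 0 in liver alone by limma, although 483 had an unadjusted p under 0.05 in liver alone. To show what the fry arrays bring by themselves, the 8 juvenile arrays were regrouped in the 36 ways that put 2 V and 2 M arrays in each group, with the fry arrays left as they were. The median number of calls was then 394.5 (range 293 to 668) with brain and 1210.5 (range 596 to 2035) with liver. Mixing the histories adds their difference to the spread within groups, which lowers the number where many probes differ, as in brain.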

The two-way ANOVA performed on differentially expressed probes in whole fry and juvenile brain indicates that 1787 were persistently altered (3-week + Brain; see Additional file 1 and Fig. 2), whereas the 2-way ANOVA of differentially expressed probes in whole fry and juvenile liver showed 924 mRNA probes to be persistently altered by early-feeding exposure (3-week + Liver; see Additional file 1 and Fig. 2). Supervised clustering (as shown in Additional file 2) gives a visual overview of the 1112 up-regulated mRNA probes and the 675 down-regulated mRNA probes in the brain, as well as the 573 up-regulated mRNA probes and the 351 down-regulated mRNA probes in the liver based on nutritional V- vs M-history.

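By the sign of the brain difference, 1261 of the 1981 called probes were higher and 720 were lower in brain of V-fish. In liver, 708 of the 1176 were higher and 468 lower. This split depends on the scaling. When each array was set to its 75th percentile in place of its median, 87.1% of the calls in brain were higher in V-fish, against 63.7% with the median, and in liver 37.0%, against 60.2%. Normexp background correction gave 21.6% in brain. The V minus M median of all probes was −0.04 in fry, −0.10 in brain and 0.05 in liver with the median, and 0.14, 0.07 and −0.13 with the 75th percentile. The difference in the juvenile tissue had the same sign as in fry for 1453 of the probes called with brain (73.3%, 95% exact binomial interval 71.3% to 75.3%). It did for 917 of those called with liver (78.0%, 75.5% to 80.3%). The probes are not independent of each other. In brain, 1041 probes were higher in V at both stages, 412 were lower at both, 308 were higher in V-fry only and 220 higher in V-fish only. In liver these numbers were 473, 444, 24 and 235. A test on the average of both effects favours probes whose effects share a sign, and after the regroupings of juvenile arrays the medians of this share were 86.8% with brain and 89.2% with liver. From the p for nutritional history and the fold change at both stages, the paper concludes that these probes were persistently altered by the early-feeding exposure.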

**Fig. 2:**
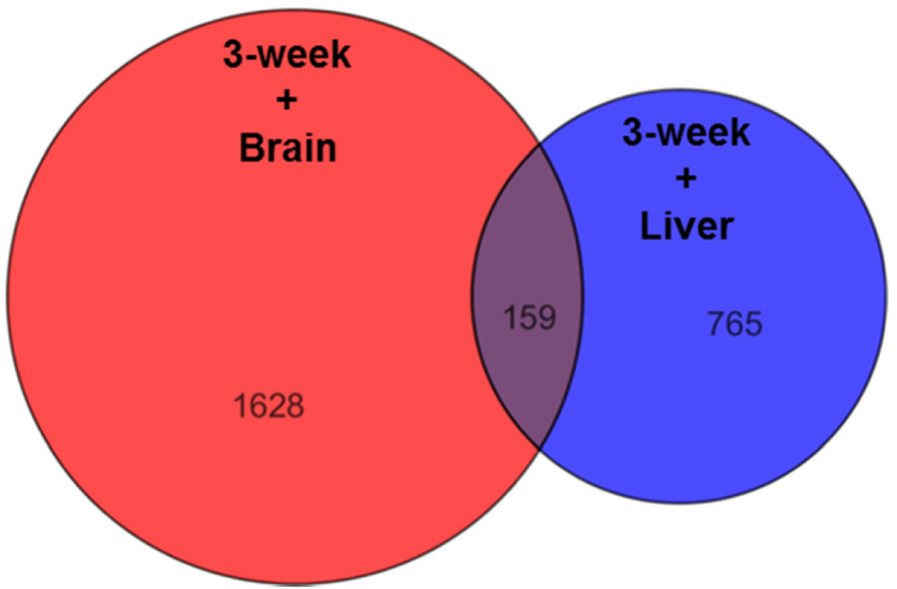
Venn diagram showing differentially expressed mRNA probes by microarray analysis. Summary of number of mRNA probes that are differentially expressed following early nutritional exposure (3-week) in trout swim-up fry, and after V-challenge in the juvenile trout (Brain or Liver). The mRNA probes are all significantly different in expression (p [nutritional history] ≤ 0.05, and fold change ≥ 1.5) in both swim-up fry and juvenile trout (3-week + Brain; 3 week + Liver). The full lists of mRNA probes are outlined in Additional file 1

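By limma, 189 probes were called in both comparisons, and by the methods' plain 2-way test 159. The V minus M difference had the same sign in brain and liver for 88 of the 189, and the same sign in fry, brain and liver for 71. The 2 comparisons share the 7 fry arrays. When the liver arrays were regrouped with 2 V and 2 M arrays in each group, a median of 165 probes (range 68 to 322) was shared with the brain list, and 10 of the 36 regroupings shared 189 or more. With the brain arrays regrouped, the median was 59 (range 28 to 130). Among the 189 probes, 57 (30.2%) hold a run of at least 8 alternating G and A bases in their sequence, against 0.439% of all probes on the array.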

The gene ontology analysis, performed to ascertain the biological significance of the differentially expressed mRNA probes, revealed that the genes that are responsive to prior plant-feeding in the brain and liver belong to distinct and interconnected functional categories (Figs. 3 and 4). 

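Across all 60338 probes, which are not independent replicates, the V minus M difference in fry was set against that in juvenile tissue. Pearson's r was −0.07 for brain and −0.12 for liver, and Spearman's rho was −0.05 and −0.12. The 2 differences had the same sign for 49.8% of the probes in brain and 46.8% in liver. The interaction of history with stage, which tests whether the V minus M difference changed between fry and juveniles, had an adjusted p of at most 0.05 in limma for 22185 probes (36.8%) with brain and 12842 (21.3%) with liver. Of the called probes, 672 of 1981 and 425 of 1176 had such an interaction.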

We acknowledge that the correlation between mRNA expression in whole trout fry (3-week) and that in the liver or brain in juvenile trout cannot be definite for all genes identified by the microarray analysis. However, by using DAVID to identify networks in which specific subset of the differentially expressed genes contribute to a biological process, followed by application of GeneMania for pathway analysis [35–37], we observed congruity in the relationship of co-expression and co-localization that exists between the genes (see Fig. 5 and Additional files 3 and 4). This strengthens our discussion on the implication of the differential mRNA expression at first-feeding and later in brain or liver of juvenile trout in relation with the observed positively programmed V-fish phenotype.

**Fig. 3:**
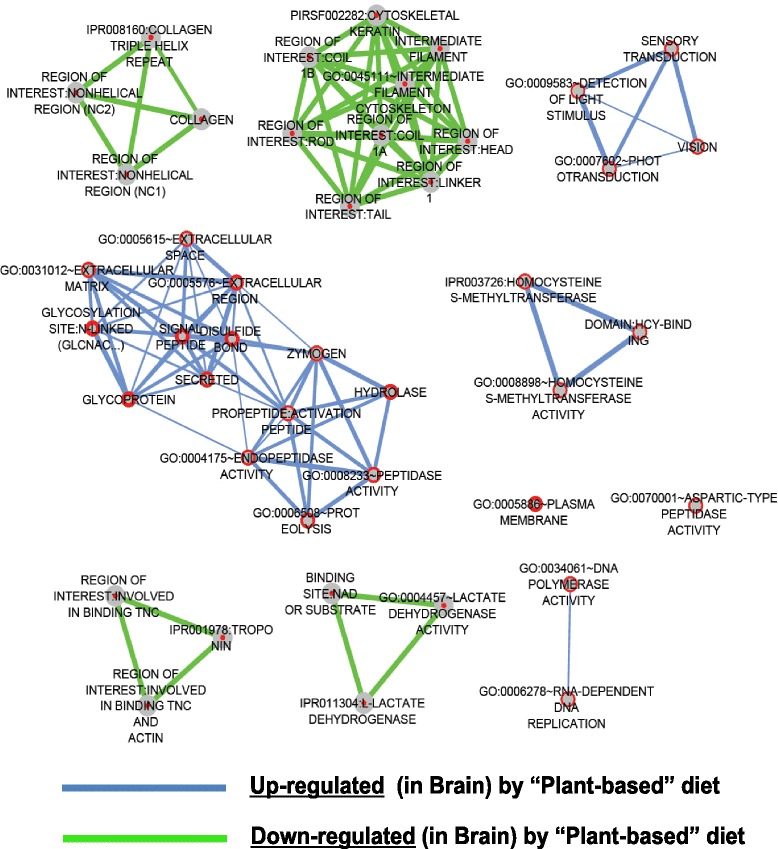
Summary of functional gene ontological analyses significantly enriched based on early nutritional history in the brain. The biological significance of the 1112 up-regulated mRNA probes and 675 down-regulated mRNA probes in the brain of trout based on nutritional history was ascertained by performing gene ontology (GO) analysis using the functional annotation cluster and chart tools from the DAVID (Database for Annotation, Visualization and Integrated Discovery) bioinformatics resource [137, 138]. The resulting data was used as input in the DAVID Enrichment Map plugin from the Bader Lab [139, 140] in the Cytoscape network visualization tool (version 2.8.3) [141–143]. The nodes (circles) represent individual GO terms and the lines represent the relationship between the genes assigned to respective GO terms. Blue and green lines represent up-regulated and down-regulated mRNA probes in the brain respectively

**Fig. 4:**
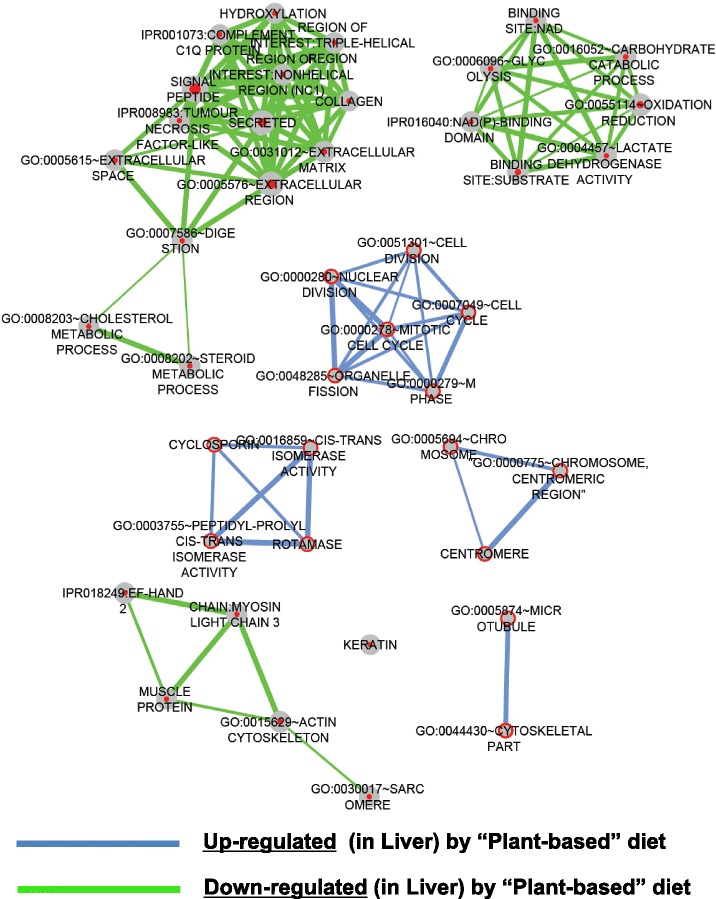
Summary of functional gene ontological analyses significantly enriched based on early nutritional history in the liver. The biological significance of the 573 up-regulated mRNA probes and 351 down-regulated mRNA probes in the liver of trout based on nutritional history was ascertained by performing gene ontology (GO) analysis using the functional annotation cluster and chart tools from the DAVID (Database for Annotation, Visualization and Integrated Discovery) bioinformatics resource [137, 138]. The resulting data was used as input in the DAVID Enrichment Map plugin from the Bader Lab [139, 140] in the Cytoscape network visualization tool (version 2.8.3) [141–143]. The nodes (circles) represent individual GO terms and the lines represent the relationship between the genes assigned to respective GO terms. Blue and green lines represent up-regulated and down-regulated mRNA probes in the liver respectively

**Fig. 5:**
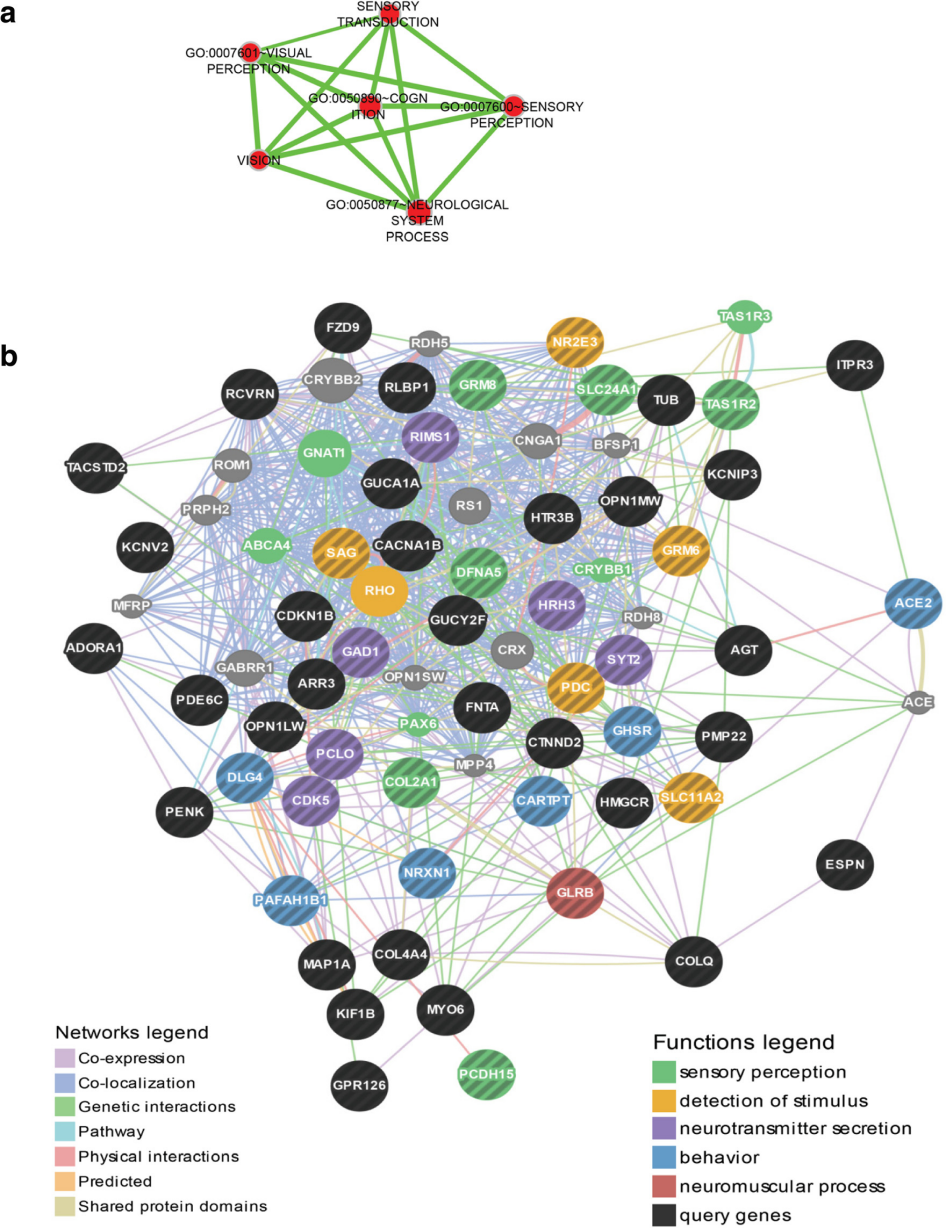
Pathways significantly enriched based on early nutritional history in the brain: Neurological system process. **a** An interconnected cluster of biological processes assigned through GO analysis using DAVID that involve cognition and sensory pathways contributing to neurological system process was identified and visualized as described in Fig. 3. **b** The mRNA probes (see list in Additional file 5) that were assigned to be part of the GO process-neurological system process (represented by nodes with black stripes) were used as input in the GeneMania pathway analysis tool [35–37] to generate networks. The functions legend (nodes) represents the sub-network of the mRNA probes and the network legend (lines) represents the relationship between the genes (see Methods)

### Genes responsive to nutritional history in the brain

The brain being the central organ controlling sensory and homeostatic processes is perhaps one of the more sensitive organs in reacting to early changes in quality of available feed. To our knowledge, this study is the first to probe transcriptomic changes in the brain of trout or other carnivorous-like fish in response to feeding plant-based ingredients. Functional annotation analysis of the differentially expressed mRNAs (Fig. 3) revealed persistent effects of the early plant-diet exposure on processes such as cognition (Fig. 5), sensory transduction (Fig. 5), methionine metabolism (Additional file 3) and on several genes encoding neuropeptides and their receptors that regulate central and peripheral feeding responses (Additional file 3).

#### Sensory perception and transduction

Early flavour experiences are important drivers of life-long flavour acceptance in mammals. Transmittance of flavours connected to the diet of the mother either through amniotic fluid to the foetus or via lactation to the neonatal offspring may help the offspring in future dietary choices [30]. In our study, one prominent cluster of genes identified in the juvenile trout brain to be affected by early diet exposure was assigned to the interconnected biological pathways affecting sensory perception, cognition and neurological system processes (Fig. 5 and Additional file 5).

Several genes in this cluster were associated with visual transduction processes (Fig. 5 and Additional file 5) such as photoreceptor components (Nr2e3, Pdc, Sag, arr3, Pcdh15), genes involved in phototransduction (Gucy2F, Pde6c, Kcnv2, Slc24a1) and photosensitive proteins (Opsin, Pinopsin, Recoverin, Retinaldehyde-binding protein, Arrestin). These generally had a higher expression level in the V-fry and later in the brain of the V-fish when challenged again with the plant-based diet relative to M-fish. 

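Additional file 5 pairs 16 probes with the genes of visual transduction that the text names. All 16 were called in the 2-way comparison of fry with brain and all had a higher mean in V-fry and in brain of V-fish, and in brain no alternative changed a sign. In fry, 11 of them were above background on at least 1 array of each diet, and the median difference was 1.57, or 1.36 with the others at their bound. In brain, 6 were not above background on any array and 4 on none of 1 group. The fitted median of 0.79 in brain becomes 0 with these at their bound. The 6 probes above background on at least 1 array of each group were all higher in V-fish. Over all genes that the text names for brain, 46 of 65 probes were higher in V-fish, and 25 of the 44 measured in each group. The shared sign is therefore weak evidence for the dim probes. By limma in brain alone, 3 of the 16 had an adjusted p of at most 0.05 over all probes tested, 12 an unadjusted p under 0.05, and 8 an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Normexp background correction took all 16 below the threshold and quantile normalization 9. Phosducin (Pdc, probe TC108886) was −0.75 ± 0.14 (SD, n = 4) in V-fish and −1.50 ± 0.21 (n = 4) in M-fish, a difference of 0.75 (standard error 0.13, adjusted p = 0.0300 in brain alone). For Pcdh15 the values were −0.83 ± 0.17 and −1.54 ± 0.26, a difference of 0.71 (adjusted p = 0.0425), and in fry it was at least 2.01-fold higher on diet V. NR2E3 was above background on 2 of 4 arrays of V-fish and on 0 of M-fish, at −2.59 ± 0.16 and −4.27 ± 0.21, which gives only a bound of at least 1.00-fold (adjusted p = 0.00431). In each of these 3 genes every V array lay above every M array (exact permutation p = 0.0286, two-sided, the smallest that 4 arrays against 4 allow). The other probes above background on all 8 brain arrays were GUCY2F (CUST_6701_PI425536763, difference 0.88, adjusted p = 0.0810), Rlbp1 (0.77, 0.124) and OPN1LW (0.73, 0.132). OPN1LW was not above background on any fry array, and the Rlbp1 difference was 0.50 without V-fish replicate 1 and that of OPN1LW 0.48 without M-fish replicate 1.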

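Among the remaining visual genes, some had single arrays that lay apart or carried the difference. Recoverin (Rcvrn, CUST_3790_PI425536763) was −4.53 on V-fish replicate 1 and −2.62 to −2.24 on the other 3, against values at or below −4.51 in M-fish, where no array was above background. The Sag difference (CUST_1034_PI425536763) was 0.08 without V-fish replicate 3, the only brain array on which it was above background, and without V-fish replicate 1 the GUCY2F probe CUST_17984_PI425536763 came to 0.22. OPN1MW was −4.95 on V-fish replicate 1 and −3.68 to −3.55 on the others, Slc24a1 was −4.68 on V-fish replicate 2 and −3.27 or higher on the others, and Kcnv2 was −4.84 on M-fish replicate 2 and −3.85 to −3.72 on the others, none of them above background on any brain array. For Rcvrn, OPN1MW and Slc24a1 the V array that lay apart was the lowest, and the difference was larger without it. A list of photoreceptor and pineal genes written beforehand, of which 14 of 63 probes are in Additional file 5 and 52 were above background on at least 1 brain array, had a median V minus M difference of 0.34 in brain (42 of 62 tested probes higher). Its adjusted p was 3.34e-06 in limma's camera test with the preset correlation, 0.0169 in the rotation test and 0.132 with the correlation estimated from the arrays. Its 5 most abundant probes in brain differed by −0.04 (ASMT), −0.13 (SLC24A2), −0.15 (PDE6G), 0.14 (Pde6g) and −0.27 (SAG).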

A functional sense of visual perception contributes to the ability of salmonids to consume various types of pelleted feed [38]. More recently, transcriptomic analysis of brain of hybrid mandarin fish showed differential expression of genes encoding for retinal photosensitivity and cognitive function depending on their feeding habits [39]. Possibly, the early feeding experience modified functional visual acuity affecting the later feeding behaviour in rainbow trout. Other interesting genes involved in sensory perception whose expression showed both short and long-term modification in the trout brain are olfactomedin (OLFM), espin (ESPN) and a member of the taste receptor family (Tas1r2) (Fig. 5 and Additional file 5). 

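Olfactomedin (probe TC116601) was −1.60 ± 0.22 (SD, n = 4) in brain of V-fish and −2.39 ± 0.65 (n = 4) in M-fish, where 2 of 4 arrays were above background. The difference of 0.79 had an adjusted p of 0.122 by limma in brain alone (exact permutation p = 0.0857, two-sided) and 0.0125 in the 2-way comparison, and it fell to 0.53 without M-fish replicate 3. In fry the same probe differed the other way, by −3.21 (interaction adjusted p = 0.000426). Espin (CUST_28285_PI425536763) was 1.03 ± 0.17 in V-fish and 1.73 ± 0.34 in M-fish, lower by −0.70 on the log2 scale (adjusted p = 0.0581 in brain alone), with no overlap between the groups (exact permutation p = 0.0286). It was higher in V-fry by 1.79 (interaction adjusted p = 2.30e-05). Without M-fish replicate 1 the brain difference was −0.54.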

Tas1r2 (also known as T1R2) constitutes one-half of the heterodimeric taste receptor involved in recognition of sweet taste [40]. 

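In brain, the probe of the sweet taste receptor Tas1r2 (CUST_10503_PI425536763) was −1.06 ± 0.07 (SD, n = 4) in V-fish and −1.80 ± 0.31 (n = 4) in M-fish and was above background on 4 and 3 arrays. The difference of 0.75 (standard error 0.16) had an adjusted p of 0.0402 in limma for brain alone and 0.00812 in the 2-way comparison, and every V array lay above every M array (exact permutation p = 0.0286, two-sided). No fry array of either diet was above background for Tas1r2, so that no fold can be given for fry.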

In our study, brain Tas1r2 was upregulated by early exposure to plant-ingredients. Though there appears to be a loss of Tas1r2 in obligate carnivores such as the domestic cat unable to taste sweet substances [41], recent studies in rainbow trout detected extraoral Tas1r2 expression as documented in intestine [42] and in hypothalamus or hindbrain [43]. Tas1r2 expression in the latter study was found to be responsive to changes in glucose levels. Also in mammalian brain, Tas1r2 has been suggested to act as a glucosensor in energy-sensing hypothalamic neurons [44]. In the case of salmonids, gustation is believed to play a minor role in driving feeding preference when compared to olfaction [45]. Additionally, olfactory imprinting is suggested to be the primary mechanism used by adult salmon to return to their natal streams (homing) with free (L-) amino acids assigned as the olfactory cues directing this phenomenon [46–48]. Olfactomedin (Fig. 5 and Additional file 5) is a secreted glycoprotein involved in regulating maintenance or differentiation of chemosensory cilia in olfactory neurons, as well as axonal growth, branching and optic nerve extension [49]. ESPN, also responsive to nutritional programming in our study, is an intriguing candidate in terms of genes that encode structural proteins that mediate sensory perception. ESPN (Fig. 5 and Additional file 5) is a multifunctional actin-bundling protein expressed in brain tissues, retina and the inner ear, mediating sensory transduction in various mechano- and chemosensory cells, important for vertebrates to sense their environment [50]. The observations from studies elaborating on the perception of the umami flavour [51] together with evidences of visual stimuli activating gustatory responses [52] indicate the synergism of primary senses in the formation of flavour preferences. Thus, it appears that early plant-diet exposure in trout may mediate feed acceptance of the same diet at a later life stage by affecting pathways regulating the sensory perception of taste, odour and possibly vision.

#### Cognition and synaptic plasticity

In mammalian models, the exploration of flavour perception for evaluating the reward value of food and its behavioural outcomes, has revealed a remarkable integration of the primary cortex centres of taste, olfaction and vision to the higher learning, reward and decision centres in the brain (reviewed in [53]. Whenever an animal interacts with its surrounding environment, its experience drives learning and the formation of memory to modify its behaviour and better adapt its responses to ever-changing conditions. Synaptic plasticity, the ability to change the strength and stability of synapses dynamically in response to various stimuli, forms the fundamental basis of the complex neuronal functions of learning and memory formation based on prior experience [54]. A multitude of proteins mediating processes of cytoskeletal remodelling, cell adhesion, neurotransmitter production and secretion, receptor function and signal transduction, either pre- or post-synaptically, play an essential role in synaptic plasticity. 

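In brain, 26 probes of the cognition genes that the paper names and lists in Additional file 5 were called in the 2-way comparison of fry with brain. Of these, 10 were higher and 16 lower in V-fish, whereas 22 had a higher mean in V-fry. The interaction with stage had an adjusted p of at most 0.05 for 16 of the 26. In brain, 20 probes were above background on all 8 arrays. By limma in brain alone, 8 reached an adjusted p of 0.05 over all probes tested and 22 when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. Normexp background correction took 19 below the threshold, quantile normalization 12, and leaving out 1 array 14. Grm6 was 6.85 ± 0.16 in V-fish and 7.44 ± 0.16 in M-fish (SD, n = 4 each; difference −0.59, adjusted p = 0.0417) and Grm8 5.04 ± 0.12 and 5.64 ± 0.13 (−0.60, adjusted p = 0.0311), against 1.26 and 1.33 in fry, where both were higher on diet V. Both lie close to the fold-change minimum of 1.5 and fell under it without any 1 of 5 brain arrays for Grm6 and of 4 for Grm8, for both without M-fish replicate 4, at −0.55 and −0.57. CTNND2 (CUST_10827_PI425536763) was 2.29 ± 0.27 in V-fish and 3.38 ± 0.80 in M-fish (−1.10, adjusted p = 0.0929). V-fish replicate 1 gave 1.88 and the others 2.39 to 2.44. Its sequence holds a run of 10 alternating G and A bases, and it was higher in V-fry by 4.19, against 2.10, 0.99 and 0.60 for the other probes of the gene, which were above background on 3, 0 and 2 of the 7 fry arrays. For Dlg4 the difference of −0.72 came from V-fish replicate 1, at 0.98 against 3.04 to 3.27 on the others, and was −0.18 without it. Hrh3 (0.67, adjusted p = 0.0702) and Kcnip3 (1.18, 0.0568) were higher in V-fish although V-fish replicate 1, at 2.39 and −0.40, lay below the other 3 V arrays (3.00 to 3.12 and 0.24 to 0.34). Gpr126, at −2.00 ± 0.28 in V-fish with replicate 3 at −1.58, was not above background on any array of M-fish or fry and was at least 1.48-fold higher in V-fish.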

As part of a larger and connected network of neurological system process, the early plant feeding induced short (following first-feeding) and long-term (during V-challenge) changes on the transcriptomic profile of genes involved in cognitive process (Fig. 5 and Additional file 5) like receptors involved in stimulus detection (SLC11A2, Grm6, Grm8), neurotransmitter secretion (RIMS1, GAD1, PCLO, CDK5, HRH3, Syt2), response to external stimuli (Ghsr, CARTPT, NRXN1, DFNA5, PAFAH1B1, Pafah1b1b, DLG4, Kcnip3) and synaptic transmission and memory formation (COL2A1, Glrb, Dlg4, CTNND2, ADORA1, Gpr126, Itpr3, FZD9).

The maintenance of sustained synaptic plasticity to encode the information and memory of any particular stimulus, including that related to given taste, known as long term potentiation (LTP), often relies on tight regulation of neurotransmitter levels [55]. Neurotransmitter release occurs at the presynaptic active zone (AZ), where pools of synaptic vesicles containing neurotransmitters are maintained. Piccolo (Pclo), a cytoskeletal matrix protein expressed in the brain of mammals [56] and of teleosts [57], is associated with the AZ and is involved in the functioning of glutamine- and γ-amino butyric acid (GABA)-responsive synapses [56]. Pclo knockdown in mice leads to impairment of spatial learning and a decrease in LTP [58], highlighting its role in establishing functional synapses for stimulus-driven memory formation. Like Pclo, regulating synaptic membrane exocytosis protein 1 (RIMS1) is another evolutionary conserved scaffolding protein of AZ that regulates neurotransmitter release [59]. RIMS1 controls the pool of synaptic vesicles and functions to maintain homeostatic synaptic plasticity that is essential for the efficiency of synaptic network activity [54]. A key role in the regulation of the pool of synaptic vesicles during homeostatic plasticity was also suggested recently for cyclin-dependent protein kinase 5 (CDK5) [60] as perturbing the levels of CDK5 by pharmacological inhibition of CDK5 or gene deletion in mice impairs the regulation of synaptic vesicle pools and disrupts homeostatic synaptic plasticity [54]. The persistent changes in the expression of genes that control neurotransmitter release through several distinct mechanisms (Pclo, RIMS1, CDK5) following the early plant-diet exposure suggest that neurotransmitter release may be one process involved in programming the enhanced feed acceptance of plant-based diet in juvenile trout confronted with this diet later in life. 

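The 4 probes of Pclo, RIMS1 and CDK5 were all lower in brain of V-fish. Pclo was measured by probe CUST_23835_PI425536763, at 4.24 ± 0.05 (SD, n = 4) in V-fish and 4.99 ± 0.12 (n = 4) in M-fish (−0.75, standard error 0.10, adjusted p = 0.0142 by limma in brain alone), and by CUST_19645_PI425536763, at 3.30 ± 0.08 and 4.53 ± 0.17 (−1.23, standard error 0.11, adjusted p = 0.00519). In V-fry both Pclo probes were higher, by 1.89 and 2.13, and the interaction with stage had adjusted p-values of 9.38e-07 and 1.62e-07. RIMS1 was −0.72 ± 0.29 in V-fish and −0.10 ± 0.17 in M-fish (−0.62, adjusted p = 0.0599), with values under the fold-change minimum when any of 4 single brain arrays was left out (−0.52 without V-fish replicate 2). In fry it was above background on 1 of 7 arrays. CDK5 was 1.04 ± 0.17 in V-fish and 1.74 ± 0.37 in M-fish (−0.70, adjusted p = 0.0636; −0.54 without M-fish replicate 1) and was lower in V-fry as well, by −1.04. For each of the 4 probes all V arrays lay below all M arrays (exact permutation p = 0.0286, two-sided). From the changes at both stages in genes that act by distinct mechanisms, the paper proposes that neurotransmitter release may take part in programming feed acceptance.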

Besides neurotransmitter release, enzymes involved in neurotransmitter synthesis might contribute to synaptic adaptation. 

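GAD1 (CUST_3100_PI425536763) was above background on 2 of 4 brain arrays of V-fish and on 0 of 4 of M-fish, with means of −3.05 ± 0.63 and −4.40 ± 0.63 (SD, n = 4 each; adjusted p = 0.0714 by limma in brain alone, 0.0105 in the 2-way comparison). The bound for its fold in brain is under 1. In fry GAD1 was above background on 0 of 3 arrays of V-fry and on 4 of 4 of M-fry, at least 5.93-fold lower on diet V, so that the directions at the 2 stages were opposite (interaction adjusted p = 1.89e-05).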

Dynamic changes in transcript levels of glutamate decarboxylase (GAD1), as observed in this study, control GABA synthesis and regulate the inhibitory GABAergic potentiation at interneurons, important for the functioning of activity-driven synaptic plasticity [61, 62]. Of interest, GAD1 expression has been found to be tightly controlled during gustatory habituation [63]. Furthermore, the activity-dependent epigenetic changes at the GAD1 proximal promoter in olfactory bulb interneurons [64] and the conserved function of GAD1 in teleost forebrain development [65] hint at GAD1 as a target associated with the programming of plant-based diet acceptance in the trout brain. This warrants further detailed exploration.

Early plant-diet exposure was found to exert long-term effects on several other classes of genes mediating synaptic plasticity, in addition to those regulating neurotransmitter levels. Platelet-activating factor acetyl hydrolase IB subunit alpha b (Pafah1b1b), also called Lis1, plays an important role in neuronal migration during development. Its mutation in mammals [66] and in zebrafish [67] causes lissencephaly, a severe brain malformation in which cognitive defects are associated with loss of complexity of the cerebral cortex. Given the role of Pafah1b1b in synaptic transmission in adult neurons [68] and its expression in the neurons of the early sensory system in the teleost embryo [69], the long-term changes in Pafah1b1b expression due to the early plant feeding in brain of trout displaying the nutritional programming phenotype is intriguing. Moreover, in rodents, changes in the lissencephaly-1 gene mRNA levels due to environmental stimulation have been suggested to modify synaptic plasticity and animal learning and memory performance [70]. 

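The Pafah1b1b probe of Additional file 5 (CUST_13953_PI425536763) was 0.23 ± 0.24 (SD, n = 4) in brain of V-fish and 2.70 ± 1.13 (n = 4) in M-fish, lower by −2.46 on the log2 scale (standard error 0.50, adjusted p = 0.0392 by limma in brain alone, exact permutation p = 0.0286, two-sided). In V-fry it was higher by 5.19. Its sequence holds 10 alternating G and A bases in a row. The 3 other Pafah1b1b probes on the array hold runs of 4, 2 and 5 such bases. They differed by 1.31, 0.69 and 0.19 in fry and by −0.63, −0.09 and 0.25 in brain. For RT-PCR of Pafah1b1b in fry, the paper reports a pattern congruent with the arrays. The Pafah1b1 probe (CUST_24226_PI425536763), with a run of 17, was 6.24 ± 0.35 in V-fish and 8.26 ± 0.74 in M-fish (−2.02, adjusted p = 0.0300) and differed by 3.75 in fry, while 2 other Pafah1b1 probes, above background on 6 and 7 fry arrays, differed by 0.02 and 0.06. Its 2-way call was lost without V-fry replicate 1 or V-fry replicate 3. Over the 265 probes of the array with a run of at least 8, the median difference was 2.97 in fry, −0.72 in brain and 0.27 in liver.

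**Figure D1:**
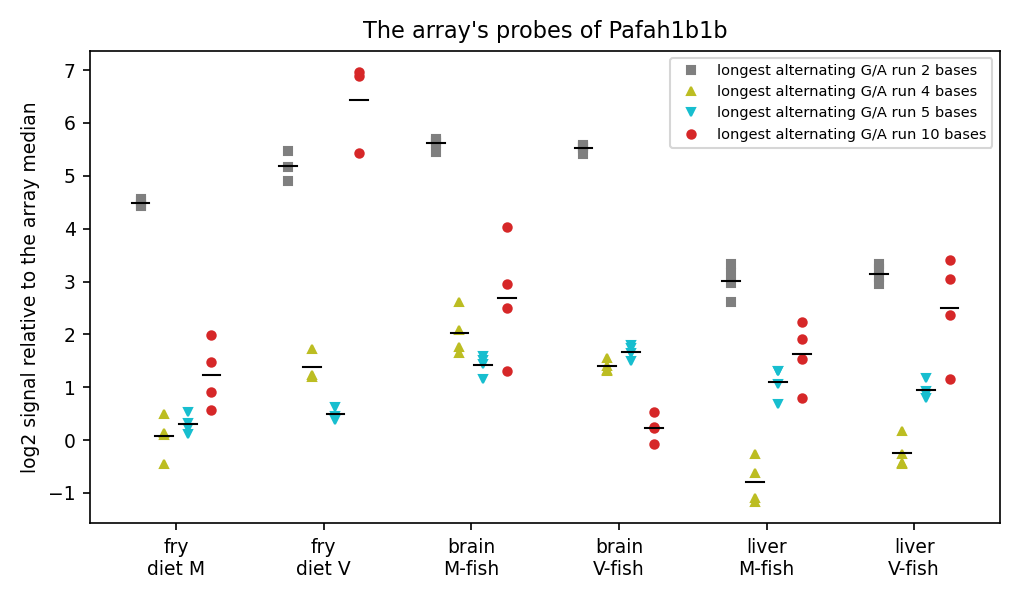
Log2 intensity relative to the array's median of the 4 Pafah1b1b probes on each array, by stage, tissue and nutritional history; each point is 1 array. The probe with 10 alternating G and A bases differs by 5.19 between V-fry and M-fry and by −2.46 between V-fish and M-fish in brain, more than each of the other 3 probes.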

Catenin delta 2 (CTNND2), a member of conserved p-120 cadherin family [71] is a constituent protein at adherens junctions between neurons where it plays a crucial role in maintenance of synapses and in ensuring stable memory storage [72]. There is also evidence of delta catenins in neuroplastic processes in the peripheral retinal [73] and olfactory pathways [74], which make it an interesting candidate gene for our study. 

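Adenosine receptor A1 (ADORA1, probe CUST_27707_PI425536763) was −1.18 ± 0.07 (SD, n = 4) in brain of V-fish and −1.93 ± 0.24 (n = 4) in M-fish, with all 8 arrays above background. The difference of 0.75 (standard error 0.13) had an adjusted p of 0.0298 by limma in brain alone, and no V array overlapped with an M array (exact permutation p = 0.0286, two-sided). In fry, ADORA1 was above background on 2 of 3 arrays of V-fry and 0 of 4 of M-fry, at least 1.29-fold higher on diet V. Its adjusted p in the 2-way comparison was 0.0189, and the call was lost without V-fry replicate 3.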

The expression of genes encoding neurotransmitter receptors (Fig. 5 and Additional file 5) was also persistently modified by the early diet exposure including the adenosine receptor A1 (ADORA1). As adenosine, formed from the catabolism of ATP, can be directly released by neurons and glia, activation of ADORA1 modulates synaptic transmission. Adenosine and ADORA1 activation have been reported to be involved in LTP impairments caused by distinct types of prior experience (e.g. stress) susceptible to affect memory formation [75]. In the teleost nervous system, ADORA1 expression is highly affected by stimulation during zebrafish development [76] and has been implicated in processes of anxiety and arousal [77] and of photoreceptor function [78], rendering its association with the present nutritional programming phenotype and cognition noteworthy.

The interpretation of the functional implications regarding ‘how does early diet experience act on the brain to store information and change behaviour’ based on the current microarray analysis in the whole trout brain is challenging, and we are aware that we have possibly overlooked relevant region-specific neuronal processes. However, there is precedence for obtaining useful insights into the molecular mechanisms underlying behavioural responses from whole-brain transcriptomic studies in teleosts [79–83]. Moreover, as discussed earlier, the use of pathway analysis to ascertain co-expression and co-localization patterns for the genes within a network aids in proving greater biological robustness regarding the relevance of the data in relation with the observed phenotype. Certainly, histochemical analysis of selected genes in the fry and juvenile brain [84, 85] would be useful to ascertain the site of action influencing cognition, learning and memory formation regarding plant-diet acceptance in rainbow trout. Despite these concerns, the finding that the early diet exposure induced long-term changes in expression of genes involved in sensory perception, sensory transmission, cognition, memory formation and neuronal development is an exciting observation for further studies on the potential of nutritional programming of plant-based diet acceptance in trout or other teleosts.

#### Homocysteine and methionine metabolism

Several mRNA probes encoding genes involved in homocysteine-methionine metabolism were differentially expressed according to the nutritional history (Additional files 5 and 3). The expression of methionine synthase (MTR), up-regulated in brain of V- compared to M-fish, is involved in the recycling of methionine from homocysteine using 5-methyl tetrahydrofolate (THF) as the one-carbon substrate [86]. Similarly, BHMT and BHMT2 also convert homocysteine to methionine using betaine (N,N,N tri-methyl glycine) as substrate [86]. Thus, the expression of three different genes involved in conversion of homocysteine to methionine was enhanced by the prior plant-feeding. 

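Methionine synthase was represented by 2 probes. CUST_14145_PI425536763 was −0.36 ± 0.38 (SD, n = 4) in V-fish and −1.28 ± 0.53 (n = 4) in M-fish, all above background, a difference of 0.92 (standard error 0.29) with no overlap between the groups (exact permutation p = 0.0286, two-sided). Its adjusted p was 0.0829 by limma in brain alone and 0.00991 with fry, where it was higher on diet V by 1.54. The second MTR probe, CUST_11351_PI425536763, had means of −3.29 ± 0.57 and −4.47 ± 0.59 but was above background on 1 of the 8 brain arrays, and its bound is under 1. It was above background on 2 of 3 arrays of V-fry and 0 of M-fry.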

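BHMT (CUST_21898_PI425536763) was −1.49 ± 0.25 (SD, n = 4) in V-fish, above background on 4 arrays, and −2.30 ± 0.31 (n = 4) in M-fish, above background on 1. The difference was 0.80 (adjusted p = 0.0478 by limma in brain alone). BHMT2 (CUST_25933_PI425536763) was 1.07 ± 0.03 and 0.44 ± 0.38, a difference of 0.63 (adjusted p = 0.0694) that fell to 0.48 without M-fish replicate 3. In both genes every V array lay above every M array (exact permutation p = 0.0286, two-sided). In fry both were lower on diet V, by −1.80 and −2.57, opposite to brain (interaction adjusted p = 1.38e-05 and 5.48e-05). Of the 4 probes for MTR, BHMT and BHMT2, all were higher in brain of V-fish under every alternative, 1 had an adjusted p of at most 0.05 over all probes tested, and 4 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples.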

Homocysteine is considered as a risk factor for neurodegenerative diseases and deficiencies in MTR correlate with cognitive impairment [87]. In addition, age-dependent reduction in MTR mRNA in humans may be a source of risk for neurological disorders across the lifespan via their impact on methylation reactions, including epigenetic regulation of gene expression [88] as methionine is required for the generation of SAM (S-adenosylmethionine), the primary methyl donor [86]. Indeed, the relative mRNA levels of Mat1a, which catalyzes conversion of methionine to SAM, was affected by early feeding history, being higher in the brain of V-fish compared to M-fish (Additional files 5 and 3). 

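Mat1a (CUST_20830_PI425536763) was above background on 4 of 4 brain arrays of V-fish, at −2.05 ± 0.30 (SD, n = 4), and on 0 of 4 of M-fish (−4.06 ± 0.61), at least 1.45-fold higher in V-fish (adjusted p = 0.0204 by limma in brain alone, exact permutation p = 0.0286, two-sided). It was not above background on any fry array.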

Mat1a was identified as candidate gene in a study on evolutionary conserved longevity genes impacting human cognitive abilities in elderly cohorts [89]. Thus, the long-term effects of the early plant-diet exposure on the regulation of central homocysteine-methionine metabolism warrants further studies from the perspective of maintenance of cognitive function and regulation of epigenetic enzyme substrates in the brain of nutritionally programmed rainbow trout.

#### Appetite and feeding

The functional annotation analysis identified a number of differentially expressed genes associated with the regulation of feeding behaviour (Additional files 5 and 3), of interest in view of the positive effect of the early plant-diet exposure on feed intake during the V-challenge. This set of mRNA probes include neuropeptide hormones (CCK, bombesin, somatolactin, POMCB CRF2, CARTPT), hormone receptors (LEPR, GHSR, HTR3B), transcription regulators (NR1H3, PPARG, Tub) and regulators of neuropeptide hormone levels (AANAT, MAOA). In terms of expression pattern, MAOA, CRF2 and CARTPT were up-regulated following early plant-diet exposure but down-regulated in the brain of V-fish during V-challenge. In contrast, CCK, bombesin, somatolactin, POMCB, LEPR, GHSR, HTR3B, NR1H3, PPARG, Tub and AANAT, all remained upregulated by the prior plant-diet exposure (Additional files 5 and 3). 

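MAOA (CUST_35_PI429444447) was higher in V-fry by 4.82 and was −1.76 ± 0.24 (SD, n = 4) in brain of V-fish against −0.14 ± 1.00 (n = 4) in M-fish (−1.62, adjusted p = 0.0647 by limma in brain alone). It is the only probe that Additional file 5 gives for MAOA and holds a run of 9 alternating G and A bases. Of the probes for the same protein under the symbol mao, chosen after their values were seen, the one with a run of at least 8 such bases (CUST_28629_PI425536763) differed by 4.66 in fry and −1.85 in brain, and the one with a run under 6 (TC111314) was lower in V-fry and differed by −0.41 in brain. CRF2 was −0.72 ± 0.34 in V-fish and −0.05 ± 0.15 in M-fish (−0.67, adjusted p = 0.0609). V-fish replicate 1, at −1.22, lay apart from the other 3 V arrays (−0.59 to −0.49), and without it the difference was −0.50. In fry it was above background on 3 of 3 arrays of diet V and 0 of 4 of diet M, at least 3.01-fold higher. CARTPT was 4.82 ± 0.12 in V-fish and 5.41 ± 0.25 in M-fish (−0.59, adjusted p = 0.0495), higher in V-fry by 1.71, and came under the fold-change minimum without M-fish replicate 1 (−0.48). For all 3 genes the brain groups did not overlap (exact permutation p = 0.0286, two-sided), and the interaction with stage had adjusted p-values of 2.98e-05, 0.000262 and 3.53e-06.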

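For the 11 genes listed here Additional file 5 gives 14 probes, all with a higher mean in V-fry and in brain of V-fish, without a change of sign in brain under any alternative. By limma in brain alone, 10 of the 14 had an adjusted p of at most 0.05 over all probes tested and 13 when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. In brain, 9 were above background on at least 1 array of each group. In fry, 5 were, so that a higher level after early plant-diet exposure was measured on both diets for 5 of the 14. The fitted median difference was 1.08 in brain (0.80 with dim probes at their bound) and 1.04 in fry (0.18). PPARG (means −3.26 ± 0.33 in V-fish and −4.46 ± 0.18 in M-fish, SD, n = 4 each) was not above background on any brain or fry array, so that no fold can be given. Tub (−2.23 ± 0.07 and −2.98 ± 1.03) was above background on 4 and 1 brain arrays and on 0 fry arrays. Its difference of 0.75 had an adjusted p of 0.279 in brain alone and 0.0282 in the 2-way comparison (exact permutation p = 0.314, two-sided), and was 0.41 without M-fish replicate 3.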

Regarding neuropeptide transcripts, we hypothesized to find higher levels of anorectic peptides in brain of M-fish during the V-challenge, in line with the higher reluctance of these fish to consume the plant-based diet. However, gene expression of bombesin, pro-opiomelanocortin B (POMCB) or cholecystokinin (CCK), known as feeding-inhibitory in fish [90], was higher in brain of V- instead of M-fish. 

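The bombesin probe (GRP/NMB, CUST_3781_PI425536763) was 4.54 ± 0.06 (SD, n = 4) in brain of V-fish and 3.89 ± 0.26 (n = 4) in M-fish (0.65, adjusted p = 0.0402 by limma in brain alone), and 0.58 without M-fish replicate 4. It was higher in V-fry by 1.51. POMCB (TC94886) was −1.04 ± 0.24 and −1.89 ± 0.30, above background on 4 and 3 arrays (0.85, adjusted p = 0.0427), and 0.89 higher in V-fry. CCK was measured by 3 probes. CUST_69_PI425536763 was above background on all 8 brain arrays, at 0.96 ± 0.07 in V-fish and −1.02 ± 0.38 in M-fish (1.98, standard error 0.18, adjusted p = 0.00535). CUST_4_PI429444437 was 0.29 ± 0.08 and −2.09 ± 0.57 (2.37, adjusted p = 0.00839), above background on 3 arrays of M-fish, and CUST_4_PI429444440 was 0.30 ± 0.06 and −2.43 ± 0.82 (2.73, adjusted p = 0.0150), above background on 2. The V and M arrays did not overlap for any of these 5 probes (exact permutation p = 0.0286, two-sided). The first CCK probe rose by less in V-fry (0.67, interaction adjusted p = 0.00412), and its 2-way call was lost without M-fry replicate 3. The other 2 were above background on 2 arrays of V-fry and 0 of M-fry, at least 1.13-fold and 1.14-fold higher. In a list of pituitary genes written beforehand (19 of 28 probes above background in brain) the pomca probes differed by −0.68, −1.28 and 0.16 and gh2 by −0.03.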

POMCB encodes the inactive precursor that is post-translationally processed to several biogenically active neuropeptides including adrenocorticotropic hormone (ACTH), melanotropin alpha 2 (α-MSH 2) and melanotropin beta 2 (β-MSH 2), collectively referred to as melanocortins. In Atlantic salmon brain, POMCB expression increases postprandially [91]. The cholestokinine gene CCK-T has been found before to be highly expressed in trout brain [92] and, as for POMC, CCK increases after feeding in Atlantic salmon, in line with its role in mediating satiety in fed condition [91]. In our study, the brain samples in the V-challenge were sampled 8 h postprandially. As such, the higher CCK and POMC mRNA levels in the brain of the V- relative to M-fish possibly signal enhanced satiety resulting from the higher intakes during the V-challenge. They would therefore reflect the downstream response rather than the actual basis of the programmed enhanced feed intake. On the other hand, some other peptides known to exert anorectic effects in teleosts [90] had lower expression in the V-fish brain, as initially hypothesized. This was the case for e.g. corticotropin releasing factor (CRF) and cocaine- and amphetamine-regulated transcript protein (CARTPT), which warrant a more targeted approach in order to confirm their possible role in the positive programming effect on plant-feed acceptance due to early plant feeding.

Besides neuropeptides, enzymes that mediate neuropeptide levels may also affect feeding behaviour [93]. An example of this is arylalkylamine N-acetyltransferase (AANAT), the rate limiting enzyme in melatonin synthesis, whose transcription and enzyme activity are crucial in the central regulation of circadian rhythmicity [94]. Some teleosts including rainbow trout have two AANAT genes [95]. In chum salmon *Oncorhynchus keta*, a close teleost homolog of rainbow trout, ANAAT 1 and −2 mRNA abundance has been found in various regions in the brain [95], which may relate with the various neural and endocrine roles attributed to melatonin in fish [96], including feeding. In rainbow trout, treatments with melatonin altered gene expression of brain neuropeptides involved in feeding [97], whereas feed deprivation altered melatonin production partly regulated by reduced AANAT activity [98]. Accordingly, lower AANAT-2 mRNA was seen in the brain of M-fish, possibly reflecting the lower acceptance of the plant-based diet. 

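AANAT2 was measured by 2 probes. TC102331 was 0.68 ± 0.35 (SD, n = 4) in brain of V-fish and −0.52 ± 0.22 (n = 4) in M-fish, with every array above background, a difference of 1.20 (standard error 0.19, adjusted p = 0.0240 by limma in brain alone, exact permutation p = 0.0286, two-sided). It was higher in V-fry by 0.79, and its 2-way call was lost without V-fry replicate 3. For CUST_48_PI429444447 the means were −3.51 ± 0.32 and −4.76 ± 0.21, but no brain array was above background, so that it gives no fold. V-fish replicate 2, at −3.04, lay apart from −3.69 to −3.65 on the other 3 V arrays.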

Given the propensity of AANAT mRNA to fluctuate with meal timing, it would be interesting in the future to measure via a time course, the rhythmicity of mRNA levels and enzymatic activity of AANAT in order to assess possible effects of nutritional programming on circadian rhythms in trout, as seen in the hypothalamus transcriptome of rat following in utero protein restriction [99].

Somatolactin (SL) is a member of the growth hormone/prolactin family and is highly expressed in rainbow trout pituitary and brain [100] where it plays a role in energy homeostasis. In gilthead seabream, plant-protein was found to lower plasma SL levels coincident with lower feed intake [101]. In our study, SL transcripts were significantly lower in brain of M-fish which consumed less than V-fish when challenged with the plant-based diet. 

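The somatolactin probe (TC106672) had means of −2.68 ± 0.20 (SD, n = 4) in brain of V-fish and −4.36 ± 0.24 (n = 4) in M-fish, with an adjusted p of 0.00526 by limma in brain alone and 2.88e-06 in the 2-way comparison. All V arrays lay above all M arrays (exact permutation p = 0.0286, two-sided). No brain array and 1 of 7 fry arrays were well above background for this probe, so that the size of the difference is not known from the arrays and no fold is given.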

Since increases in ration size were found to enhance plasma SL in fish [102], it remains however unclear whether the observed changes in SL mRNA mediate or result from changes in feed acceptance in our study. Transcript levels of several nutrient-sensitive receptors were also modified (Additional files 5 and 3). Ghrelin receptor or growth hormone secretagogue receptor (GHSR) is an important gene of the somatotropic axis, playing an essential role in energy expenditure and food intake [103]. In mammals, GHSR expression is co-localized in neurons with CCK expression, and its high expression in brain reward circuits suggests a role for GHSR in the induction of feed intake resulting from central administration of ghrelin [104]. This may explain the higher GHSR expression in brain of juvenile V-fish showing a relatively superior feed intake when challenged again with the plant-diet. 

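GHSR (CUST_19746_PI425536763) was −1.16 ± 0.14 (SD, n = 4) in brain of V-fish, above background on all 4 arrays, and −2.05 ± 0.46 (n = 4) in M-fish, above background on 2. The difference of 0.89 (standard error 0.22) had an adjusted p of 0.0545 by limma in brain alone and 0.00206 in the 2-way comparison (exact permutation p = 0.0286, two-sided). In fry the probe was above background on 1 of 7 arrays, one of V-fry.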

Leptin receptor (LEPR) is a membrane bound receptor that mediates the leptin-induced suppression of feed intake in specific populations of neurons located in the hypothalamus [105]. Juvenile salmon fed restrictively (40 % of the amount of feed given to the control group) displayed decreased growth along with significantly lower LEPR mRNA in the brain [106]. 

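Leptin receptor (LEPR, probe TC98047) was −1.08 ± 0.07 (SD, n = 4) in brain of V-fish and −2.05 ± 0.39 (n = 4) in M-fish, with all 8 arrays above background. M-fish were lower by a log2 difference, V minus M, of 0.97 (standard error 0.19, adjusted p = 0.0353 by limma in brain alone), without overlap between the groups (exact permutation p = 0.0286, two-sided). In fry LEPR was above background on 2 of 3 arrays of V-fry and 0 of 4 of M-fry, at least 1.22-fold higher.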

Along these lines, the lower LEPR expression in brain of M relative to V-fish possibly reflects the lower feed intake of that group during the V-challenge. Nuclear receptor subfamily 1 group H member 3 (Nr1h3) or Liver Xa receptor, is an oxysterol-activated nuclear receptor involved in the transcriptional control of whole body cholesterol homeostasis [107]. In mammalian brain, Nr1h3 plays a role in memory functions and the development of age-dependent neurodegenerative changes [108]. In zebrafish midbrain, endogenous Nr1h3 ligands (cholic acid, epoxycholesterol) have been shown to selectively regulate dopaminergic neurogenesis [109]. 

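The Nr1h3 probe (CUST_2788_PI425536763) was above background on 1 of 4 brain arrays of V-fish and 0 of 4 of M-fish. Its means of −2.73 ± 0.42 (SD, n = 4) and −3.68 ± 0.49 (n = 4) had an adjusted p of 0.0764 by limma in brain alone and 0.0118 together with fry (exact permutation p = 0.0286, two-sided). The bound for the fold is under 1, and 1 of 7 fry arrays was above background.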

In our study, rainbow trout exposed at early life to the plant-diet have higher Nr1h3 expression in the brain (Additional files 5 and 3). It would be interesting to investigate if any diet-related or endogenous oxysterol ligands of Nr1h3 are involved in driving memory or cognitive processes related with the positive plant-diet acceptance phenotype observed in this study. 5-Hydroxytryptamine receptor 3B (HTR3B) is a serotonin receptor involved in neural processes related to cognition and emotion in mammalian brain [110] and in mediating a number of satiation signals [111]. Also in rainbow trout, the serotonergic system plays a role in the control of food intake, as shown by the altered feed intake after pharmacological stimulation of serotonin receptor subfamilies [112] or after pre-treatment with the serotonin precursor tryptophan which counteracts stress-induced anorexia [113]. Thus, higher HTR3B expression in brain of juvenile V-trout exposed to the plant-diet at early life may drive improved feed intake through neural functions of satiety and memory.

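HTR3B (CUST_2534_PI425536763) was above background on 3 of 4 brain arrays of V-fish, at −2.47 ± 0.62 (SD, n = 4), and on none of M-fish (−3.35 ± 0.40, n = 4), at least 1.08-fold higher in V-fish. Its adjusted p was 0.113 by limma in brain alone (exact permutation p = 0.0857, two-sided) and 0.00963 in the 2-way comparison. Of the fry arrays, 1 of 7 was above background.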

When we considered using an early exposure to nutritionally program the acceptance of a plant-based diet in rainbow trout [34], we deliberately targeted the critical first-feeding stage during which the reliance on endogenous yolk as nutrient source is diminishing and swim-up fry begin to consume exogenous feed [114]. This developmental first-feeding period in salmonids is accompanied by synchronized anatomical, physiological and behavioural changes, including plasticity of olfactory and taste responses [115, 116]. The present brain transcriptome reveals a very large number of genes affected by the early plant-feeding. These encode a large variety of proteins that regulate sensory perception, cognitive processes, epigenetic changes and neuropeptides mediating feed intake which align contextually with the observed phenotype of enhanced plant-diet acceptance at the juvenile stage, attributed to the initial plant-diet exposure.

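In brain alone, limma called 2249 of 60339 mRNA probes at an adjusted p of at most 0.05 and a fold change of at least 1.5, of which 1553 were higher and 696 lower in V-fish. An unadjusted p under 0.05 was found for 19460 probes (32.3%). The methods' plain test called 1399. With slide as a block the count was 418, and without V-fish replicate 2 it was 365. V-fish replicates 2, 3 and 4 were closer to each other than any other 2 brain arrays: the median absolute deviation of the log2 differences between 2 of them was 0.14 to 0.18, against 0.24 to 0.53 for the other pairs. The 5 probes with the largest brain difference among those called with fry, whose groups did not overlap, were Zg16 (−4.66), TC102289 (−4.63), Cndp1 (4.55), TC129886 (4.02) and rpl30 (4.00). For Cndp1 and TC129886 the V-fish replicate 1 gave 3.10 and 7.80, and the other 3 V arrays 7.14 to 7.33 and 5.50 to 5.70.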

### Genes responsive to nutritional history in the liver

The functional annotation analysis of differentially expressed mRNAs in liver (Fig. 4) reveals that the early plant-diet exposure has both short-term and long-lasting effects on intermediary metabolic processes (Additional file 4), zymogens mediating protein degradation (Additional file 4), protein folding and immunomodulatory activity of peptidyl-prolyl isomerases (Additional file 4) and on cytoskeletal proteins involved in stress response and cell cycle (Additional file 4).

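In liver alone, limma called 0 of the probes tested at an adjusted p of at most 0.05, the smallest adjusted p being 0.823. An unadjusted p under 0.05 was found for 2960 probes (4.9%). The methods' plain test called 0 as well, with 2913 at an unadjusted p under 0.05, and a fit of all 23 arrays together called 85. In data simulated from these arrays with 200 changed probes, the same test recovered 29.5% of them in liver alone. The changes put in were all larger than 0.93, the 95th percentile of the real liver differences. Smaller changes would be recovered less often. The calls of the 2-way comparison with liver rest on fry and liver taken together, since no probe had an adjusted p under 0.823 in liver alone.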

Previous studies have utilized nutrigenomic approaches in order to identify changes in hepatic function due to feeding plant- versus fish-based ingredients [5–9]. These all compared the direct diet effects in naïve unconditioned fish fed the different feed for a relatively long period, though never from the first-feeding fry stage onwards. In contrast, our study compares changes in molecular response at first-feeding (short-term direct diet effect) with those induced by the early feeding at the juvenile stage (indirect long-term nutritional programming effect) when fed the same plant-based diet (V-challenge). Nevertheless, several of the candidate genes and functional pathways identified by the previous nutrigenomic studies were found relevant for discussing our data, in particular regarding responses to plant-feeding in the unconditioned M-fish.

#### Intermediary metabolism

A large number of mRNA probes in the liver found to be affected by the early diet exposure, were members of intermediary metabolic processes. These could be further classified as mediating glucose, alpha-amino acid or steroid metabolic process (Additional files 6 and 4). Some of the mRNAs encoding mediators of glucose metabolism (e.g. Pgam1 and Dlat) were up-regulated by early plant exposure, whereas others (e.g. Ldha, LdhB, Gapdh, Pgam2, Aldoa) were permanently down-regulated by the plant-diet history. 

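The 15 probes of the named glucose genes were all called in the 2-way comparison of fry with liver, 2 higher and 13 lower in liver of V-fish. By limma in liver alone, 0 had an adjusted p of at most 0.05 over all probes tested, 4 had an unadjusted p under 0.05, and 2 had an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. For 10 of them, 1 group had no liver array above background, and for Pgam1 neither had. Pgam1 (CUST_949_PI425536763) had means of −2.08 ± 0.79 (SD, n = 4) in V-fish and −2.90 ± 0.53 (n = 4) in M-fish, where replicate 4 gave −3.68 against −2.75 to −2.56 on the other arrays. In fry it was at least 4.67-fold higher on diet V, with a run of 6 alternating G and A bases in its sequence, while the fry differences of the other Pgam1 probes lay between −1.39 and 0.39. Dlat (CUST_2767_PI425536763) was 6.21 ± 1.21 in V-fish and 5.05 ± 0.96 in M-fish, all above background. Its difference of 1.16 is within the spread of the groups (exact permutation p = 0.200, two-sided; adjusted p = 0.00104 with fry). Without M-fish replicate 4 it was 0.69, and the call was kept. This Dlat probe holds a run of 13 alternating G and A bases and was higher in V-fry by 4.33, while the other Dlat probes differed by 0.44 and −0.27 in fry and −0.60 and 0.10 in liver. Gapdh (CUST_7968_PI425536763) was −2.88 ± 0.26 (n = 3) in V-fish, with no array above background, and −1.23 ± 0.50 (n = 4) in M-fish, with 1 above background. The spot of V-fish replicate 2 carries the scanner's outlier mark and was left out. With the authors' deposited normalized values, which keep it, the V minus M difference is 1.19 in place of −1.65. In fry Gapdh was lower on diet V by −2.10. Pgam2 (CUST_21849_PI425536763) had means of −3.17 ± 0.28 in V-fish, where no array was above background and replicate 4 (−2.76) lay apart from the others (−3.34 to −3.27), and −2.46 ± 1.03 in M-fish, where only replicate 4 was above background.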

The higher Aldoa, Pgam2 and Gapdh expressions in the liver of unconditioned M-fish during V-challenge agree with the overall induction of glycolytic mediators by plant-protein feeding in fish [5–9], as shown for higher aldolase expression in liver of European sea bass [7] or in the hepatic proteome in trout [9] fed plant- versus fish-based ingredients. 

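In liver, Aldoa (TC121643) was −0.23 ± 0.42 (SD, n = 4) in V-fish, above background on 3 arrays, and 1.44 ± 0.92 (n = 4) in M-fish, above background on 4. The difference of −1.66 (standard error 0.44) left no overlap between the groups (exact permutation p = 0.0286, two-sided), and without M-fish replicate 4 it was −1.60. Aldoa had an adjusted p of 0.0169 in the 2-way comparison, and in fry it was lower on diet V by −1.01.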

In our study, the lower Aldoa expression in V- than in M-fish hence may indicate a programming effect due to the early plant-diet exposure giving a reversal in the trend of the hepatic glycolytic response to plant-based feed. 

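Additional file 6 holds 10 probes of Ldha and Ldhb. All 10 had lower means in liver of V-fish, where no alternative changed a sign, and in V-fry. In liver, 2 of them were above background on all 8 arrays. CUST_21831_PI425536763 was −0.63 ± 0.23 (SD, n = 4) in V-fish and −0.03 ± 1.14 (n = 4) in M-fish (−0.60, exact permutation p = 0.429, two-sided), and CUST_2812_PI425536763 was 0.50 ± 0.30 and 1.81 ± 1.98 (−1.30, exact permutation p = 0.0857). M-fish replicate 4 was the array farthest from the median of the M arrays for each of the 10 probes. On it CUST_2812_PI425536763 gave 4.77, against 0.59 to 0.99 on the other M arrays, and CUST_21831_PI425536763 gave 1.66, against −0.78 to −0.40. Without it their differences were −0.32 and −0.04. The remaining 8 probes were not above background on any array of V-fish, and 2 gave a bound above 1, at least 1.63-fold lower in V-fish for CUST_21854_PI425536763 (above background on 2 M arrays) and at least 1.17-fold for CUST_21811_PI425536763 (on 1). The fitted median of all 10 was −0.94 with and −0.28 without M-fish replicate 4, and 0 with the dim probes at their bound. Without that array 8 of the 10 came under the fold-change minimum. Apart from it, V-fish replicate 4 lay apart from the other V arrays for Ldha CUST_13759_PI425536763 (−2.87 against −3.44 to −3.41) and CUST_21381_PI425536763 (−2.69 against −3.28 to −3.20). Ldhb was 1.05 on M-fish replicate 4 and −3.10 to −2.49 on the other M arrays. Of 360 skeletal muscle probes in a list written beforehand, 278 were above background on at least 1 liver array, and their median was 0.32 on M-fish replicate 4 and −2.00 to −1.44 on the other 7 arrays. In fry the median V minus M difference of the 10 probes was −3.12.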

Several probes of lactate dehydrogenase (LDHA and LDHB) were also affected by nutritional history, all having lower hepatic transcript levels in V- versus M-fish. The significance of the higher LDH expressions in the liver of M-fish is not clearly apparent in the absence of further data on plasma lactate and hepatic LDH activity. LDH, through regulating the cellular redox potential by modifying NAD^+^/NADH levels, has also a role in oxidative stress response, which is another pathway identified to be affected in liver by the early plant-feeding (Additional files 6 and 4). Several oxidative stress-responsive genes, which include enzymes involved in hepatic carbohydrate and lipid intermediary metabolism, had higher mRNA levels in the unconditioned M-fish, consistent with previous observations of higher cellular oxidative stress in salmon fed plant proteins [8].

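Additional file 6 lists 27 probes under oxidation-reduction. All 27 had lower means in liver of V-fish, and 26 had lower means in V-fry. In liver, 17 were not above background on any array of 1 group and 3 on none of either, so that 7 probes were measured in each group, with a median difference of −0.65. With limma in liver alone, 0 of the 27 had an adjusted p of at most 0.05, 7 had an unadjusted p under 0.05, and 1 reached an adjusted p of 0.05 when adjusted over the list alone, which is not independent evidence here since the list was chosen on these samples. In the 2-way comparison 27 were called. The fitted median was −0.86 with and −0.54 without M-fish replicate 4.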

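In liver, 12 probes of 10 steroid genes were called with fry and all 12 were lower in V-fish and in V-fry. By limma in liver alone, 0 had an adjusted p of at most 0.05 over all probes tested, 5 had an unadjusted p under 0.05, and 4 had an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their median difference was −0.71 in liver (−0.70 with dim probes at their bound) and −2.30 in fry. Cel (TC120168) was 0.77 ± 0.29 (SD, n = 4) in V-fish and 1.51 ± 0.15 (n = 4) in M-fish (−0.74) without overlap (exact permutation p = 0.0286, two-sided), and its 2-way call was lost without V-fry replicate 1. Fabp6 was −0.51 ± 0.41 and 0.23 ± 1.30 (−0.74, exact permutation p = 0.371), above background on 3 arrays of each group. Fabp6 differed by −0.37 without M-fish replicate 2, −0.41 without M-fish replicate 4 and −0.56 without V-fish replicate 3. Its fry difference was −5.28. Srd5a2 was above background on M-fish replicate 4 alone of the 8 liver arrays, and in fry it was at least 1.69-fold lower on diet V. Cyp27a1 was not above background on any liver array (−3.19 ± 0.28 and −2.60 ± 0.77), and normexp background correction turned the sign of its liver difference (0.0013).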

A group of mRNAs identified to regulate steroid metabolic processes (Fabp6, Tm7sf2, Apoa4, Fdps, Hmgcs1, Srd5a2, Cel, Cyp27a1, sult1st2, sult1st3) were found to be downregulated due to the prior plant-feeding (Additional files 6 and 4). In general, fish fed diets containing soybean meal show upregulated capacity of cholesterol and bile acid synthesis as illustrated by enhanced expression of FDPS, sterol transport genes (APOA1 and APOB100) [7] or genes involved in bile acid metabolism such as HMGCS1 [117], which was attributed to the compensatory response of liver to the lower cholesterol content in plant-based feed. This is unlikely to explain the differential response in our study since the trout during the V-challenge received the same plant-diet and no difference in plasma cholesterol was noted between M and V fish at the end of the V-challenge (6.4 and 6.3 mmol/L, respectively). Alternatively, a study with liver HepG2 cells reported direct effects of soy-extracts and isoflavones on SREBP-2-regulated genes involved in cholesterol biosynthesis and homeostasis such as HMG CoA synthase (HMGCS) mRNA [118]. As such, the higher expression of genes involved in cholesterol biosynthesis (HMGCS1, Tm7sf2 and FDPS) and transport (APOA4) in liver of the unconditioned M-fish during V-challenge possibly reflects the typical molecular response to soy products, seen in fish without an early-life plant-diet experience. 

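APOA4 was measured by 2 probes. TC111259 was 10.14 ± 0.22 (SD, n = 4) in V-fish and 10.89 ± 0.31 (n = 4) in M-fish (−0.74, standard error 0.23), with M-fish replicate 1 at 10.42 and the other M arrays at 11.03 to 11.06. TC102541 was 5.69 ± 0.33 and 6.65 ± 0.43 (−0.96, standard error 0.28). FDPS was 9.76 ± 0.20 in V-fish and 10.44 ± 0.13 in M-fish (−0.68, standard error 0.20). The groups did not overlap for these 3 probes (exact permutation p = 0.0286, two-sided), and their adjusted p-values in the 2-way comparison were 6.90e-05, 8.42e-05 and 0.00128. HMGCS1 was 8.79 ± 0.33 and 9.41 ± 0.27 (−0.62, exact permutation p = 0.0571). On M-fish replicate 4 it was 9.00, below 9.52 to 9.56 on the other M arrays, and without V-fish replicate 4 its difference was −0.52. Tm7sf2 differed by −0.72 and −0.73 on its 2 probes (exact permutation p = 0.171 and 0.143), and by −0.42 and −0.41 without M-fish replicate 2. All 6 probes were above background on every liver array. By limma in liver alone, 4 of the 6 had an unadjusted p under 0.05 and the same number an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence for genes chosen on these samples. In fry the 6 probes were lower on diet V by a median of −2.29. From the higher expression of these genes in M-fish, the paper proposes a typical molecular response to soy products in fish without an early-life plant-diet experience.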

Alternatively, as suggested above for glycolytic markers, the lower hepatic response of cholesterol biosynthetic and transport genes to plant-feeding in juvenile V-fish may reflect an adaptive metabolic process induced by the prior plant-feeding. Xenobiotic sterols such as soy phytoestrogens (e.g. genistein or daidzein) have been postulated as a reason for poor palatability of plant-based feed in fish [10] and may accumulate in the bile of rainbow trout [119]. 

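In liver, sult1st2 (CUST_5151_PI425536763) was 3.93 ± 0.37 (SD, n = 4) in V-fish and 4.51 ± 0.45 (n = 4) in M-fish, a difference of −0.59 (standard error 0.29, exact permutation p = 0.114, two-sided). For sult1st3 (TC101706) the values were 2.03 ± 0.31 and 2.63 ± 0.60 (−0.60, standard error 0.32, exact permutation p = 0.114). V and M arrays overlapped for both, and all were above background. For sult1st2, Additional file 1 holds 2 probes that fit the entry of Additional file 6, and the one with the same fold changes to all digits was taken. With fry, which were lower on diet V by −1.55 and −2.61, the adjusted p-values were 0.0109 and 0.000488. The calls were lost without any 1 of 3 liver arrays for sult1st2 and of 4 for sult1st3, and the differences were smallest without M-fish replicate 2 (−0.37 and −0.35).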

M-fish also had higher hepatic expression of cytosolic sulfotransferases sult1st2 and sult1st3 than V-fish (Additional files 6 and 4). The respective mammalian homologs SULT1E1 and SULT1A1 are known to mediate the detoxification of genistein and daidzein [120] as also shown in HepG2 liver cells [121]. Similarly, the induction of genes mediating the xenobiotic metabolism of phytoestrogens in the juvenile M-fish may indicate an acute adaptive response to the V-challenge. The other way around, this may also be interpreted as reduced sensitivity of V-fish to the presence of anti-nutritional factors, which possibly contributes to the positive programming effect related to the prior plant-diet experience in the V-fish.

#### Zymogens

A group of mRNAs encoding zymogens (pro-enzymes) possessing peptidase activity (Additional files 6 and 4) was found to be differentially expressed following first exposure to plant-based diet (3-week) and after V-challenge (liver). 

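In liver, the 17 zymogen probes of Additional file 6 that were examined here were called with fry, 10 higher and 7 lower in V-fish. In limma on liver alone, 0 had an adjusted p of at most 0.05, 6 an unadjusted p under 0.05, and 0 an adjusted p of at most 0.05 when adjusted over the list alone, which would not be independent evidence since the list was chosen on these samples. In fry 16 of the 17 had a lower mean on diet V, all but F5, and 10 were above background on both diets. Of the 7 genes Mmp2, Cela2a, Prss1, Gzma, CTSK, MEP1A and PRSS7, 6 (7 of 8 probes) had lower means in liver of V-fish. Prss1 (TC95617) had means of −2.41 ± 0.71 (SD, n = 4) in V-fish and −3.17 ± 0.28 (n = 4) in M-fish, higher in V-fish, but no liver array was above background. Mmp2, Gzma and PRSS7 were not above background on any liver array either, and CTSK on M-fish replicate 4 alone, with V-fish replicate 4 at −2.84 against −3.47 to −3.42 for CTSK and −2.73 against −3.37 to −3.26 for PRSS7. Normexp background correction turned the sign in liver for Gzma (0.00067) and CTSK (0.022). The 9 probes of Psmb7, CPB1, Prss2, Ctrb1, Lce, Ctrc, Prss3 and F5 were higher in V-fish. Ctrb1 (TC95047) was 0.59 ± 2.43 in V-fish, above background on 3 arrays, and −2.16 ± 0.46 in M-fish, above background on none, at least 3.11-fold higher, with V arrays from −2.71 to 2.54 (exact permutation p = 0.143). A list of exocrine pancreas genes written beforehand, of which 38 of 50 probes were above background on at least 1 liver array and 5 are in Additional file 6, had medians of at least 0.74 on V-fish replicates 1 and 2, −0.42 and −0.80 on the other 2 V arrays, and −0.52, −0.55, −0.30 and −0.17 on those of M-fish.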

While zymogens were expressed at either a lower (Mmmp2, CASP3, Cela2a, Prss1, Gzma, CTSK, MEP1A, PRSS7) or higher level (Psmb7, CPB1, Prss2, Ctrb1, Lce, Ctrc, Prss3, F5) in in the V-fish after V-challenge, most of the above mRNAs were down-regulated in the fry following the early plant-diet exposure. Changes in the expression of genes encoding proteolytic activity, including members of proteasome complex, have been documented before in studies on the replacement of fish meal by plant-ingredients in fish, albeit with contradictory trends. For example, feeding a plant-diet increased hepatic gene expression of several proteasome subunit members (PSMB) including PSMB7 in European sea bass [7] and also the hepatic protein levels of PSMB in rainbow trout [9]. In contrast, another study with rainbow trout fed plant-based feed showed reduced abundance of PSMB7 and of other transcripts encoding proteasome subunits [5]. This is in line with the lower expression of PSMB7 in the present fry when fed plant-ingredients and in liver of M-fish during the V-challenge (Additional file 6). 

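PSMB7 was measured by 2 probes that were above background on every array. In liver, CUST_3706_PI425536763 was 5.00 ± 0.29 (SD, n = 4) in V-fish and 4.12 ± 0.32 (n = 4) in M-fish (0.88, standard error 0.25), and TC107960 was 5.63 ± 0.24 and 4.85 ± 0.35 (0.78, standard error 0.24). Every V array lay above every M array for both (exact permutation p = 0.0286, two-sided). In fry they were lower on diet V by −2.53 and −2.74 (adjusted p = 0.00169 and 0.00102 by limma in fry alone), so that the direction changed between the stages (interaction adjusted p = 0.000199 and 0.000139).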

Alternatively, the prior plant diet experience enhanced PSMB7 expression in liver of V-fish when confronted again to the plant-diet. These findings do not relate with the notion in trout that growth rate and efficiency of protein utilization are negatively correlated to hepatic proteasome activity [122]. The reason for the inconsistent hepatic responses of proteasome subunit to plant-based diets in fish is not apparent and a concurrent evaluation of effects on protein turnover and the activity state of proteases may be useful in future studies [123]. Additionally, several of the zymogen genes identified here may function in lysosomal autophagy-mediated protein degradation [124], which, by regulating levels of key metabolic enzymes, may play a role in the response of liver to nutritional challenges [125]. Several targets of autophagy in the hepatic lysosome, such as Aldoa, Gapdh, Ldha, Ldhb and Cyp27a1 are also modified in the trout liver by the prior plant-diet exposure (Additional files 6 and 4). Possibly, the expression of lysosomal proteases and enzymes mediating intermediary metabolism is co-regulated in trout by the early plant-diet exposure in order to adapt hepatic metabolism to the plant-diet when presented later, as might be the case in the nutritionally programmed V-fish.

#### Intracellular protein folding

V-fish have higher hepatic expression of several peptidyl prolyl cis-trans isomerases (PPIases) important for intracellular protein folding [126], including cyclophillins (PPIB, PPIG) and FK506 binding proteins (FKBP2, FKBP7, FKBP11) (Additional files 6 and 4). 

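The 9 PPIase probes were above background on all arrays. All 9 were higher in liver of V-fish, with differences from 0.59 to 1.01, and no alternative changed a sign there. In V-fry all 9 were lower, with differences from −3.46 to −1.84. The interaction with stage had an adjusted p of at most 0.05 for all 9. Of these, by limma in liver alone, 0 had an adjusted p of at most 0.05, 5 had an unadjusted p under 0.05, and 0 were significant when adjusted over the list alone, a test that is not independent evidence for a list chosen on these samples. PPIG (CUST_20459_PI425536763) was 10.72 ± 0.31 (SD, n = 4) in V-fish and 9.72 ± 0.94 (n = 4) in M-fish (1.00, exact permutation p = 0.0857, two-sided). FKBP2 (CUST_27497_PI425536763) was 5.13 ± 0.14 and 4.48 ± 0.59 (0.65, exact permutation p = 0.0286), FKBP7 5.27 ± 0.27 and 4.57 ± 0.54 (0.70, 0.0286), and FKBP11 5.99 ± 0.43 and 5.35 ± 0.72 (0.64, 0.171). M-fish replicate 4 was the array farthest from the median of the M arrays for each of the 9 probes. Without it the 9 differences lay between 0.30 and 0.60, and 8 of the 9 came under the fold-change minimum.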

PPIB, involved in protein folding in the endoplasmic reticulum (ER), plays a significant role in protecting cells against ER stress [127]. The differential expression of hepatic PPIase mRNA seen in salmon when switched to a plant-based diet may be related with the presence of anti-nutritional factors, increasing reactive oxygen species [8]. Thus, an increase of the multiple genes encoding peptidyl-prolyl cis-trans isomerase activity, as seen for PPIB in liver of the nutritionally programmed V-fish when challenged again to the plant diet may serve to counteract oxidative and ER stress better than in the unconditioned M-fish.

#### Cytoskeleton

A large cluster of mRNAs encoding cytoskeletal proteins (Additional files 6 and 4) was differentially expressed following the first plant-diet exposure (3-week) and after V-challenge (liver). These groups of mRNAs represent members of the actin, intermediate filament and microtubule cytoskeletal components, as well as regulators of mitosis. The differential expression of genes mediating remodelling of cytoskeleton is consistent with previous observations in rainbow trout [6] where substitution of fish-based by plant-based ingredients altered the expression of actin, actin related protein 2/3 complex (Arpc4), keratin, tubulin alpha chain, kinesin members (KIF2C) and dynein 1 intermediate chain (Dync1i2); all of which were identified to be differentially expressed in the trout liver as a result of the early plant-diet exposure (Additional files 6 and 4). 

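Of the 13 probes for these genes and for Ube2c, which the text names further on, 6 were higher and 7 lower in liver of V-fish. In V-fry, 12 had a lower mean. Tested by limma in liver alone, 0 had an adjusted p of at most 0.05, 5 an unadjusted p under 0.05, and 0 when adjusted over the list alone, which for a list chosen on these samples is not independent evidence. Normexp background correction took all 13 below the threshold. KIF2C (TC108195) was 2.23 ± 0.85 (SD, n = 4) in V-fish and 1.05 ± 0.19 (n = 4) in M-fish (1.19, exact permutation p = 0.0286, two-sided). V-fish replicate 4 gave the highest value and the other V arrays were at 1.66 to 1.91. Dync1i2 was −0.68 ± 0.32 and −1.54 ± 0.41 (0.86, exact permutation p = 0.0286), above background on 3 arrays of V-fish and 1 of M-fish, and in fry it was at least 1.32-fold higher on diet V. TUBA8 was 2.96 ± 0.34 and 2.20 ± 0.54 (0.76, exact permutation p = 0.114), with M-fish replicate 3 at 3.01 and the other M arrays at 1.89 to 1.99, while a second tubulin alpha probe (TC128750), not above background on any array of V-fish, had a lower mean there (−2.52 ± 1.05 against −1.70 ± 1.39, exact permutation p = 0.457; −0.15 without M-fish replicate 3). Actin (Act79B) was −0.85 ± 0.45 and −0.05 ± 0.93 (−0.79, exact permutation p = 0.171), above background on 3 arrays of each, and −0.34 without M-fish replicate 4. Of the 6 keratin probes, krt18 was higher in V-fish (4.42 ± 0.26 against 3.74 ± 0.50, 0.68, exact permutation p = 0.0286; 0.43 without M-fish replicate 4) and 5 had lower means, 4 of them without any V array above background. For KRT25, one of these 4, V-fish replicate 4 gave −2.75 and the other V arrays −3.28 to −3.22. M-fish replicate 4 gave −0.71 for KRT25 and the other M arrays −3.17 to −2.59. Without that M array the KRT25 difference was −0.20, against −0.75 with it. Of the 6 keratin probes, krt18 included, 4 came under the fold-change minimum without M-fish replicate 4.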

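In liver, the 32 probes that Additional file 6 lists under cell cycle all had higher means in V-fish, with a median difference of 0.87 (0.85 with 2 dim probes at their bound; 0.92 without M-fish replicate 4). By limma in liver alone, 0 had an adjusted p of at most 0.05, 15 an unadjusted p under 0.05, and 0 when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. In fry, 25 of the 32 were lower on diet V, with a median of −3.23. A list of 271 proliferation probes written beforehand, 19 of them among the 32 and 233 above background on at least 1 liver array, had a median difference of 0.24 in liver (adjusted p = 1.49e-04 in limma's camera test with the preset correlation, 0.442 in the rotation test and 0.618 with the correlation estimated from the arrays). Its median on the arrays of V-fish was 0.62, 0.27, 0.18 and 1.53, the last on replicate 4, and on those of M-fish −0.19, 0.05, 0.34 and 0.34. In fry its median difference was −1.76.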

Several genes in this pathway also play a key role in cell cycle regulation (Additional files 6 and 4) and are all expressed at a lower level in M-fish during the V-challenge. Trying to unravel the postnatal consequences of nutrient manipulation during foetal life, a study with rat identified genes encoding cell cycle regulators and cytoskeletal remodelling proteins as key drivers of nutritional programming in rat [128]. 

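Arpc4 (TC95523) was 1.55 ± 0.22 (SD, n = 4) in liver of V-fish and 0.91 ± 0.38 (n = 4) in M-fish (0.64, exact permutation p = 0.0571, two-sided), and 0.48 without M-fish replicate 4. Ube2c (CUST_4135_PI425536763) was 4.25 ± 0.82 and 3.42 ± 0.32 (0.84, exact permutation p = 0.0857). On V-fish replicate 4 it was 5.48, against 3.75 to 3.97 on the other V arrays, and without that array the difference was 0.43. Both genes were lower in V-fry, by −1.77 and −3.16 on the log2 scale (interaction adjusted p = 0.000270 and 0.000164 by limma).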

Of interest, a number of candidate genes from that study, including Arpc4, Ube2c, actin and tubulin members, are also persistently altered by the early plant-diet exposure in our study (Additional file 6), which may indicate a role of these cytoskeletal components in the programmed V-fish phenotype, though the underlying mechanisms remain to be elucidated. Also, it cannot be excluded that these changes are the consequence of the faster growth in the V- versus M-fish during the V-challenge phase.

### Confirmation of selected microarray expressed targets by real-time PCR

Real time PCR analysis (Additional file 7) was performed on selected genes that represent the different pathways (see Additional files 1, 5 and 6) enriched by nutritional history in the brain or liver in order to confirm the significance of differential mRNA expression pattern observed in the microarray data. For all genes tested, despite some differences in the scale of differential expression, the expression pattern between microarray data and real time PCR data was congruent (Additional file 7).

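On the arrays, keratin 13 (TC101533) in fry was 4.12 ± 1.07 (SD, n = 3) on diet V and 7.99 ± 0.10 (n = 4) on diet M (−3.87, adjusted p = 0.000929 by limma in fry alone). Purpurin (rbp4l, TC117150) was 5.75 ± 0.03 and 3.43 ± 0.55 (2.32, adjusted p = 0.00128), with M-fry replicate 3 at 2.61 and the other M arrays at 3.61 to 3.81. Chymotrypsin B (Ctrb1) was −1.62 ± 0.24 and 6.81 ± 1.53 (−8.43, adjusted p = 0.000454). V and M fry did not overlap for these 3 probes or for Pafah1b1b (exact permutation p = 0.0286, two-sided, the smallest that 3 arrays against 4 allow). In brain, glucagon-2 (gcg2, CUST_12044_PI425536763) was −1.13 ± 0.23 (n = 4) in V-fish and −2.95 ± 0.39 (n = 4) in M-fish (1.83, adjusted p = 0.0101 in brain alone), above background on 4 and 1 arrays. Purpurin was above background on 3 of 4 brain arrays of V-fish and on none of M-fish, at least 8.17-fold higher (adjusted p = 0.0521, exact permutation p = 0.0571). V-fish replicate 1 gave −2.52, below background, and the other 3 V arrays 1.34 to 1.47. In liver, keratin 13 had means of −3.12 ± 0.49 in V-fish and −1.81 ± 0.32 in M-fish, above background on 1 of 8 arrays (exact permutation p = 0.0286), and the sult1st3 probe of the RT-PCR gene (TC97576) was −1.23 ± 0.61 and 0.05 ± 0.63 (−1.28, exact permutation p = 0.0571), above background on 1 and 3 arrays.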

### Nutritional programming of plant-based diet acceptance in teleosts

The magnitude of fold-change difference in transcript levels was generally higher in the 3-week fry than in juvenile trout liver and brain. This is to be ascribed to the fact that the applied start-feeding stage is particularly sensitive to changes in the environment, and also in the setting of exogenous feed preferences in oviparous fish [114, 129], which translates into a more dynamic transcriptomic response than at the later stage, in the juvenile trout. Also, importantly, the molecular changes detected in the juveniles are to be ascribed to the early feeding experience (which occurred several months before the V-challenge) and hence do not represent a direct diet effect as in the early fry. 

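Over all mRNA probes the median absolute V minus M difference was 0.548 in fry, 0.274 in brain and 0.248 in liver on the log2 scale, and the 95th percentile was 2.04, 0.98 and 0.93. The median residual SD between arrays of a group was 0.292, 0.233 and 0.413. Among the probes called with fry, the fry difference was the larger one for 74.7% in brain and 88.9% in liver. In fry alone limma called 20474 of 60338 probes, 9723 higher and 10751 lower on diet V. With the methods' plain test 17496 were called. An unadjusted p under 0.05 was found for 28141 probes (46.6%). With normexp background correction, whose offset of 50 shrinks the differences, the medians fell to 0.181, 0.100 and 0.0614, in the same order. The 5 largest fry differences among called probes with no overlap between the diets were all lower on diet V: Ctrb1, TM4SF5 (−7.94), OTOS (at least 94.4-fold), CHIP (at least 69.1-fold) and a MEP1A probe (at least 50.1-fold). The largest in liver, by the same rule among the probes called with fry, were all higher in V-fish: AMPD1 (1.83; above background on 4 V arrays and 1 M array), TC101949 (1.78), TC103367 (1.78), TC114417 (1.74, lost under the plain test) and KPNA2 (1.72).

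**Figure D2:**
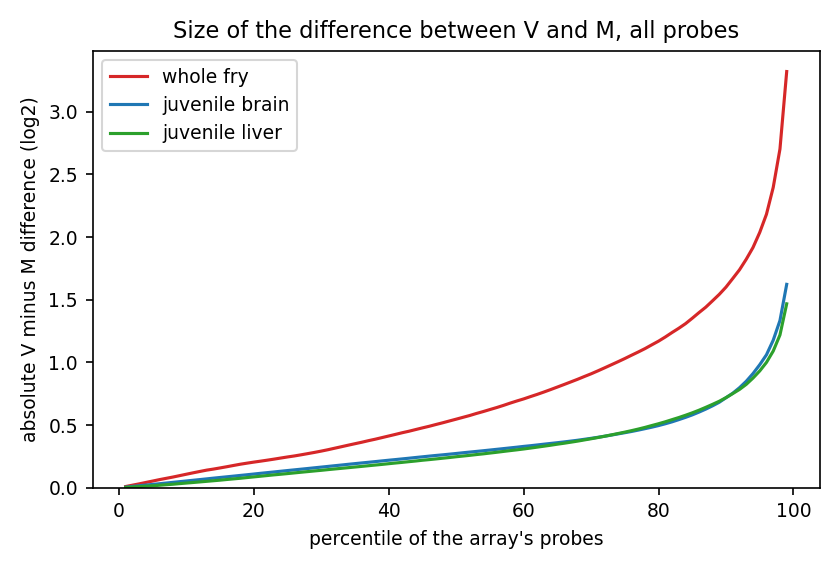
Percentiles of the absolute V minus M log2 difference over all mRNA probes in whole fry, brain and liver. The curve of fry lies above those of brain and liver, with medians of 0.548, 0.274 and 0.248.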

As highlighted in a study dealing with molecular mechanisms involved in nutritional programming in rodents [128], the consistency in the response of key pathways between early developmental and adult stages is considered as a more relevant indicator of nutritional programming than consistency in the direction or magnitude of mRNA levels of individual genes. A follow-up proteomic analysis could be interesting, especially in the liver, to have a better overview of the functional changes in hepatic metabolic processes due to nutritional programming. In this respect, it is encouraging that our results on cholesterol and carbohydrate metabolism compare favourably with proteome data from a previous study in trout [9]. Additionally, candidate enzymatic studies, as in the case of protease regulation and xenobiotic metabolism, in both the 3-week fry and in the juvenile trout liver could help clarify the role of these enzymes in fish fed plant-ingredient rich feed.

Overall, the present molecular dataset, complementary to our previous data on the positive effect of prior plant-diet feeding on its later acceptance (feed intake and feed utilisation efficiency) in trout [34], fortifies the notion that the period of transition from reliance on yolk to exogenous feeding is a critical window for nutritional programming in rainbow trout, and possibly in other teleosts. Persistent molecular changes induced by dietary changes at the same ontogenic first-feeding stage have been observed in the field of hyperglucidic programming in several teleost species, such as trout [25, 26], zebrafish [130] and Siberian sturgeon [131]. Yet, the timing to evaluate the underlying molecular mechanisms deserves further consideration. We analysed the transcriptome changes in trout fry after a 3 week first-feeding exposure, and in liver and brain of juvenile trout at the end of the 25 day V-challenge period in which nutritionally programmed trout exhibit phenotypic enhancement of feed intake and growth. It might, however, be interesting to analyse parallel transcriptomic changes in juvenile trout just before the V-challenge, when both M-fish and V-fish are maintained on the control M-diet. This could be a pertinent sampling window to assess plausible epigenetic modifications of DNA methylation or histone modifications at genes that are nutritionally programmed by the early plant diet-exposure, but exhibit dormant transcriptional responses to the nutritional programming.

## Conclusions

Our results elaborate the transcriptomic changes in trout fry at the first-feeding stage, and in the brain and liver of juvenile trout, accompanying the nutritional programming that enhances feed acceptance of a plant-based diet in rainbow trout. We observe that nutritional programming in the trout brain affects the pathways of sensory perception, synaptic transmission, cognitive processes and neuroendocrine peptides, suggesting the probable acquisition of flavour and feed preference due to early plant-diet exposure. In the liver, changes in pathways mediating intermediary metabolism, xenobiotic metabolism, proteolysis, and cytoskeletal regulation of cell cycle are affected by the prior plant-diet exposure, and some of these changes are congruous with those observed in previous nutrigenomic studies on plant-feeding in cultured fish species. Moreover, nutritional programming appears to reverse the trend in certain hepatic gene expression changes that were previously reported to be affected by plant-diet exposure. Overall, the work in this study highlights the first-feeding stage in trout and possibly other oviparous fish as a critical window for nutritional programming, and provides support for utilizing this strategy to achieve improvements in sustainability of feeding practices in aquaculture.

## Methods

### Experimental design and animal material

The present study aims to gain insight into mechanisms governing the positive effect of an early short term exposure of rainbow trout (*Oncorhynchus mykiss*) fry to a plant-based diet on its future acceptance and utilization, as demonstrated in [34]. Long-term changes in gene expression in brain and liver of juvenile rainbow trout fed diet V (during Challenge V) as a function of the first-feeding diet (diet M or diet V) were therefore analyzed. Details on diet preparation, fish rearing conditions and feeding protocol can be found in [34]. In summary, two experimental diets were prepared: the plant-based diet V (vegetable) contained a blend of protein-rich plant ingredients (wheat gluten, extruded peas, corn gluten meal, soybean meal and white lupin) and a plant oil blend (palm, rapeseed and linseed) as lipid source, whereas diet M (marine) had fishmeal as protein source and fish oil as lipid source. Both diets (Table 1) fulfilled the established nutrient requirements of rainbow trout [4]. The fish selected for the current study is the isogenic heterozygous family C1 (see [34]) of rainbow trout. The applied feeding protocol is based on the concept of nutritional programming in mammals, i.e. the evaluation of a long-term effect due to a specific early-life nutritional event, as applied in other studies with rainbow trout [25, 26]. *O. mykiss* swim-up fry (7 °C water temperature) at first-feeding were fed for 3 weeks either the plant-based diet V or the diet M, after which both groups received diet M during the 7-month intermediate growth phase (Fig. 1a). Both groups (*n* = 3 and 4 replicate tanks for fish of nutritional history V and M, respectively) were then challenged for 25 days by feeding diet V (Fig. 1a) during which voluntary feed intake, growth and feed utilisation efficiency were monitored (16.5 °C water temperature). No difference in initial body weight due to the early feeding experience was noted at the start of the V-challenge (33.6 g, see [34]). Remarkably, fish of nutritional history V compared to M displayed a higher feed intake and growth rate (*P* < 0.05) and a tendency for improved efficiency of feed utilization (*P* = 0.06) during the final V-challenge (Fig. 1), underlining the positive impact of the early diet V feeding history.

**Table 1:** Formulation and composition of diets

Ingredients (g 100 g^−1^ diet)	Diet M	Diet V
Fish oil	8.5	–
Plant oil blend^a^	–	10.3
Fishmeal LT (CP 70 %)	63	–
White lupinseed meal (CP 40 %)	–	5.8
Corn gluten meal (CP 62 %)	–	17.4
Soybean meal (CP 46 %)	–	21.5
Wheat gluten (CP 80 %)	–	25.6
Whole wheat (CP 10 %)	25.4	5.1
Extruded dehulled peas (CP 24 %)	–	3.1
Soy-lecithin	–	2.0
L-Arginine	–	1.0
L-Lysine	–	1.5
CaHPO4.2H20 (18%P)	–	3.6
Mineral and vitamin premix^b^	3.0	3.0
Analysed composition		
Dry matter (DM, % diet)	93.3	92.4
Crude protein (% DM)	52.1	50.5
Crude fat (% DM)	17.9	17.0
Gross energy (kJ g^−1^ DM)	22.3	22.3

Reproduced from [34]. Formulation, approximate crude protein (CP) levels of ingredients and analysed composition of the experimental diets M (fishmeal and fish oil-based) and V (all fishmeal and fish oil replaced by plant protein and plant oil sources). ^a^Consisting of (% blend): rapeseed oil (50), palm oil (30), linseed oil (20). ^b^INRA UPAE, 78352 Jouy en Josas, France

### RNA isolation

As indicated on Fig. 1, samples were taken at the end of the 3-week early first-feeding exposure (whole fry, overnight fasted) and at the end of the V-challenge (8 h after the last meal) where liver and whole brain were carefully dissected, instantly snap-frozen in liquid nitrogen and stored at −80 °C prior to RNA extraction. The first sampling (fry) thus assesses the immediate short-term effect on the profile of gene expression, i.e. effect diet V vs. M, as opposed to the second sampling (juvenile tissue) used to evaluate potential long-term effects related to the early life exposure, i.e. effect nutritional history M vs. V. Total RNA was extracted from the trout swim-up fry, brain or liver by homogenization in 1–2 ml TRIzol (Invitrogen, Carlsbad, CA, USA) reagent following the manufacturer’s instructions. Removal of genomic DNA from RNA samples was performed using RNeasy mini spin columns (Qiagen) through on-filter DNase digestion according to the manufacturers recommendations. Total RNA was quantified using spectrophotometry based on absorbance at 260 nm (Nanodrop ND1000, LabTech) and the integrity of the RNA was determined by electrophoresis (Agilent Bioanalyser 2100) and samples with RNA integrity number (RIN) ≥ 8 were used for microarray analysis.

### Microarray platform

Microarray experiments were performed on an Agilent-based microarray platform with 8 X 60 K probes per slide (Gene Expression Omnibus; GEO platform record: GPL19030). This platform is based on a 37 K high density rainbow trout oligonucleotide microarray resource designed by Yao and colleagues [132], as previously employed at Laboratoire de Physiologie et Génomique des Poissons (LPGP, Institut National de la Recherche Agronomique, Rennes, France) [133] and has been enriched with oligonucleotides designed utilizing recent NGS data from trout [134]. The microarray gene annotations were reanalysed by Sigenae (Institut National de la Recherche Agronomique, Toulouse, France). Microarray data sets have been submitted to the GEO-NCBI with the accession number GSE60010.

They may be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=sfafokqmtlevbop&acc=GSE60010.

### Microarray hybridization, data acquisition and analysis

Distinct RNA samples from trout swim-up fry exposed to diet M (*n* = 4 fry) or diet V (*n* = 3 fry) for 3 weeks, and whole brain (*n* = 4 samples) and whole liver (*n* = 4 samples) of juvenile trout with nutritional history of diet M or diet V after the 25 day V-challenge were used for labelling and hybridisation. For each sample, 150 ng of total RNA was amplified and labelled using Cy3-CTP according to the manufacturer’s instructions (Agilent). Briefly, RNA was first reverse transcribed, using a polyDT T7 primer, Cy3 was then incorporated by a T7 polymerase mediated transcription and excess dye was removed using a RNeasy kit (Qiagen). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech). Yield (>0.825 μg cRNA) and specific activity (>6pmol of Cy3 per μg of cRNA) of the Cy3-cRNA produced were checked with the Nanodrop ND1000 (LabTech). 600 ng of Cy3-cRNA was then fragmented in the appropriate buffer (Agilent) for 30 min at 60 °C and hybridized on a sub-array. Hybridisation was performed in a microarray hybridization oven (Agilent) for 17 h at 65 °C. The slides were then rinsed in gene expression wash buffers 1 and 2 (Agilent) and scanned with an Agilent scanner (Agilent DNA Microarray Scanner, Agilent Technologies, Massy, France) using the standard parameters for a gene expression 8x60K oligoarray (3 μm and 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.7.1.1) according to the appropriate GE protocol (GE1_107_Sep09). Arrays were normalised using scale normalization with GeneSpring software (version 12.6.1). We performed a 2- way ANOVA on log 2-transformed normalized data, using a *p*-value with Benjamini-Hochberg correction [False Discovery Rate; FDR] ≤ 0.05 and fold-change ≥ 1.5, to determine the probes that are differentially expressed by early V vs M feeding in 3-week fry and in juvenile brain (further called ‘3-week + Brain’) and, similarly, a 2-way ANOVA to determine the probes that are differentially expressed by early V vs M feeding in both 3-week fry and in juvenile liver (further called ‘3-week + Liver’). ANOVA were performed using Statistica 8.0 (StatSoft, OK, USA). For clustering analysis, data were log transformed, median-centred and an average linkage clustering was carried out using CLUSTER software [135]. The results were visualised using TREEVIEW [136].

### Gene ontology analysis

Gene ontology (GO) analysis was performed using the functional annotation cluster and chart tools from the DAVID (Database for Annotation, Visualization and Integrated Discovery) bioinformatics resource [137, 138]. Briefly, the Uniprot accession ID’s of the mRNA probes differentially expressed by nutritional history (Additional file 1, 3-week + Brain; 3-week + Liver) were used as input against a background Uniprot accession ID’s of the entire 60 K array probe list and processed with the functional annotation cluster and chart tools from the DAVID bioinformatics resource. The resulting data was used as input in the DAVID Enrichment Map plugin from the Bader Lab [139, 140] in the Cytoscape network visualization tool (version 2.8.3) [141–143].

### Pathway analysis

Selected mRNA probes differentially expressed by nutritional history (3 week + Brain; 3-week + Liver) and those assigned to be part of a significantly affected GO process (Additional files 5 and 6) were used as inputs in the GeneMania pathway analysis tool [35–37] using the inbuilt *Homo sapiens* pathway interaction database as background and processed according to the default settings in the GeneMania tool. The pathway maps generated by GeneMania are outlined in Fig. 5 and Additional files 3 and 4.

### Real time PCR

Gene expression levels were determined by real-time RT-PCR using the same RNA samples (*n* = 4) that were also employed in the labelling and hybridisation for microarray analysis. Total RNA (1 μg) samples from trout swim-up fry exposed to diet M (*n* = 4 fry) or diet V (*n* = 4 fry) for 3 weeks, and whole brain (*n* = 4 samples) and whole liver (*n* = 4 samples) of juvenile trout with nutritional history of diet M or diet V after the 25 day V-challenge were used to reverse transcribed to cDNA with the Superscript III RT kit (Invitrogen, Carlsbad, CA, USA) using oligo dT primers. Real-time PCR was performed in the iCycler MyiQ Real-Time PCR detection system (Bio-Rad, Hercules, CA, USA). The genes chosen for the swim-up fry were keratin 13 (K13), Lissencephaly-1 homolog B (pafah1b1b), purpurin (rbp4l) and chymotrypsin B (Ctrb1). The genes chosen for the brain were Glucagon-2 (gcg2), purpurin (rbp4l), somatolactin (SL), Recoverin (Rcvrn) and cholecystokinin-Thr (CCK-T). The genes chosen for the liver were chymotrypsin B (Ctrb1), keratin 13 (K13) and cytosolic sulfotransferase 3 (ST1S3). Quantitative PCR analyses for gene expressions were performed on 10 μl of the RT reaction mixture using the iQ SYBR Green Supermix (Bio-Rad). The total volume of the PCR reaction was 25 μl containing 200 nM of each primer. The primers used are outlined in Additional file 8. Thermal cycling was initiated with the incubation at 95 °C for 90 s for hot-start iTaq DNA polymerase activation. Forty steps of PCR were performed, each one consisting of heating at 95 °C for 20 s for denaturing, and at 60 °C for 30 s for annealing and extension. Following the final cycle of the PCR, melting curves were systematically monitored (with a gradient of 0 · 5 °C per 10 s from 55 to 95 °C) to ensure that only one fragment was amplified. Samples without RT and samples without RNA were run for each reaction as negative controls. The mRNA expression levels were normalized using actin as the reference gene and the fold-change obtained by normalizing to the respective expression in fish fed diet M (M-diet or history of M-diet). The significance of mRNA expression between groups was determined using an unpaired *t*-test (Mann-Whitney test; *p* ≤ 0.05).

## Additional files

Additional file 1: List of mRNA probes differentially expressed based on nutritional history in the brain and liver. The lists of 1787 (3-week + Brain) and of 924 (3-week + Liver) differentially expressed mRNA probes (fold change ≥ 1.5 and p [nutritional history] ≤ 0.05), both at the end of the early exposure (Fig. 1; 3-week, diet V vs. diet M) and in the brain or liver of juvenile trout at the end of the V-challenge (Fig. 1; V-his vs. M-his). The list of 159 probes with overlapping significant expression profiles in both brain and liver comparisons is shown in a separate worksheet. Probe names highlighted in yellow were selected for RT-PCR confirmation. (XLSX 216 kb) Additional file 2: Heat map of hierarchical clustering of differentially expressed mRNA probes by nutritional history. The horizontal dendrogram represents the correlation distances between gene expression levels. Each row represents the expression of a single mRNA probe and each column represents a single sample as follows: (a) and (b), trout swim-up fry exposed to diet M (columns 1–4) or diet V (columns 5–7) for 3 weeks; (a) Brain and (b) Liver, of juvenile trout with nutritional history of diet M (M-his, columns 8–11) or diet V (V-his, columns 12–15) after the 25 day V-challenge with plant based-diet. The inset box (c) gives a legend for expression levels (log [fold change]), with red representing high levels of expression and green representing low levels of expression. (PPTX 137 kb) Additional file 3: Pathways significantly enriched based on early nutritional history in the brain. The mRNA probes (see Additional file 5) that were assigned to be part of the pathways homocysteine and methionine metabolism; and neuroendocrine peptides were used as input in the GeneMania pathway analysis tool [35–37] to generate networks. The functions legend (nodes) represents the sub-network of the mRNA probes and the network legend (lines) represents the relationship between the genes (see methods). (PPTX 1177 kb) Additional file 4: Pathways significantly enriched based on early nutritional history in the liver. The mRNA probes (see Additional file 6) that were assigned to be part of the pathways intermediary metabolism; oxidation-reduction; zymogens; peptidyl-prolyl-isomerases; cytoskeleton; and cell cycle were used as input in the GeneMania pathway analysis tool [35–37] to generate networks. The functions legend (nodes) represents the sub-network of the mRNA probes and the network legend (lines) represents the relationship between the genes (see Methods). (PPTX 6035 kb) Additional file 5: List of probes in pathways significantly enriched based on early nutritional history in the brain. The list of differentially expressed mRNA probes comprising the pathways neurological system process; homocysteine and methionine metabolism; and neuroendocrine peptides that are significantly enriched based on early nutritional history in the brain are outlined in separate worksheets. Probe names highlighted in yellow were selected for RT-PCR confirmation. (XLSX 18 kb) Additional file 6: List of probes in pathways significantly enriched based on early nutritional history in the liver. The list of differentially expressed mRNA probes comprising the pathways intermediary metabolism; oxidation-reduction; zymogens; peptidyl-prolyl-isomerases; cytoskeleton; and cell cycle that are significantly enriched based on early nutritional history in the liver are outlined in separate worksheets. Probe names highlighted in yellow were selected for RT-PCR confirmation. (XLSX 28 kb) Additional file 7: Confirmation by real-time RT-PCR of selected genes differentially expressed in trout swim-up fry (a), juvenile brain (b) and liver (c) based on early exposure to plant-based diet. Bars represent mean ± standard deviation of four fish, asterisks indicate significant (*p* < 0.05) differences. The fold change as identified by microarray analysis is outlined in the accompanying table. The genes chosen for the swim-up fry were keratin 13 (K13), Lissencephaly-1 homolog B (pafah1b1b), purpurin (rbp4l) and chymotrypsin B (Ctrb1). The genes chosen for the brain were Glucagon-2 (gcg2), purpurin (rbp4l), somatolactin (SL), Recoverin (Rcvrn) and cholecystokinin-Thr (CCK-T). The genes chosen for the liver were chymotrypsin B (Ctrb1), keratin 13 (K13) and cytosolic sulfotransferase 3 (ST1S3). The data from microarray experiments for probe expression of the corresponding genes is included in the table below the graphs. (PPTX 281 kb) Additional file 8: List of primers used in real-time RT-PCR analysis for confirmation of differential expression of selected genes identified by the microarray analysis. (XLSX 11 kb)

# Supplementary material for: Molecular pathways associated with the nutritional programming of plant-based diet acceptance in rainbow trout following an early feeding exposure
**Source:** BMC Genomics. 2016 Jun 13;17:449. doi: 10.1186/s12864-016-2804-1
**Supplement:** Additional file 2: — Heat map of hierarchical clustering of differentially expressed mRNA probes by nutritional history. The horizontal dendrogram represents the correlation distances between gene expression levels. Each row represents the expression of a single mRNA probe and each column represents a single sample as follows: (a) and (b), trout swim-up fry exposed to diet M (columns 1–4) or diet V (columns 5–7) for 3 weeks; (a) Brain and (b) Liver, of juvenile trout with nutritional history of diet M (M-his, columns 8–11) or diet V (V-his, columns 12–15) after the 25 day V-challenge with plant based-diet. The inset box (c) gives a legend for expression levels (log [fold change]), with red representing high levels of expression and green representing low levels of expression.

## Slide 1
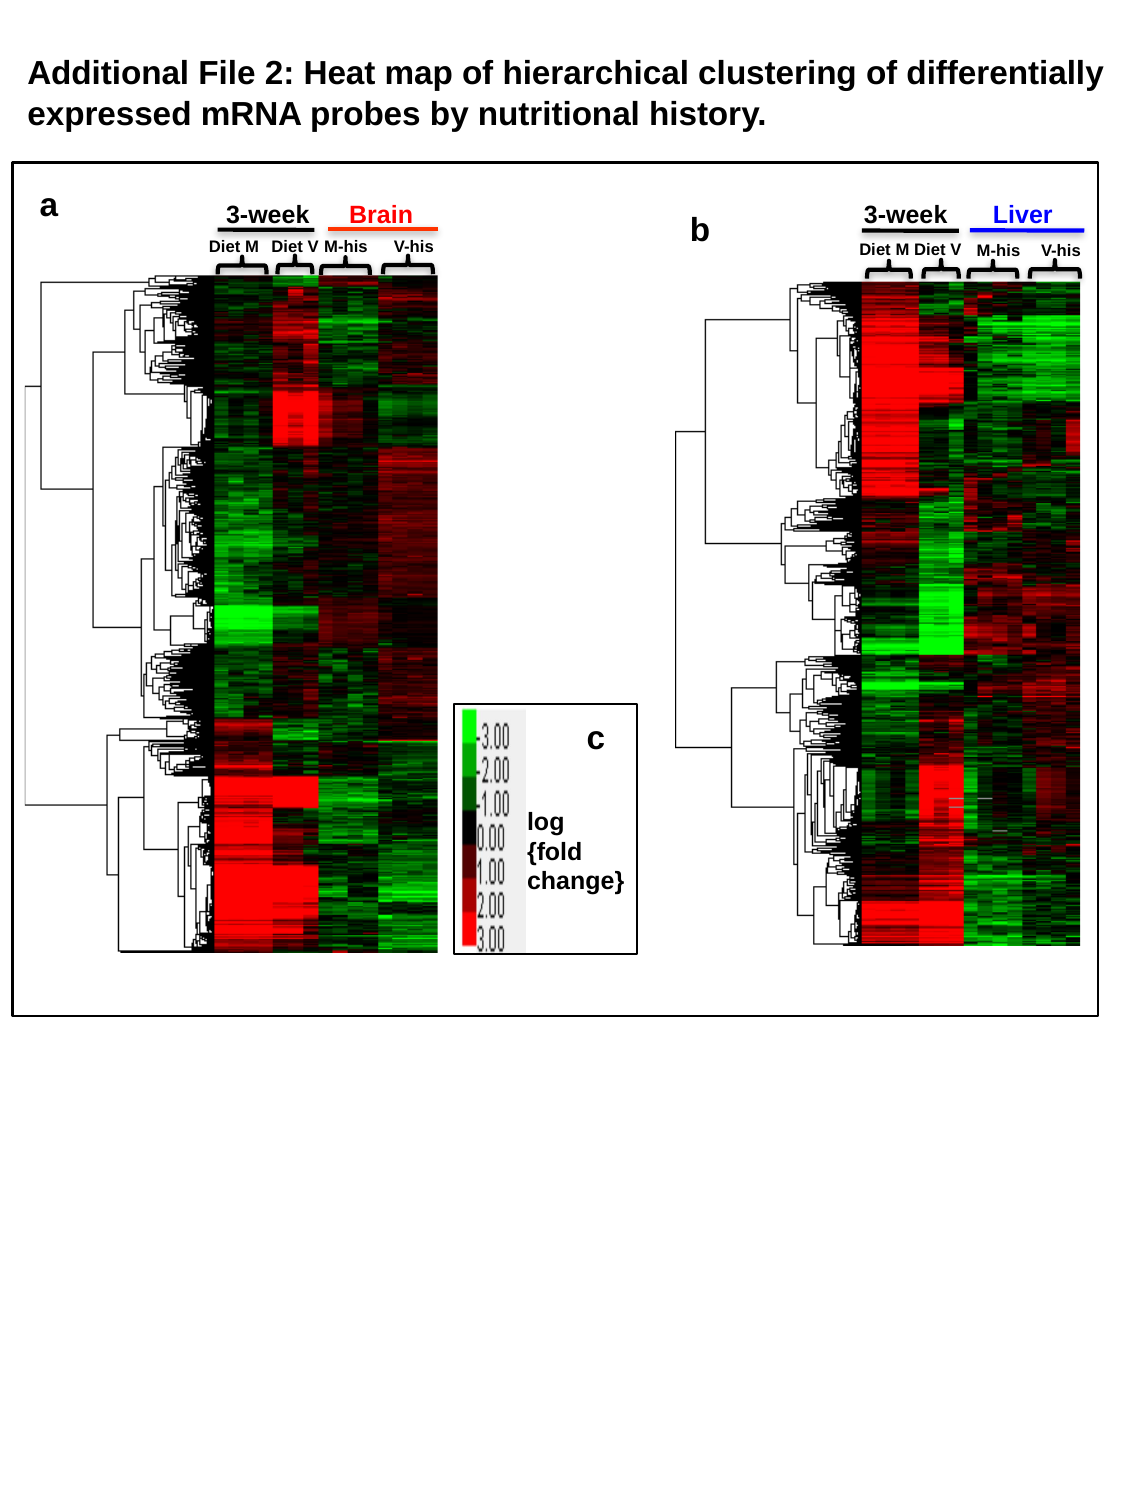

Additional File 2: Heat map of hierarchical clustering of differentially expressed mRNA probes by nutritional history.
a
3-week
Brain
Diet M
Diet V
M-his
V-his
3-week
Liver
Diet V
Diet M
M-his
V-his
b
c
log
{fold change}

# Supplementary material for: Molecular pathways associated with the nutritional programming of plant-based diet acceptance in rainbow trout following an early feeding exposure
**Source:** BMC Genomics. 2016 Jun 13;17:449. doi: 10.1186/s12864-016-2804-1
**Supplement:** Additional file 3: — Pathways significantly enriched based on early nutritional history in the brain. The mRNA probes (see Additional file 5) that were assigned to be part of the pathways homocysteine and methionine metabolism; and neuroendocrine peptides were used as input in the GeneMania pathway analysis tool [35–37] to generate networks. The functions legend (nodes) represents the sub-network of the mRNA probes and the network legend (lines) represents the relationship between the genes (see methods).

## Slide 1
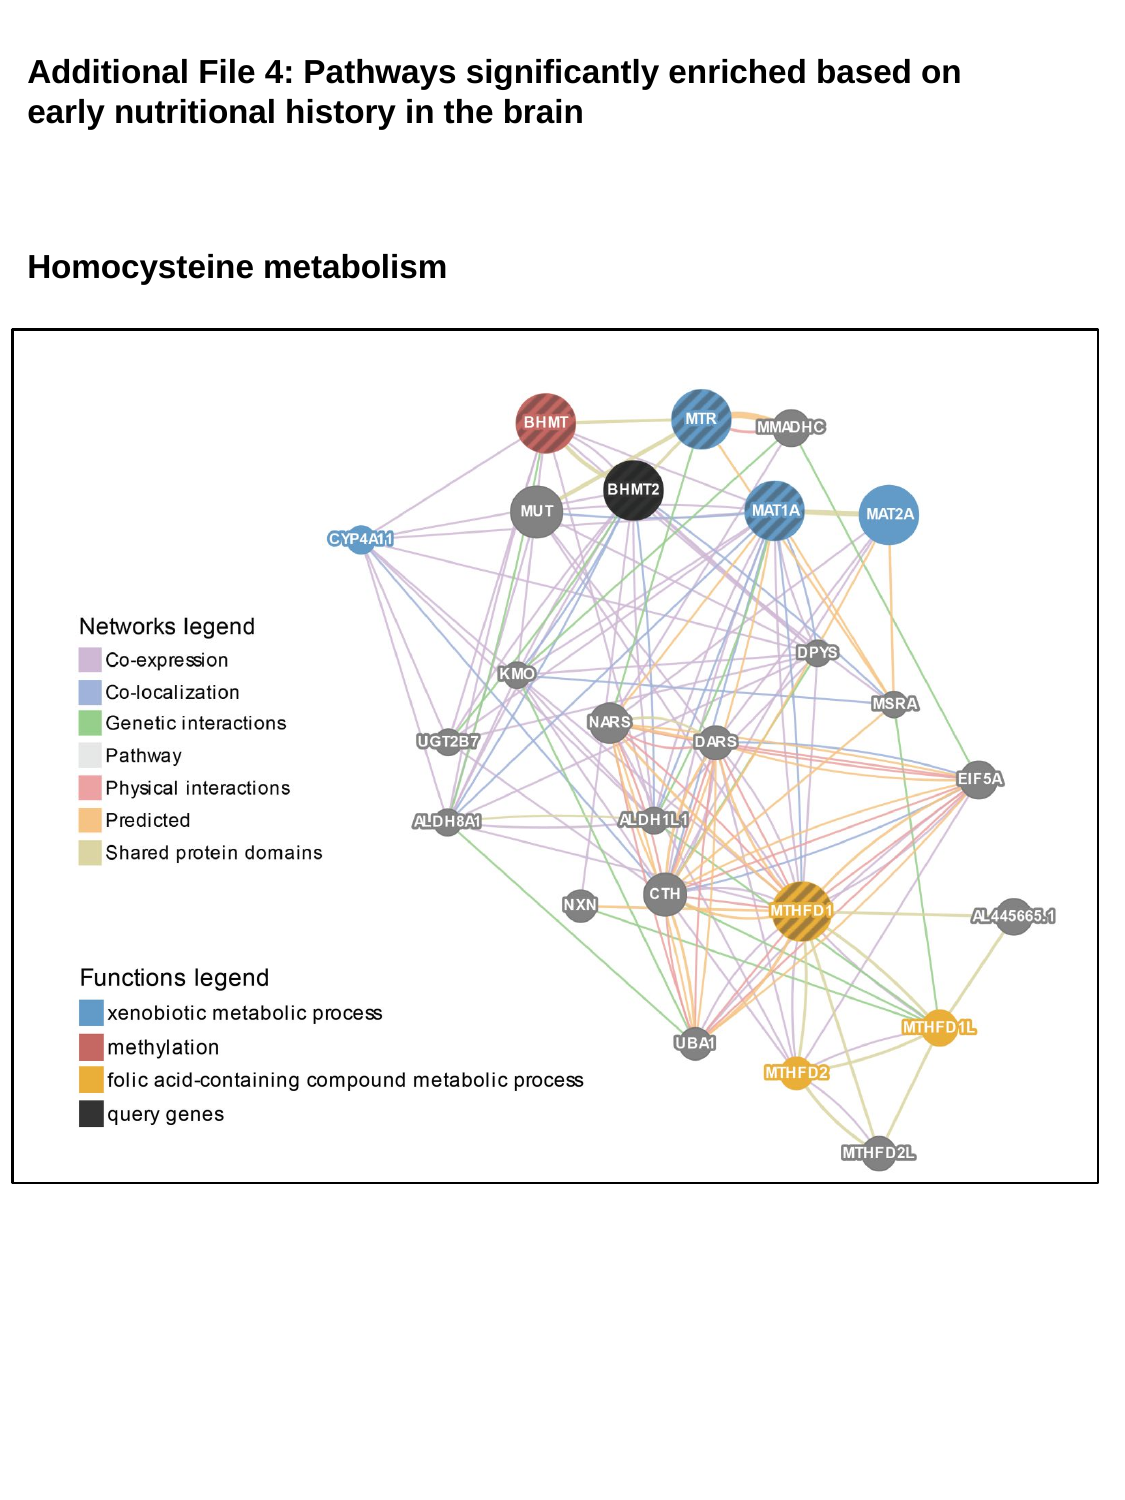

Additional File 4: Pathways significantly enriched based on early nutritional history in the brain
Homocysteine metabolism

## Slide 2
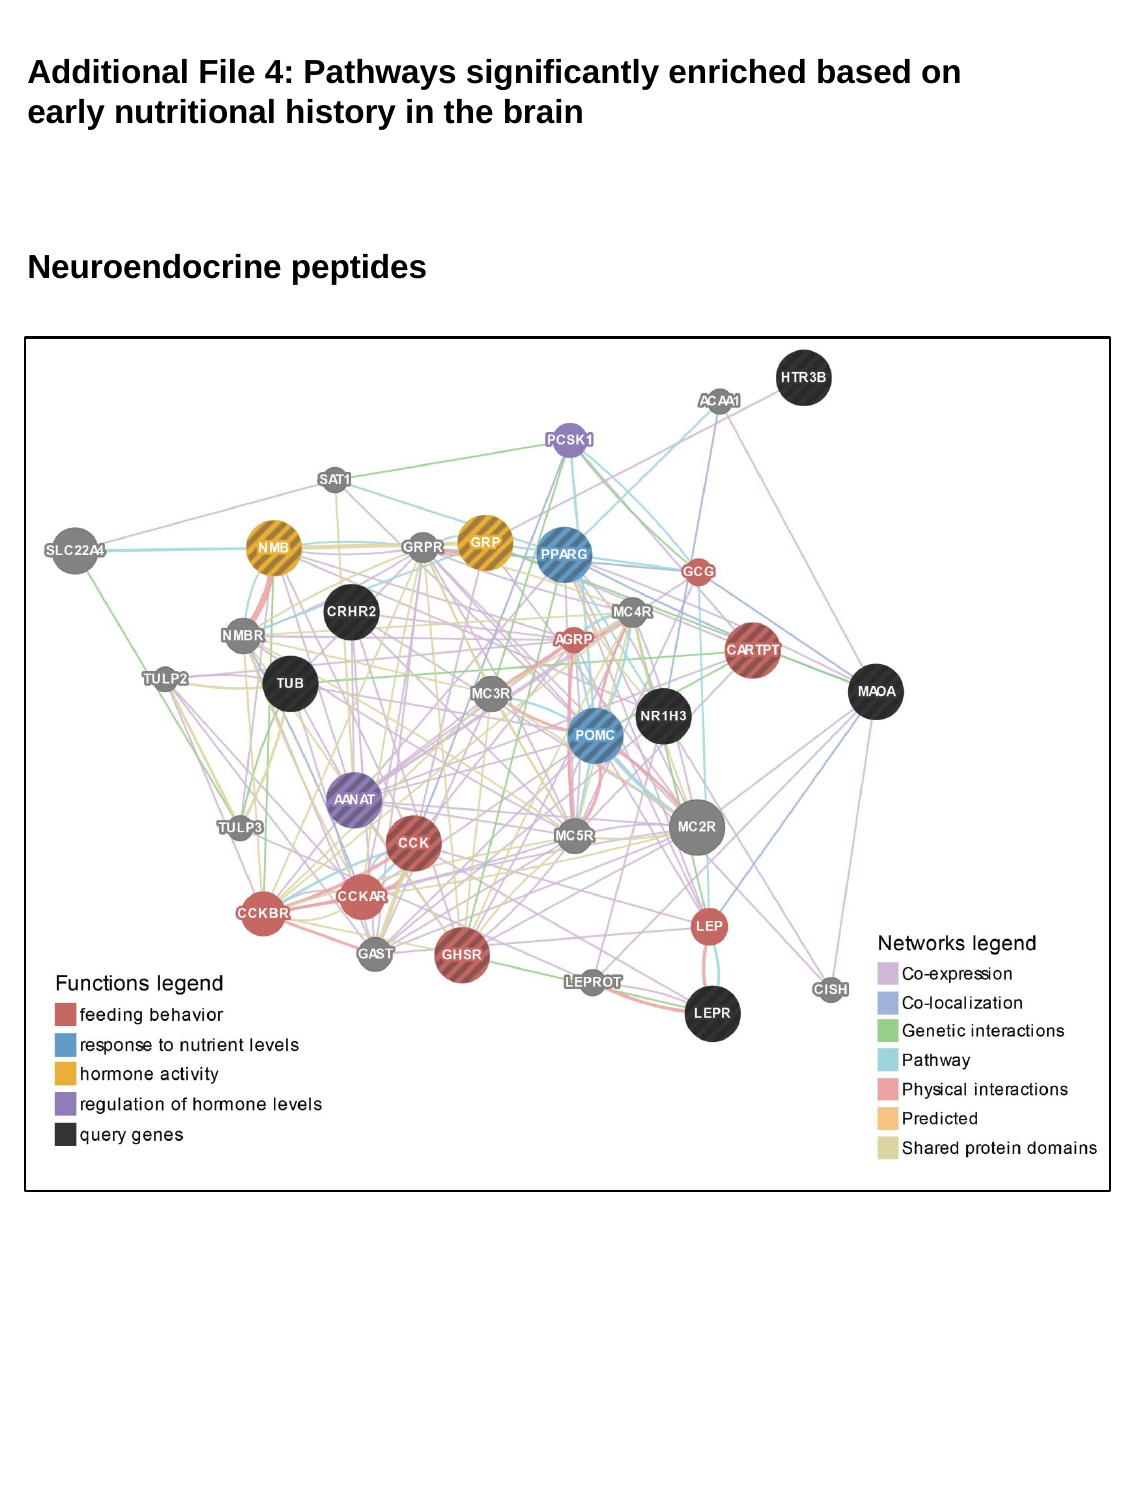

Additional File 4: Pathways significantly enriched based on early nutritional history in the brain
Neuroendocrine peptides

# Supplementary material for: Molecular pathways associated with the nutritional programming of plant-based diet acceptance in rainbow trout following an early feeding exposure
**Source:** BMC Genomics. 2016 Jun 13;17:449. doi: 10.1186/s12864-016-2804-1
**Supplement:** Additional file 4: — Pathways significantly enriched based on early nutritional history in the liver. The mRNA probes (see Additional file 6) that were assigned to be part of the pathways intermediary metabolism; oxidation-reduction; zymogens; peptidyl-prolyl-isomerases; cytoskeleton; and cell cycle were used as input in the GeneMania pathway analysis tool [35–37] to generate networks. The functions legend (nodes) represents the sub-network of the mRNA probes and the network legend (lines) represents the relationship between the genes (see Methods).

## Slide 1
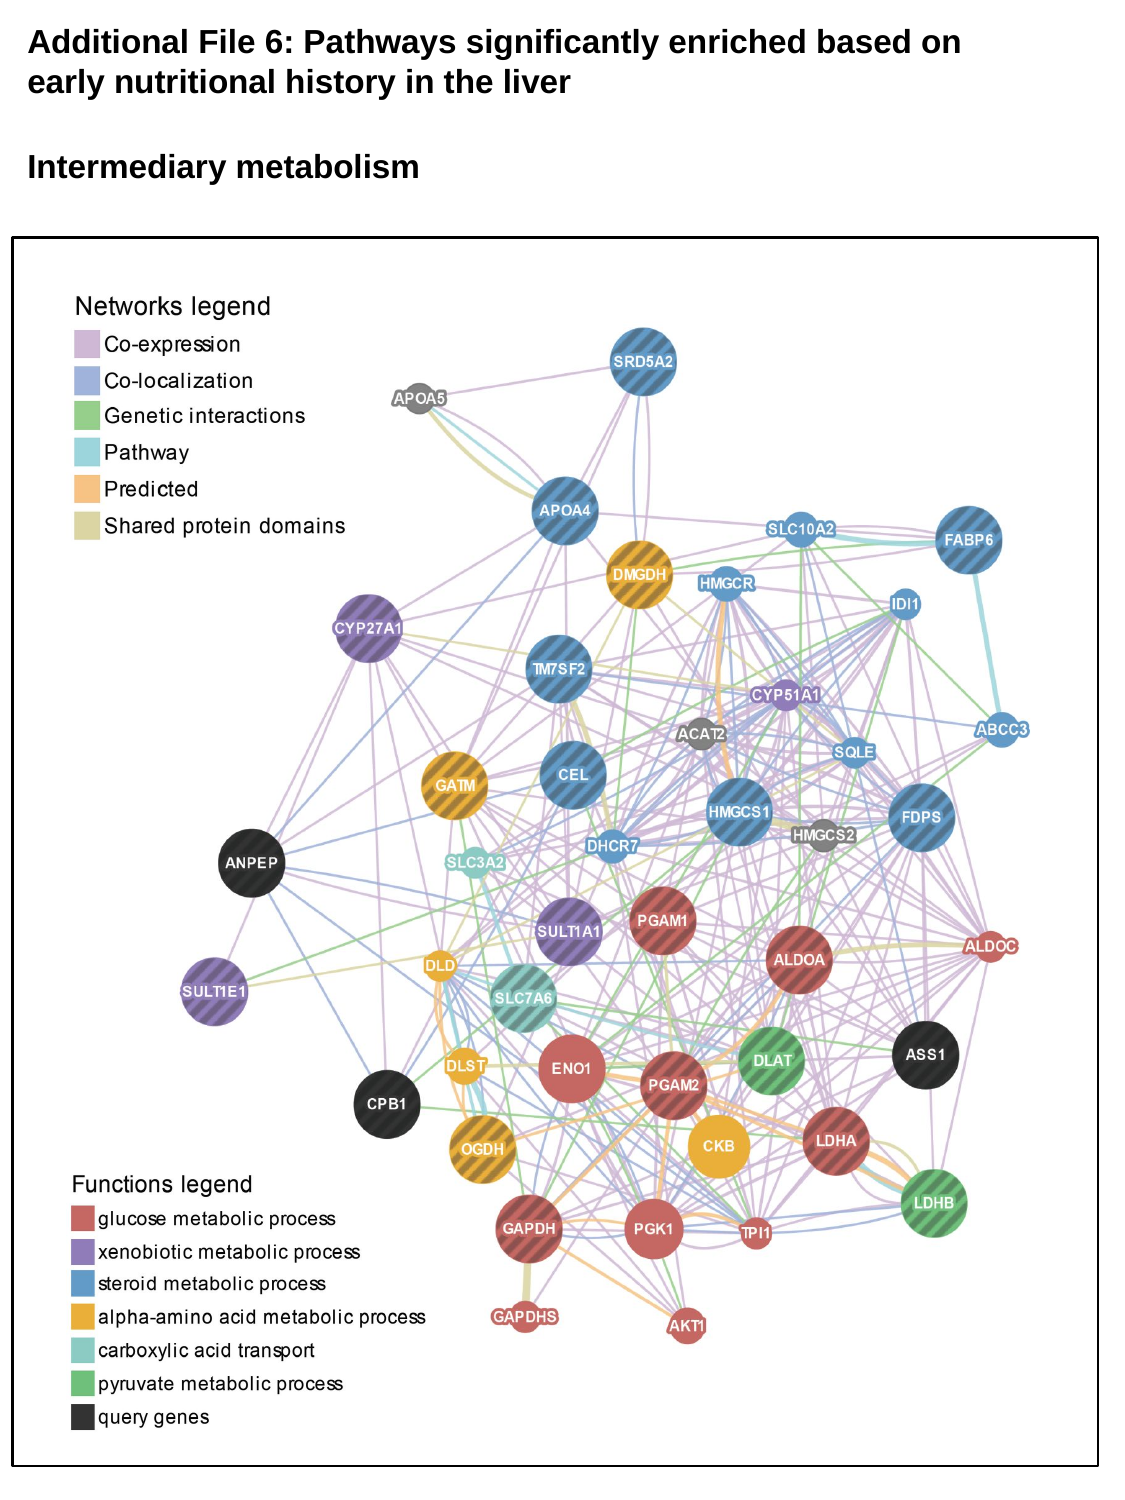

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Intermediary metabolism

## Slide 2
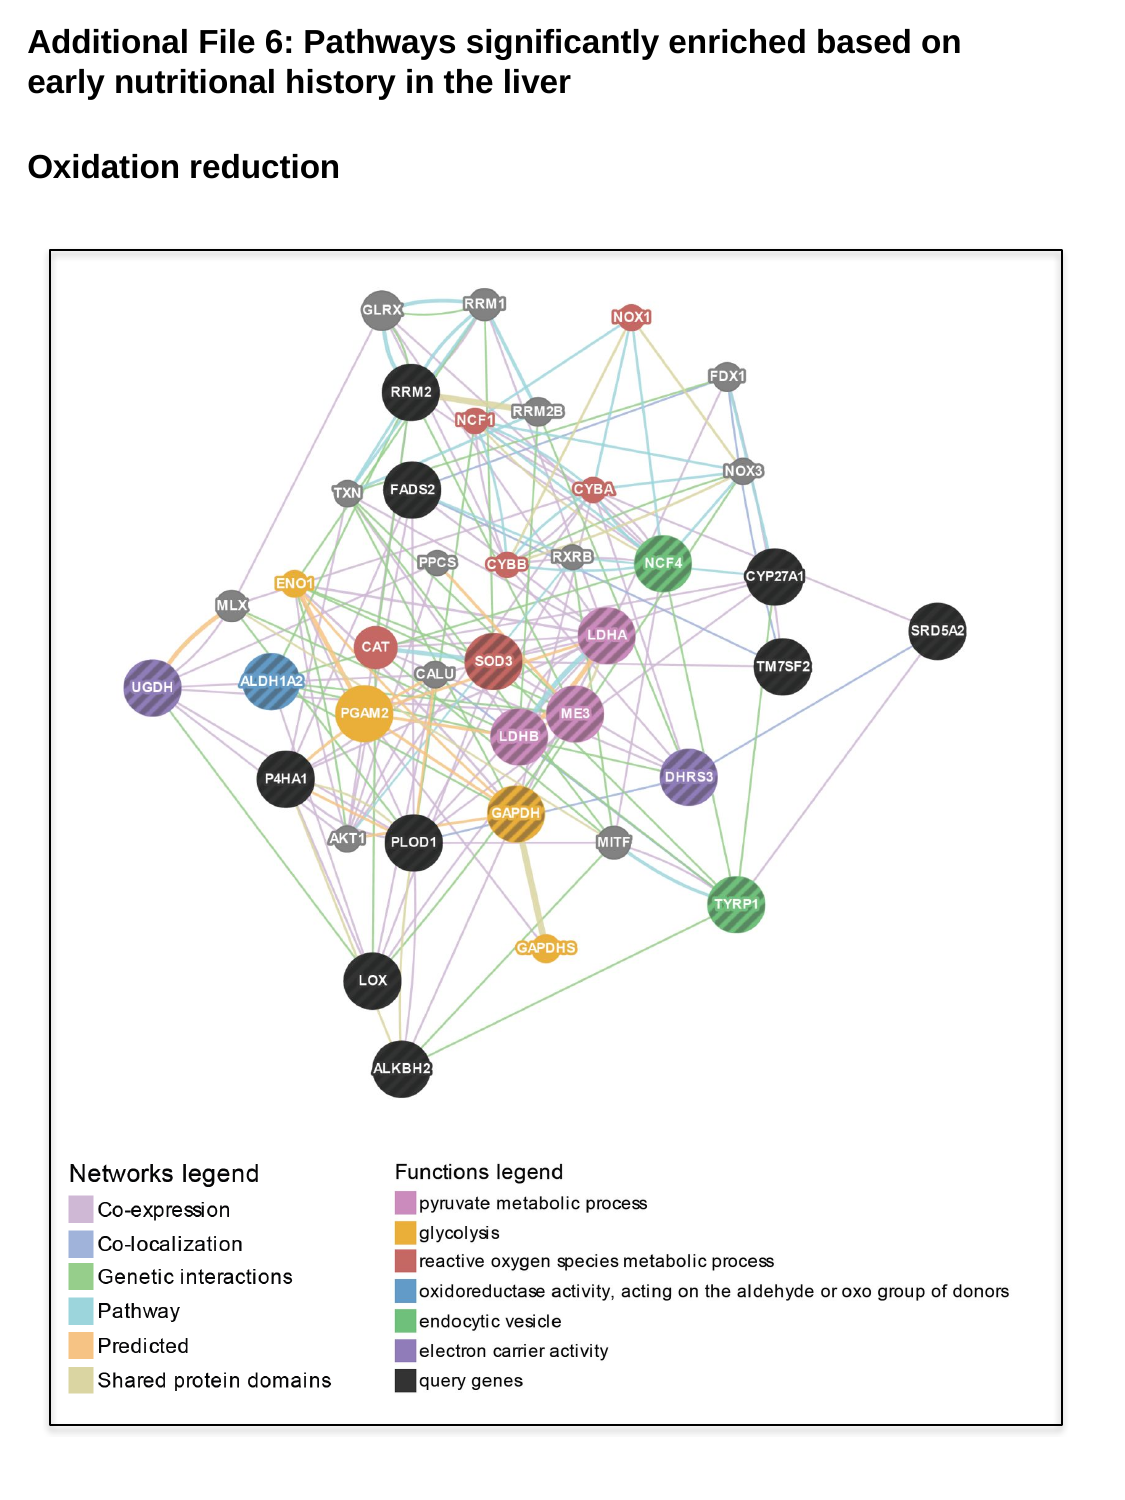

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Oxidation reduction

## Slide 3
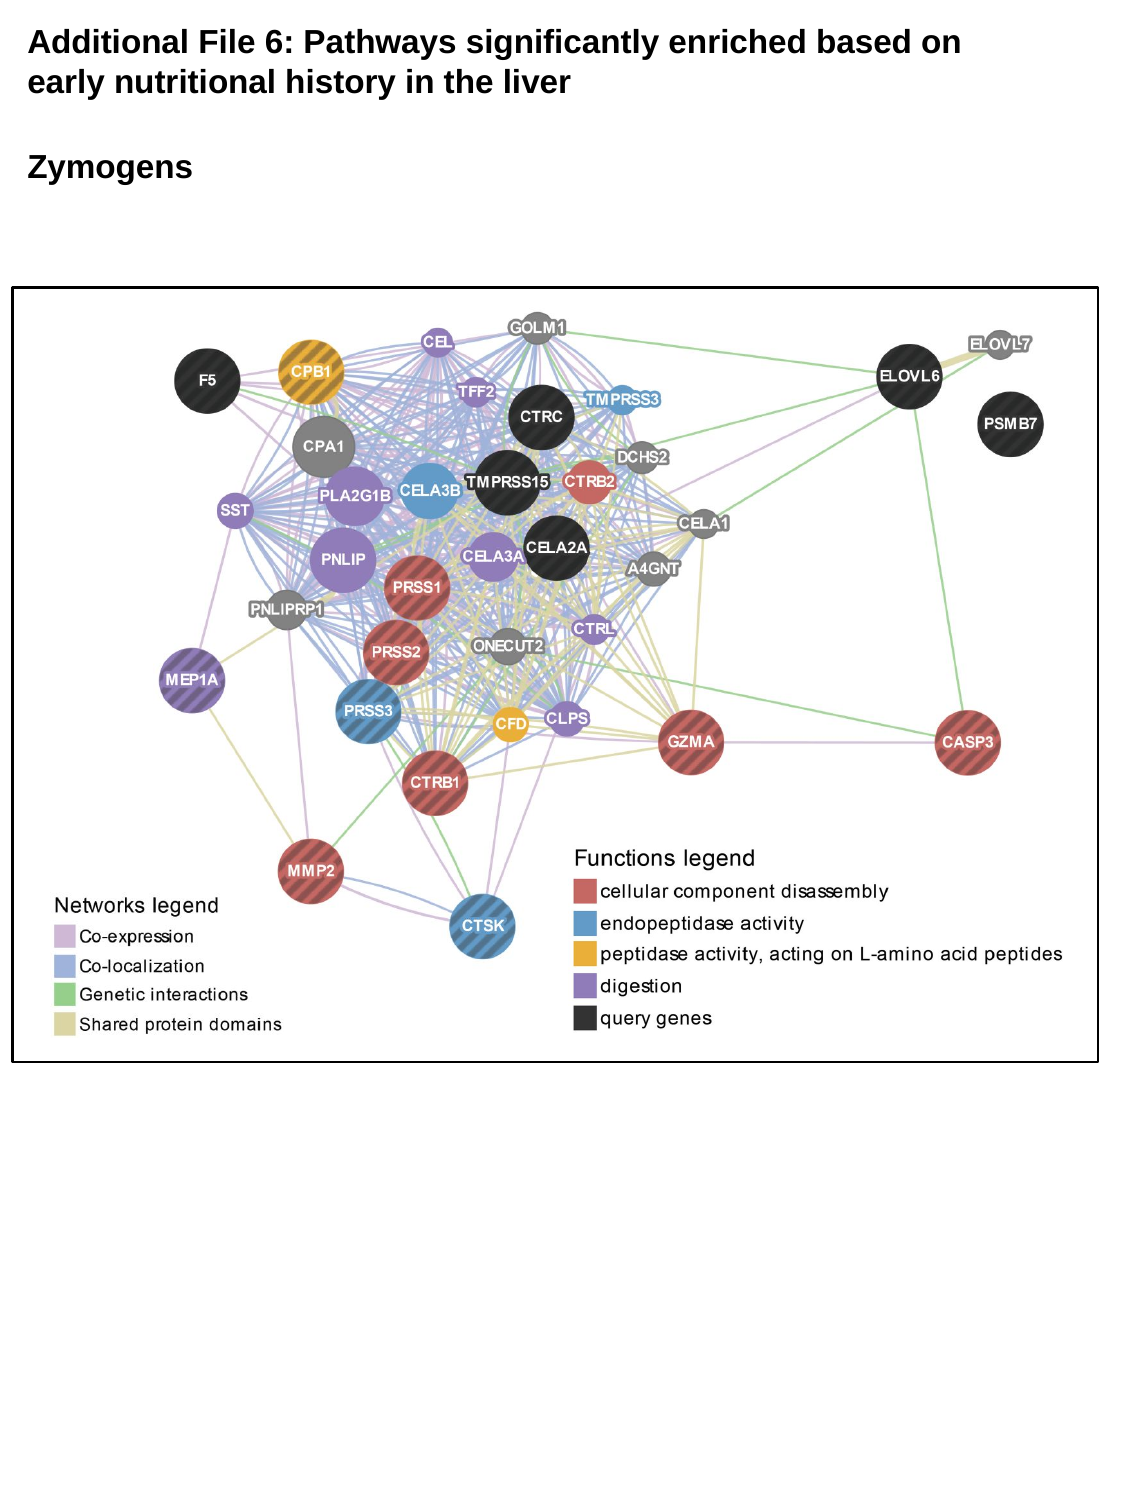

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Zymogens

## Slide 4
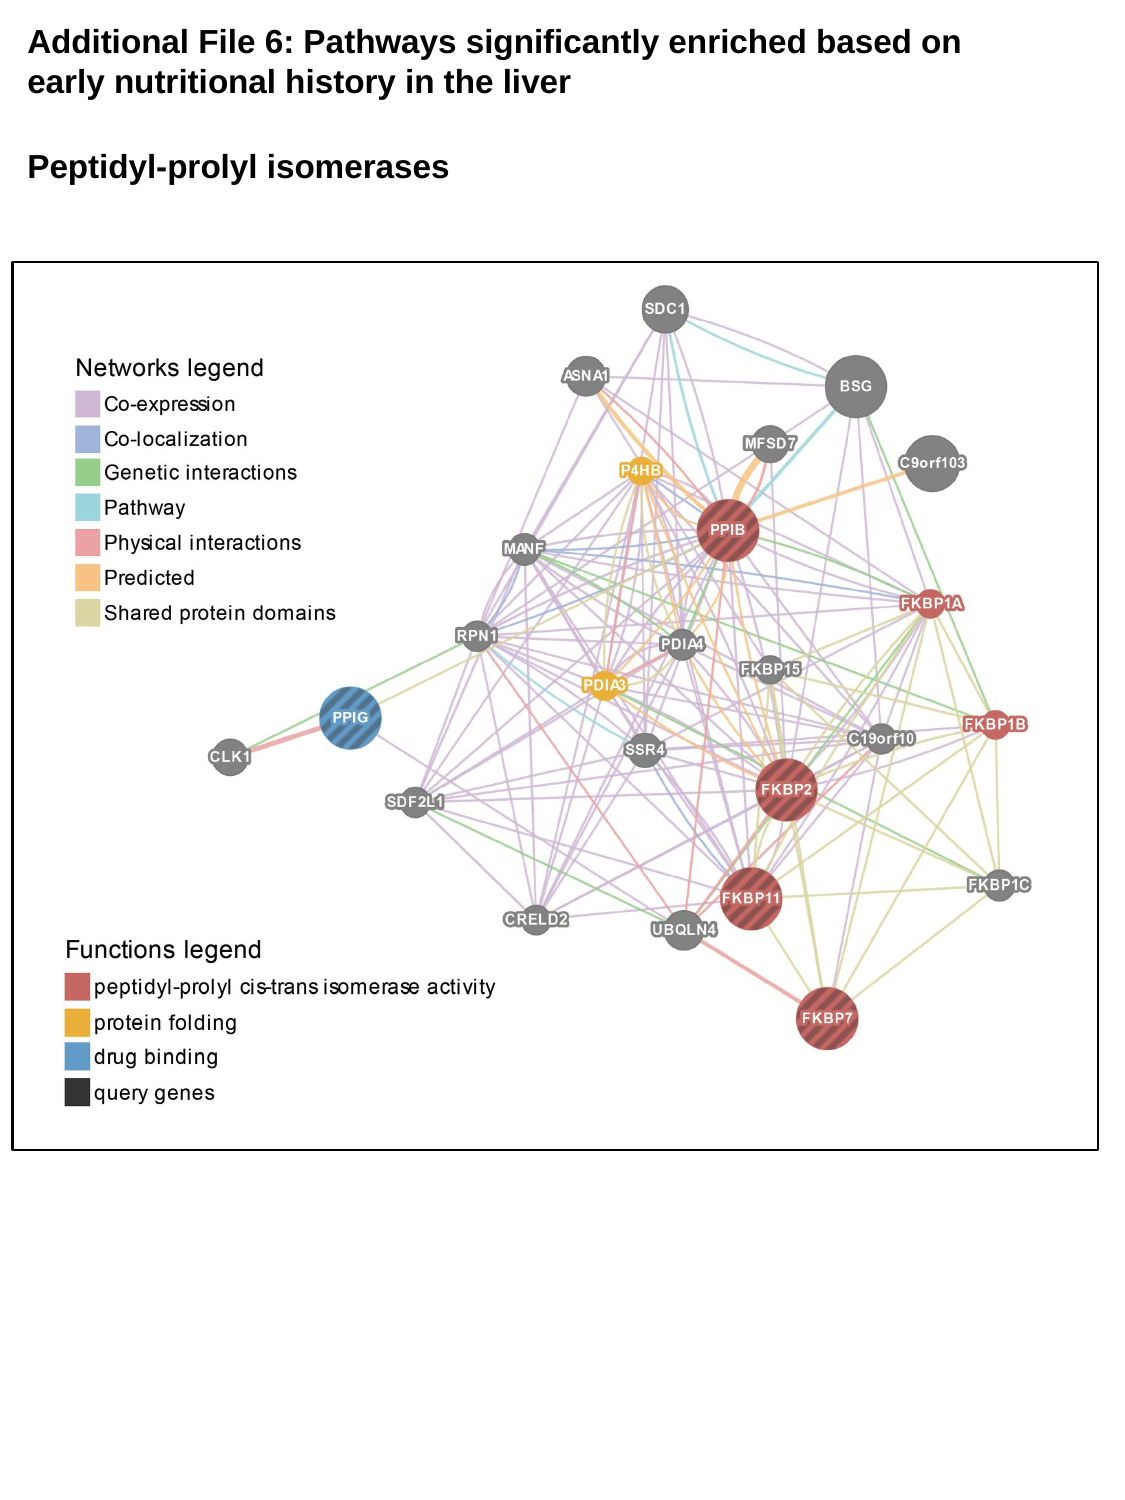

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Peptidyl-prolyl isomerases

## Slide 5
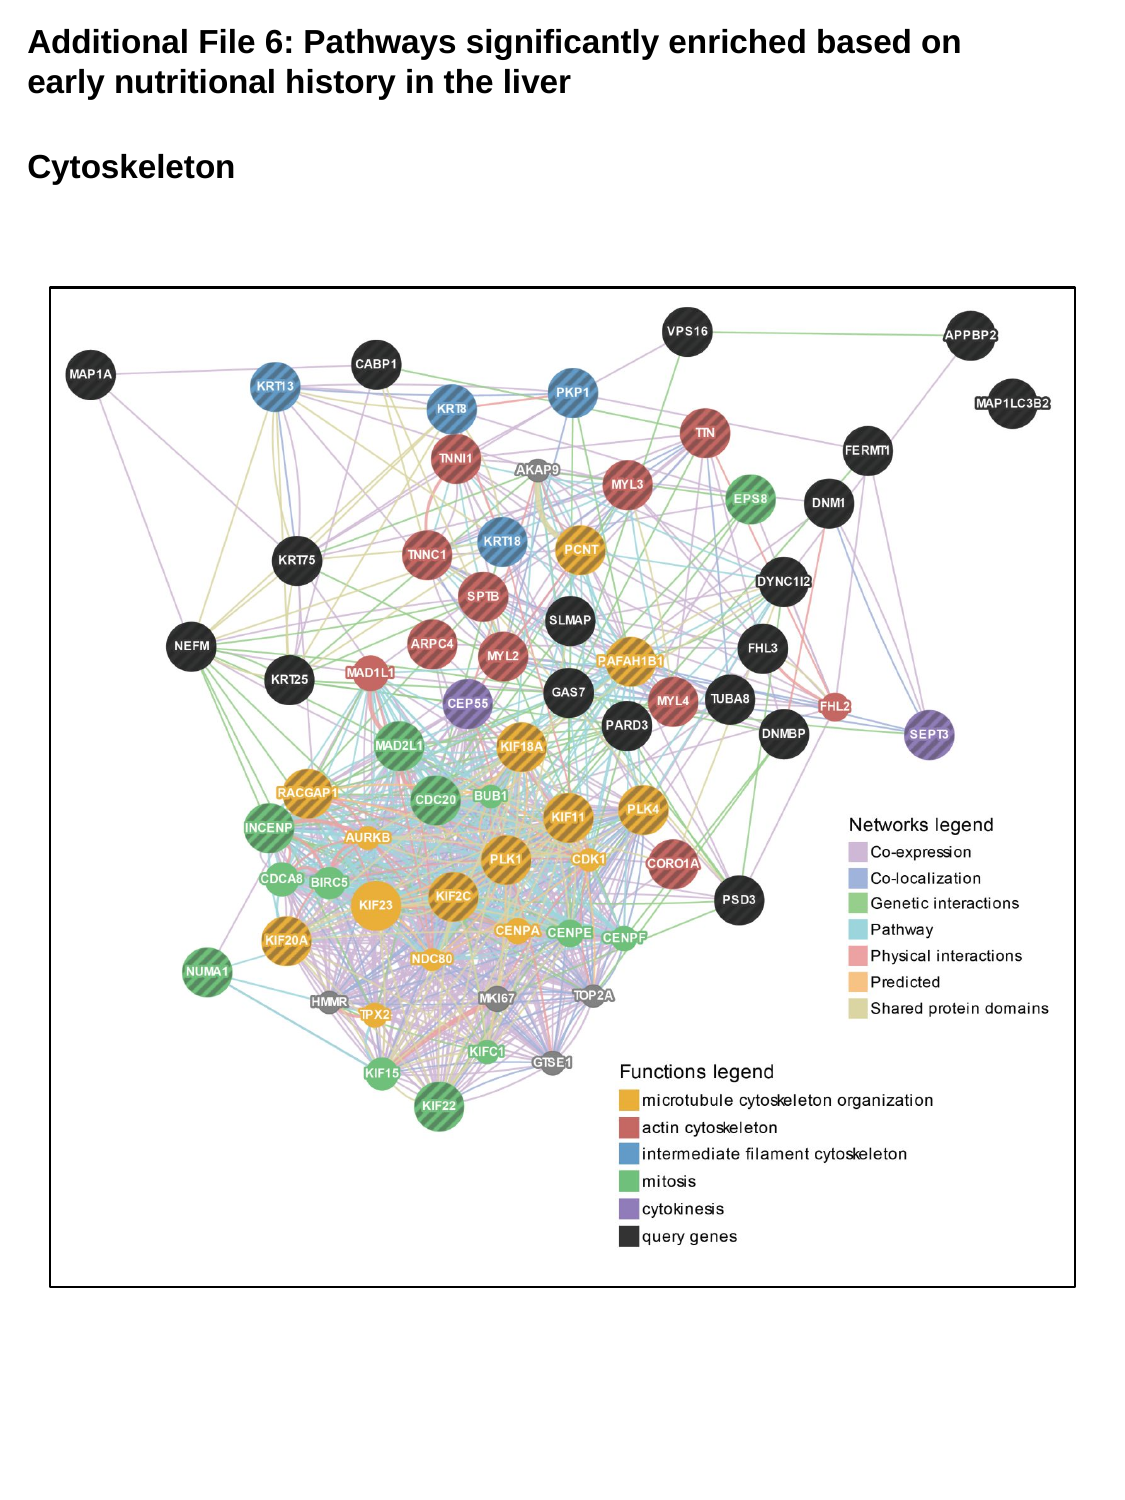

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Cytoskeleton

## Slide 6
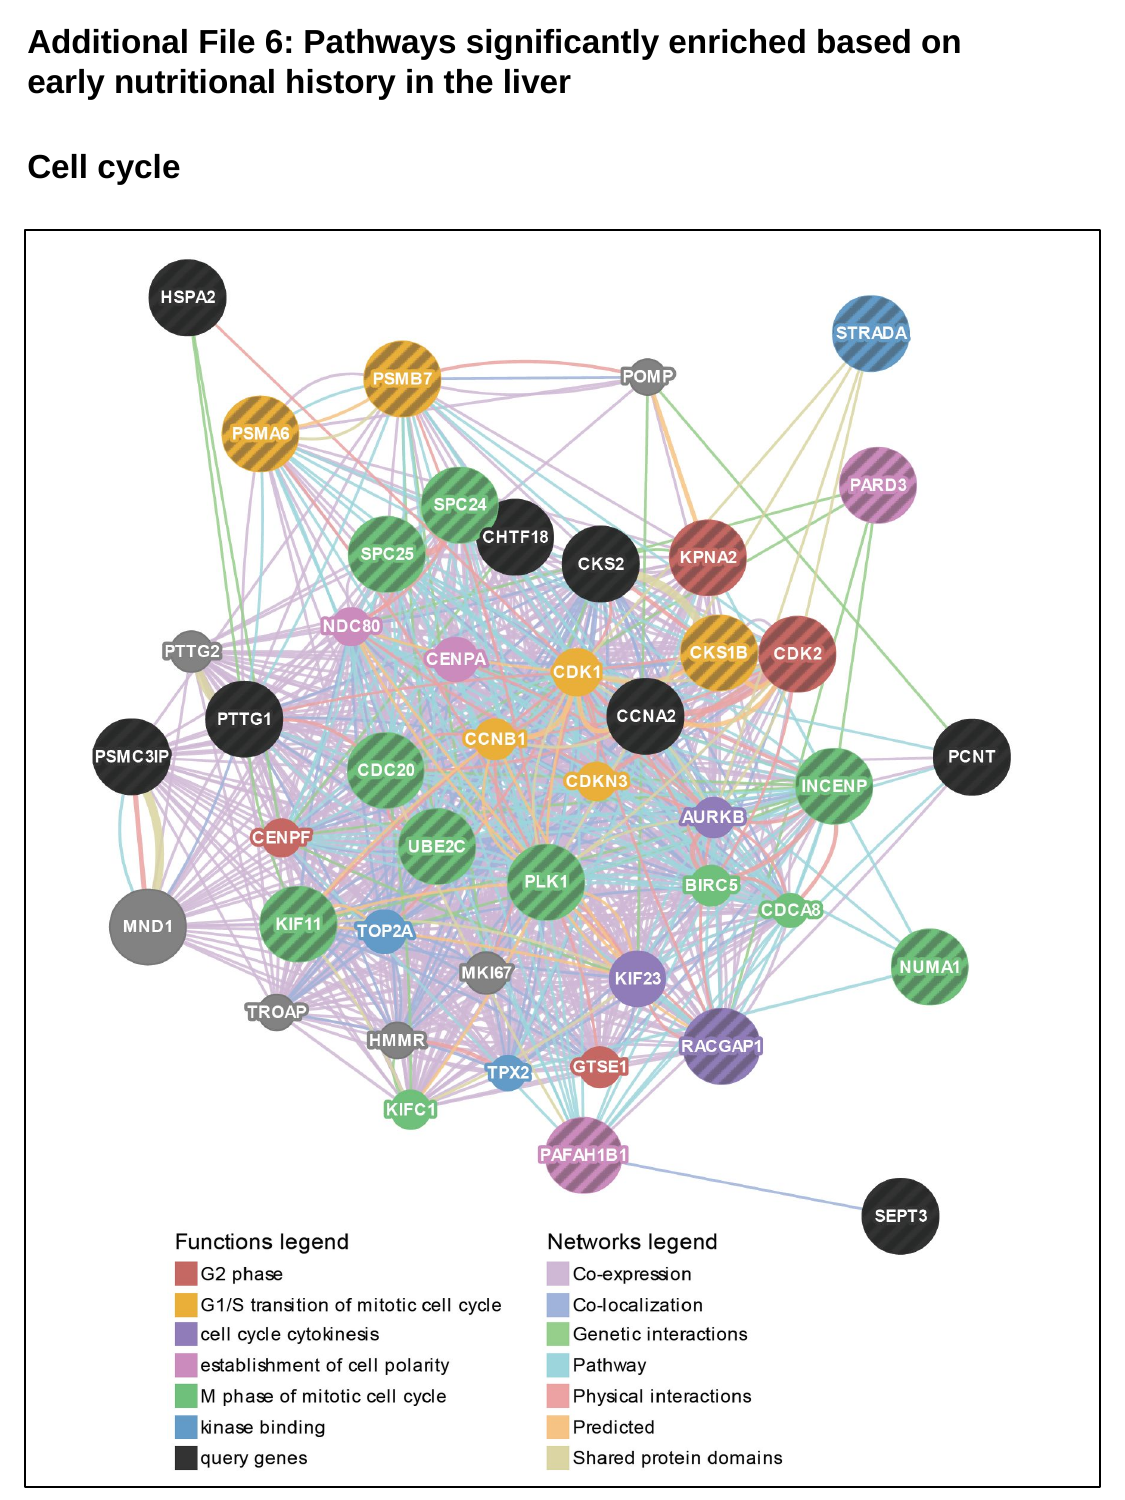

Additional File 6: Pathways significantly enriched based on early nutritional history in the liver
Cell cycle

# Supplementary material for: Molecular pathways associated with the nutritional programming of plant-based diet acceptance in rainbow trout following an early feeding exposure
**Source:** BMC Genomics. 2016 Jun 13;17:449. doi: 10.1186/s12864-016-2804-1
**Supplement:** Additional file 7: — Confirmation by real-time RT-PCR of selected genes differentially expressed in trout swim-up fry (a), juvenile brain (b) and liver (c) based on early exposure to plant-based diet. Bars represent mean ± standard deviation of four fish, asterisks indicate significant (p < 0.05) differences. The fold change as identified by microarray analysis is outlined in the accompanying table. The genes chosen for the swim-up fry were keratin 13 (K13), Lissencephaly-1 homolog B (pafah1b1b), purpurin (rbp4l) and chymotrypsin B (Ctrb1). The genes chosen for the brain were Glucagon-2 (gcg2), purpurin (rbp4l), somatolactin (SL), Recoverin (Rcvrn) and cholecystokinin-Thr (CCK-T). The genes chosen for the liver were chymotrypsin B (Ctrb1), keratin 13 (K13) and cytosolic sulfotransferase 3 (ST1S3). The data from microarray experiments for probe expression of the corresponding genes is included in the table below the graphs.

## Slide 1
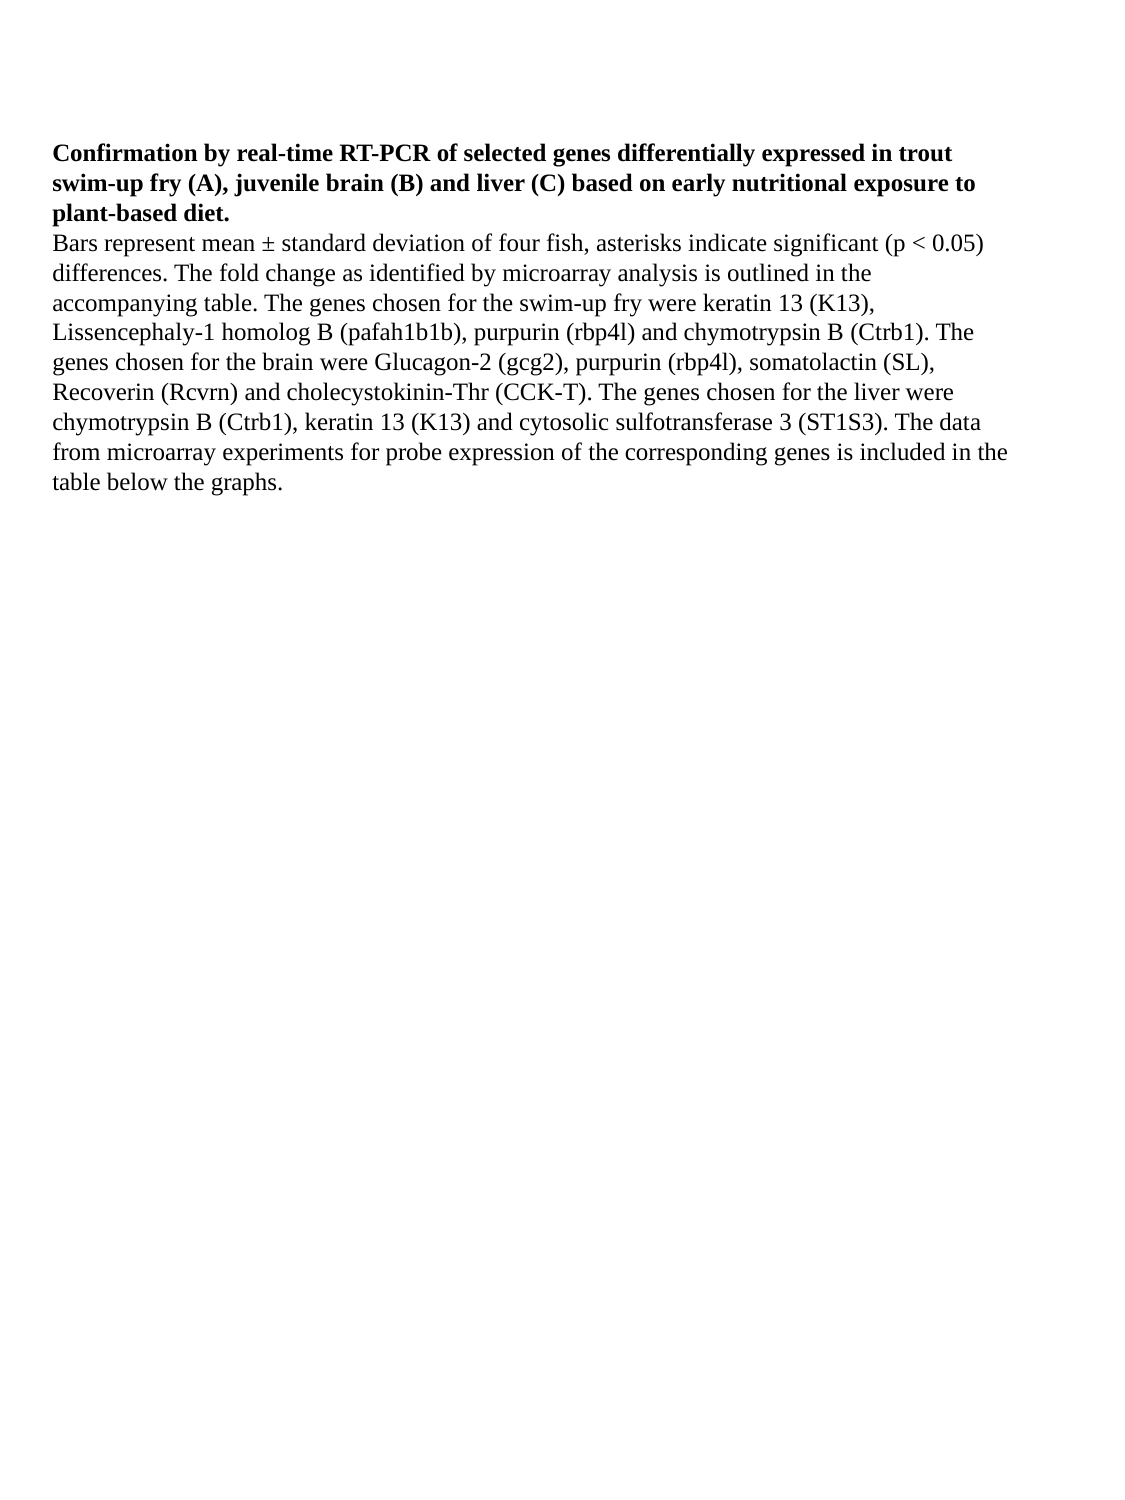

Confirmation by real-time RT-PCR of selected genes differentially expressed in trout swim-up fry (A), juvenile brain (B) and liver (C) based on early nutritional exposure to plant-based diet.
Bars represent mean ± standard deviation of four fish, asterisks indicate significant (p < 0.05) differences. The fold change as identified by microarray analysis is outlined in the accompanying table. The genes chosen for the swim-up fry were keratin 13 (K13), Lissencephaly-1 homolog B (pafah1b1b), purpurin (rbp4l) and chymotrypsin B (Ctrb1). The genes chosen for the brain were Glucagon-2 (gcg2), purpurin (rbp4l), somatolactin (SL), Recoverin (Rcvrn) and cholecystokinin-Thr (CCK-T). The genes chosen for the liver were chymotrypsin B (Ctrb1), keratin 13 (K13) and cytosolic sulfotransferase 3 (ST1S3). The data from microarray experiments for probe expression of the corresponding genes is included in the table below the graphs.

## Slide 2
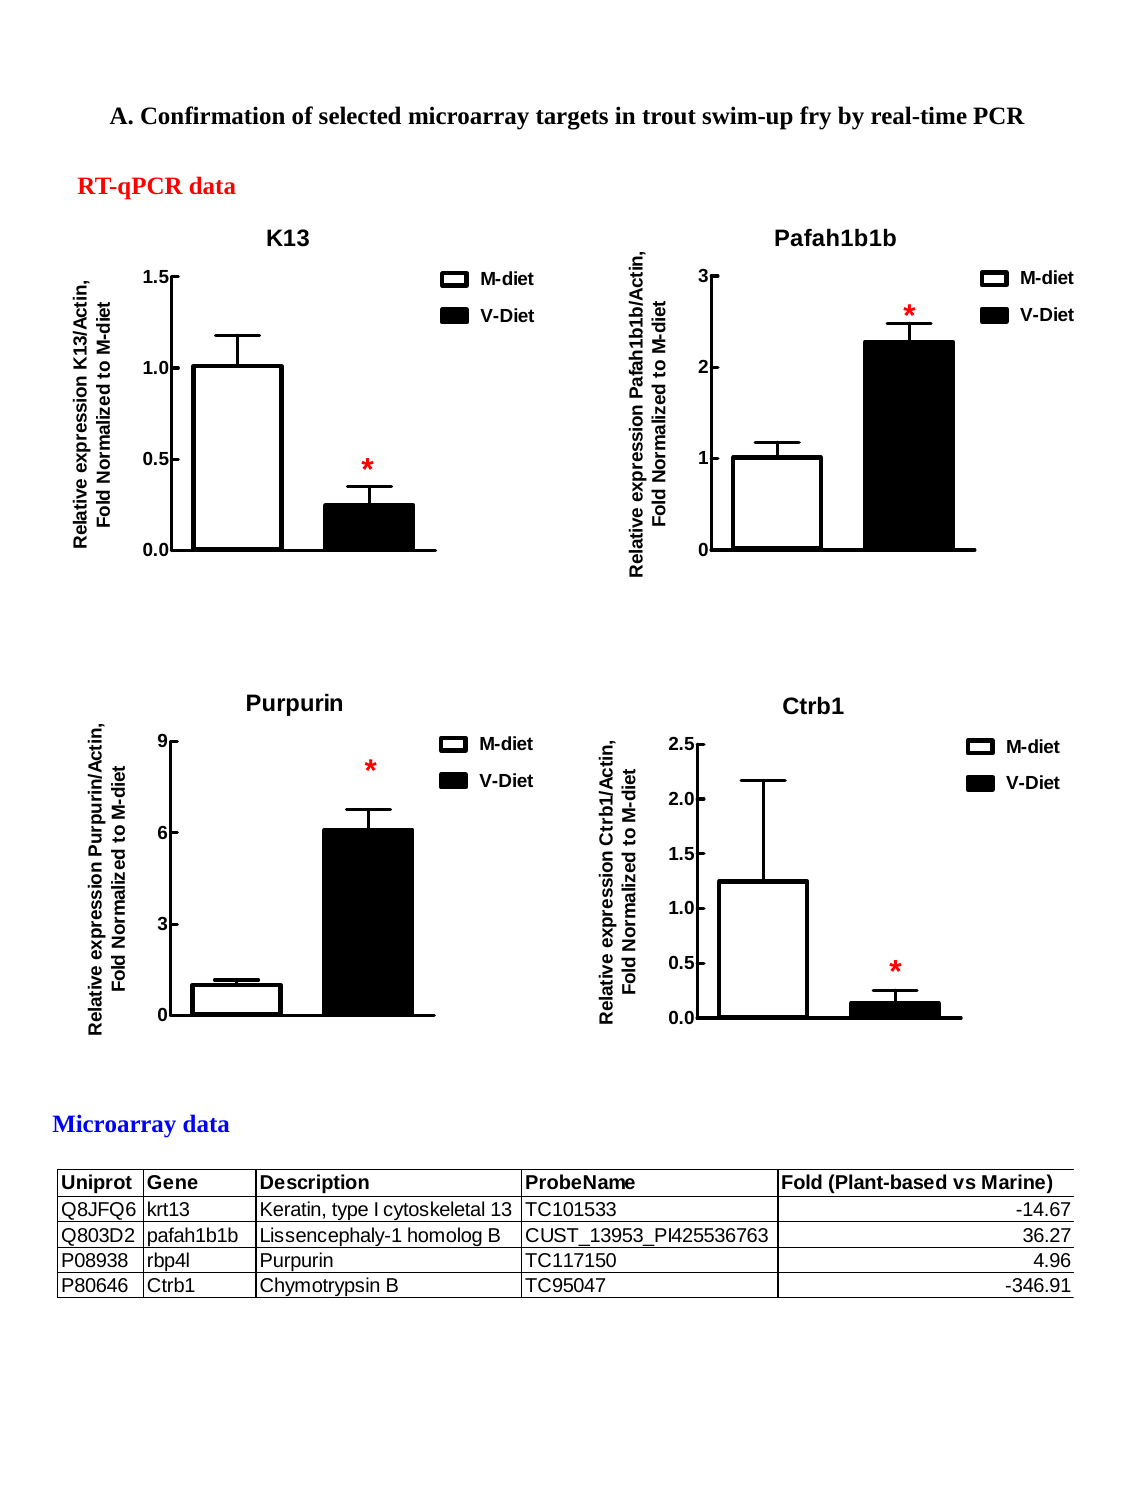

A. Confirmation of selected microarray targets in trout swim-up fry by real-time PCR
RT-qPCR data
Microarray data

## Slide 3
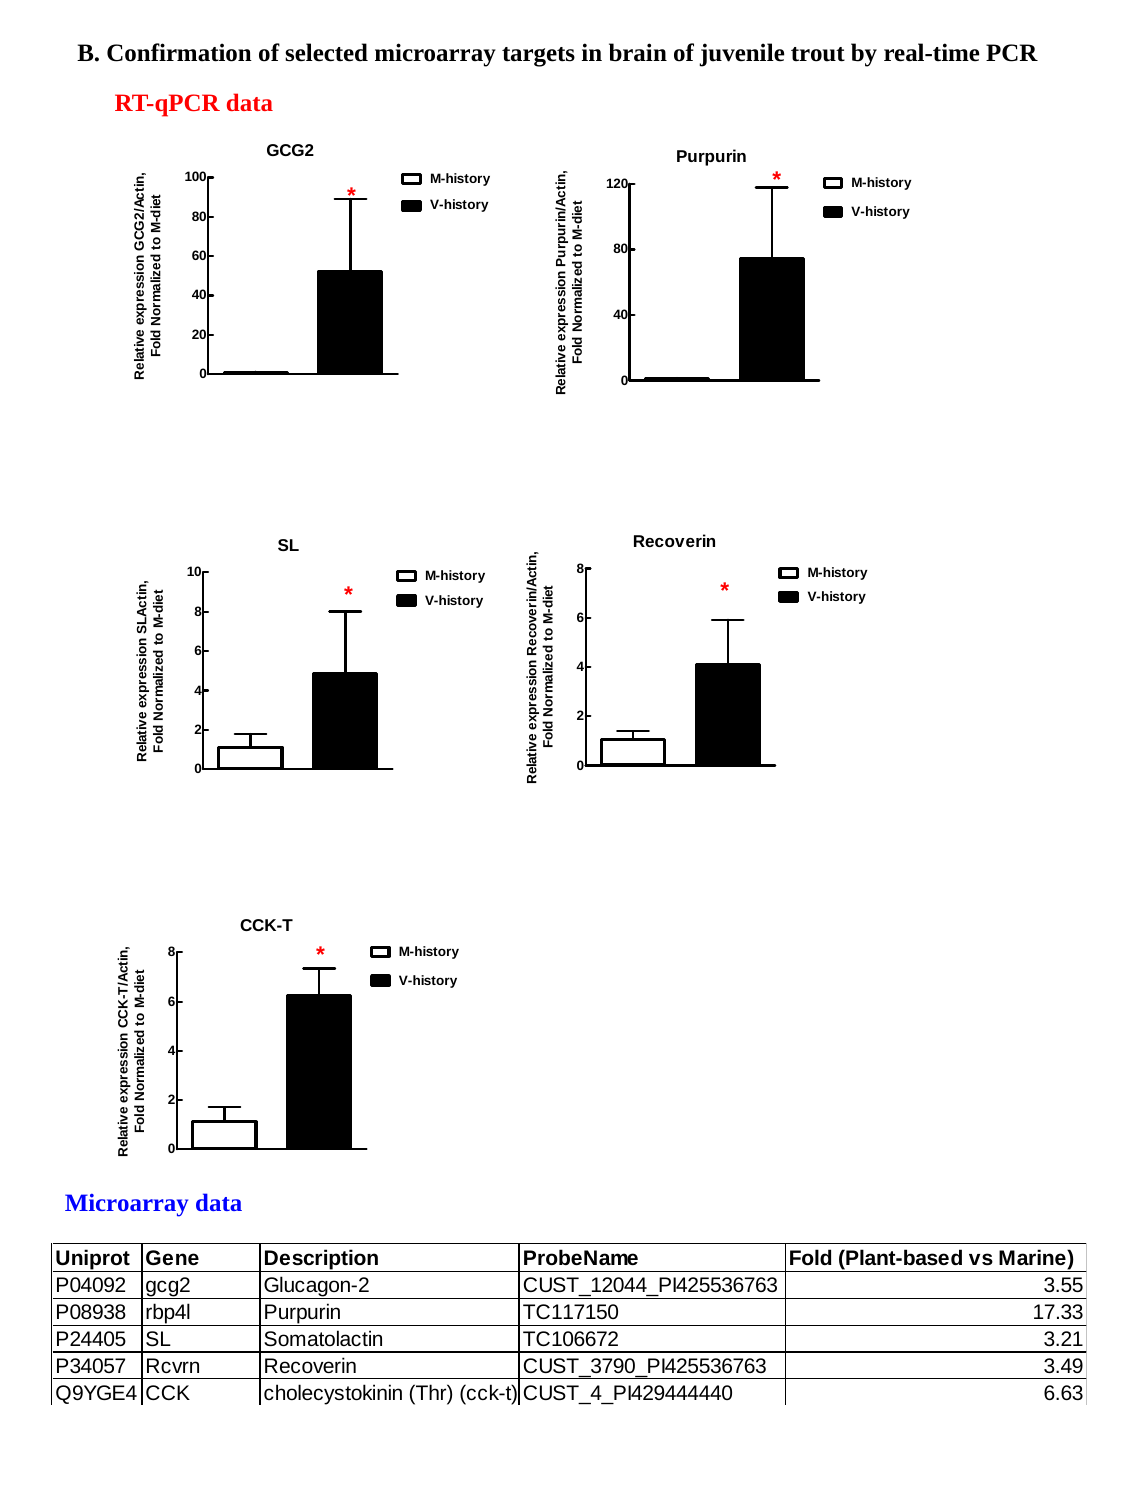

B. Confirmation of selected microarray targets in brain of juvenile trout by real-time PCR
RT-qPCR data
Microarray data

## Slide 4
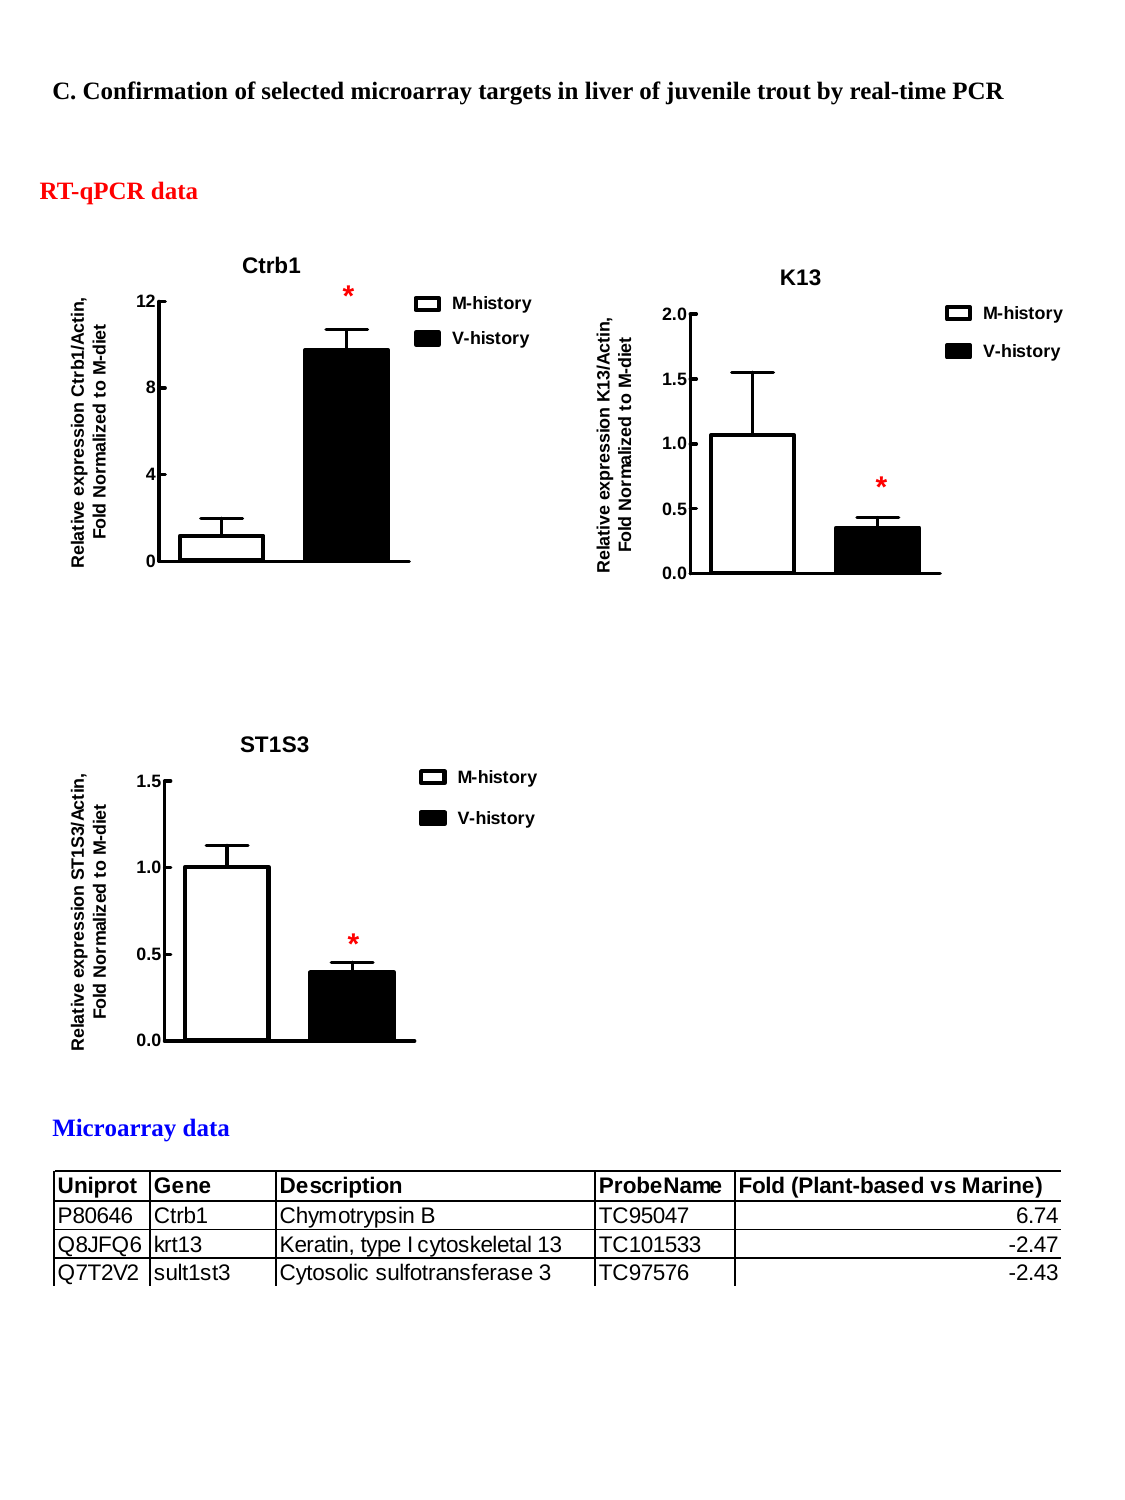

C. Confirmation of selected microarray targets in liver of juvenile trout by real-time PCR
RT-qPCR data
Microarray data

How the deposited data were processed for this re-analysis (not part of the article)

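The authors deposited for each array the intensity of every spot as the scanner software (Feature Extraction 10.7.3.1 in the file headers, 10.7.1.1 in the methods) gives it after background subtraction. They also deposited log2 values per probe, which the authors made by scale normalization to the median of each array. Conditions, tissues and replicate numbers were taken from the sample labels.

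From the deposited intensities, spots with the scanner's outlier mark were left out, spots of 1 probe were averaged, log2 was taken and the median of each array was subtracted. Of 60339 mRNA probes, 60338 had values in every group needed for the 2-way comparisons. A probe counted as above background on an array where the scanner's own test calls most of its spots well above background. In the values of the named genes a spot left out for its mark did not count as above background. For the tallies over lists this was set after the first tallies had been seen, and it changed 4 liver lists by 1 probe each.

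Differences between nutritional histories were tested with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment over all probes tested. The 2-way fit had 4 groups (stage or tissue by history) with fry and brain arrays, or fry and liver arrays. Its p is for the average of the fry and the tissue difference, and the interaction is the difference between them. The methods' plain 2-way test is the same contrast without moderated variances. Exact permutation p-values are two-sided, over all splits of the arrays of 1 tissue into groups of the real sizes, for the difference of the means. Data simulated from the arrays, with 200 changed probes, gave back 36.5% of them in fry alone, 66.5% in brain alone, 78.5% with fry and brain and 71.5% with fry and liver. The changes put in were the same at both stages. They were larger than the 95th percentile of the real differences in brain (0.98) and liver (0.93), so that smaller ones would be recovered less often.

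Genes are named by this rule: every gene that the text names and Additional files 5 and 6 list, the genes of the RT-PCR, and in each tissue the 5 called probes with the largest difference among those without overlap between the groups and with every array of 1 group above background. One gene that the text names is not reported here. The 9 lists of marker genes (exocrine and endocrine pancreas, photoreceptor and pineal, lens, pituitary, skeletal muscle, erythrocyte, hepatocyte and proliferation) were tested with limma's camera, with its preset correlation of 0.01, with the correlation estimated from the arrays, and with its rotation test (fry). The marker lists, the naming rule, the main tests and the alternatives were set before the data were examined.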

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

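Of the tests in this part, those chosen only after the result was seen are of the length of G and A runs, of runs of other bases, and of skeletal muscle in liver M-fish replicate 4 (for the Ldha, Ldhb and Pgam2 probes and for the number of probes above background).

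The V minus M difference changed between fry and juveniles, by the interaction in limma, for 22185 probes with brain and 12842 with liver. Among the probes of the named genes, 21 in brain and 26 in liver had such an interaction with opposite signs at the 2 stages. Regrouping the juvenile arrays so that the histories were mixed left a median of 102.9% of the calls of the comparison with liver and 19.9% of those with brain. The fry arrays by themselves are therefore a candidate explanation for the number called with liver. With brain the regrouping cannot decide how much they bring. There the difference between the mixed histories adds to the spread within groups, so that 19.9% is a low estimate. Of 100 splits of the arrays, the real one included, 5 gave as many calls for fry with liver, so that chance is not excluded there, and 1, the real one, for fry with brain. In fry alone and in brain alone the real split was the 1 of 35 with as many calls, the fewest that 35 splits can give. Chance is argued against there but not excluded. By the paper, the fish of each history were held in replicate tanks in the V-challenge, and tank was not in the fits. A tank effect on the juveniles stays open. In liver alone the real split had 0 calls by limma, which all 35 of 35 splits reach by definition, so that the count of calls decides nothing there. By the 2960 probes at an unadjusted p under 0.05, 8 of 35 splits gave as many. The methods' plain test gave 0 calls. Fry and juveniles also differed in age, tissue and diet, and none of these was tested.

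Probes with a run of at least 8 alternating G and A bases, which the paper does not discuss, were higher in V-fry by a median of 2.97. The median rose with the run, from 1.95 at 8 bases to 4.86 at 11, and was 3.99 at 12 or more. Probes with runs of C and A differed by 0.401 and those with runs of G and T by 0.0788. Runs of C and T shifted the other way, by −0.497 in fry and 0.571 in brain, where runs of G and A were at −0.717, and no explanation of this was tested. The other probes of the same genes, without a run, differed by −0.119. A gene-wide change is argued against by this last value: of 69 genes whose probes with a run were higher by at least 2, the other probes were in 1. Binding of labelled RNA through the repeat may explain the joint change of the Pafah1b1b, MAOA, CTNND2, Dlat and Pgam1 probes, although the Pgam1 probe has a run of 6 only and the MAOA probe is the only one that Additional file 5 gives for its gene. A probe of the same protein under the symbol mao, with a run under 6, was lower in V-fry. For Pafah1b1b the paper reports RT-PCR in fry, with primers of its own, as congruent with the arrays. The other Pafah1b1b probes were higher in V-fry too, by 1.31, 0.69 and 0.19. Binding through the repeat therefore need not be the whole of its change in fry. Whether transcripts with such repeats were more abundant in V-fry stays open.

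The proliferation list was lower in V-fry by a median of −1.76, with −0.13, −0.03 and −0.59 on the V arrays and 2.01 to 2.15 on the M arrays. Additional file 6, which the paper discusses, lists 24 of the 271 probes of the list. No technical explanation was tested for it. The diet of the fry differs by design and stays open. So does growth of the fry, for which no values were examined.

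On single arrays, 30 of 297 groups of 4 arrays (10.1%) of named probes and 3 of 45 of marker lists held an array apart from the other 3 by the ratio of its gap to the range of the group. Chance gives about 1 in 20. Brain V-fish replicate 1 was that array for dlg4 (0.899), CTNND2 (0.905), Hrh3 (0.840), Kcnip3 (0.857), crf2 (0.858), OPN1MW (0.903), Rcvrn (0.833), rbp4l (0.967), Cndp1 (0.954) and TC129886 (0.911), and for the photoreceptor and pineal list (0.964; −1.33 against −1.08 to −1.07). Others in brain were Slc24a1 (0.842) and AANAT2 (0.934) on V-fish replicate 2, Gpr126 (0.832) on V-fish replicate 3 and Kcnv2 (0.891) on M-fish replicate 2. In fry they were rbp4l on M-fry replicate 3 (0.837) and the share of probes above background in M-fry (0.878; 70.9% on replicate 4 against 66.9% to 67.4%). No technical or biological explanation was tested for these arrays.

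In liver, M-fish replicate 4 was apart for Ldha CUST_21831_PI425536763 (0.845) and CUST_2812_PI425536763 (0.903), Ldhb (0.852), Pgam1 (0.831), HMGCS1 (0.930) and the skeletal muscle list (0.849; 0.32 against −1.98 to −1.63 on the other M arrays). Without that array the median difference of the 11 Ldha, Ldhb and Pgam2 probes was −0.235, against −0.92 with it. Skeletal muscle in that sample is a candidate explanation for their difference. It does not explain by itself why 74.9% of the probes were above background there, because the lens list was higher on it than on any other liver array by 0.598. A difference between single fish stays open, as does a change of these genes by history in the other 7.

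V-fish replicate 4 was apart in liver for Ldha CUST_13759_PI425536763 (0.950) and CUST_21381_PI425536763 (0.852), Pgam2 (0.887), CTSK (0.933), PRSS7 (0.832), KRT25 (0.889), Kif2c (0.862) and Ube2c (0.876), and for the erythrocyte list (0.900; 2.39 against 1.79 to 1.85). M-fish replicate 1 was apart for APOA4 TC111259 (0.956) and M-fish replicate 3 for TUBA8 (0.908). No explanation was tested for these.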

How the results depend on the processing

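All alternatives were planned and none was added. Where a cause is not named below, the cause was not tested. Signal over background limits the sizes: a fold is only a bound, or is not given, for probes that were not well above background on any array of a group.

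For fry with brain (1981; 1261 higher, 720 lower), normexp background correction gave 232 (50 and 182), a fold-change minimum of 2 gave 484 (283 and 201), an adjusted p in fry alone and in tissue alone 790 (387 and 403), the additive model 1291 (368 lower), and the 75th percentile shift 2502 higher and 371 lower. For fry with liver (1176; 708 and 468) these were 166 (102 and 64), 254 (150 and 104), 0 (0 and 0), for the additive model 19 (15 and 4), and for the 75th percentile shift 382 higher. A higher minimum or a second threshold removes calls by construction, and the normexp offset of 50 does so in part for dim probes. In both comparisons (189) they were 35 with normexp, 34 with the minimum of 2, and 0 with an adjusted p in each alone and in the additive model. In fry alone (20474) normexp gave 11625 and the minimum of 2 gave 13189. In brain alone (2249) quantile normalization gave 1450, normexp 574, the methods' plain test 1399, all 23 arrays in one fit 830, slide block 418, array weights 3599 and the minimum of 2 1131. In liver alone (0 by limma; 2960 at an unadjusted p under 0.05) all 23 arrays in one fit gave 85.

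The share with the same sign as in fry was 73.3% in brain and 81.9% with the 75th percentile shift, 37.9% with normexp, 68.5% with only probes above background, 77.0% with all 23 arrays in one fit, 71.1% with slide block, 71.2% with array weights, 67.8% with a minimum of 2, 30.9% with an adjusted p in each alone and 100% in the additive model. In liver it was 78.0% and, for the 75th percentile shift, quantile normalization, normexp, only probes above background, all 23 arrays, array weights and the additive model, 82.8%, 83.0%, 63.9%, 71.8%, 73.8%, 80.7% and 100%. The additive model has 1 effect for both stages, which fixes its share. The median absolute difference was 0.513 in fry, 0.206 in brain and 0.195 in liver with quantile normalization, 0.181, 0.100 and 0.0614 with normexp, 0.627, 0.253 and 0.206 with only probes above background, and 0.223 in brain with the 75th percentile shift. Of 27 marker list tests, 13 were called, 8 with limma fry and 0 with camera with estimated correlation.

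Replicate numbers are shared between groups. Arrays of the same number did not vary together (correlations of deviations −0.04 to 0.09 between V and M, −0.05 to 0.04 between brain and liver of a fish). With replicate block the counts were 1958 with brain, 1100 with liver, 171 in both, 14673 in fry alone and 0 in brain alone, and 75.5% had the same sign in liver and fry.

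Without 1 array, the lowest and highest values were, with brain, 1682 (without V-fry replicate 3) to 2171 probes (1074 to 1437 higher, 608 to 865 lower; 71.7% to 75.4% with the sign of fry; 20367 to 21812 with an interaction) and, with liver, 821 (without V-fry replicate 3) to 1500 (485 to 884 higher, 336 to 665 lower; 74.6% to 83.7%; 9770 to 14334). For both comparisons they were 129 (without liver M-fish replicate 4) to 217, in fry alone 18398 to 19535, in brain alone 365 (without V-fish replicate 2) to 1646, and in liver alone 0 to 0. Median absolute differences were 0.517 to 0.596, 0.251 to 0.292 and 0.198 to 0.303 in fry, brain and liver, and 12 to 14 list tests were called.

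A sign changed for Gapdh in liver with the series matrix values (1.19, which keep a spot with the scanner's outlier mark), for Cyp27a1 (0.0013), Gzma (0.00067) and CTSK (0.022) in liver with normexp, and with only probes above background for the exocrine pancreas list in brain (0.12), the lens list in brain (0.11) and the skeletal muscle list in liver (0.063). Of the named probes, 10 of 72 in brain, 9 of 73 in liver and 8 of 8 in fry kept their call under every alternative and without any 1 array. Normexp took 58 in brain and 49 in liver below the threshold, quantile normalization 28 and 13, and the 75th percentile shift 12 and 9.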

Differences from the paper's values

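No count that the paper states and that was computed here differed by more than 1.5 times. No fold change differed by the measure used for these, a change of sign or a log2 gap above the larger group SD of the probe. By limma the counts were 1981 with brain, 1176 with liver and 189 in both, where the paper gives 1787, 924 and 159. The methods' plain test, set before the data were examined, gave 1792, 926 and 159. Additional file 1 as used here holds 1754, 910 and 151 probes, and the gap to the paper's text was not resolved. The paper's fold changes of 82 probes in brain, 151 in liver and 233 in fry (Additional files 5 and 6) had the same sign as those computed here and were within 0.030 on the log2 scale.

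In 1 case the direction in the text goes against the values. Prss1 is placed by the paper among the proteases that had decreased in liver of V-fish. In liver, Prss1 (TC95617) had a higher mean in V-fish by 0.76, without any liver array above background. In V-fry it was lower. Of the 8 probes of the genes examined there, 7 had lower means in liver of V-fish.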

Other observations

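The tests of slide in brain and of the overlap of both comparisons after regrouping brain arrays were chosen only after the result was seen; the other tests reported in this part were not.

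The share of probes above background was higher on brain arrays of V-fish than of M-fish. Slide is argued against, because within slide 3 the lowest V array lay 3.02 percentage points above the highest M array and within slide 2 by 5.36. Amount and quality of RNA were not tested, and a difference by history stays open. Dim probes leaned 1 way in each tissue. In brain, 46 of the 65 probes of genes that the text names were higher in V-fish, and 25 of the 44 measured in each group. In liver, 27 of 66 were higher, and 22 of the 38 measured in each group. A shared sign in a list of mostly dim probes is therefore weak evidence for its genes.

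For digestive zymogens in liver, exocrine pancreas tissue in the samples cannot be told apart from a change in liver cells. The members of the list varied together over the arrays (mean correlation of deviations 0.197, above all of 1000 random lists), as tissue in some samples would bring, but the list as a whole did not differ clearly by history (median 0.21, 30 of 50 higher, adjusted p = 0.153 in limma's camera test). For photoreceptor genes in brain, pineal or retinal tissue is open as well: the mean correlation was 0.0170, with 92 of 1000 random lists as high, while the list was higher as a whole. Pituitary tissue as the source of higher neuropeptide transcripts cannot be told apart either: the 5 most abundant pituitary probes in brain had a median difference of −0.451 but went both ways (−1.28 to 0.16), and of the whole list 13 of 28 were higher. For the 189 probes called in both comparisons, the 7 fry arrays they share are a candidate explanation in place of the liver arrays, because regrouped liver arrays shared a median of 165 and 10 of 36 regroupings at least 189. Regrouped brain arrays shared a median of 59 (28 to 130). This cannot decide whether the fry arrays by themselves give the overlap, because mixing the histories in brain adds to the spread within groups and lowers the calls.

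The marker lists not given elsewhere had these median V minus M differences in fry, brain and liver, with the adjusted p of camera at the preset correlation. Exocrine pancreas in fry and brain: −1.32 (1.16e-04) and −0.04 (0.130; mean 0.08, test upward). Endocrine pancreas: 0.42 (0.481; mean −0.47, and downward in the rotation test, 0.0397), −0.16 (0.671, test upward) and −0.30 (5.55e-04). Photoreceptor and pineal in fry and liver: 1.12 (5.97e-08) and −0.20 (0.00418). Lens: 1.08 (3.50e-04), −0.02 (0.404; mean 0.04, test upward) and −0.03 (0.351). Pituitary: 0.38 (0.153), −0.08 (0.481, test upward) and −0.04 (0.104). Skeletal muscle: −0.07 (0.840, test upward), −0.10 (0.671, upward, but downward in the rotation test) and −0.30 (5.18e-07). Erythrocyte: −0.75 (0.00101), 0.09 (0.0179) and 0.22 (1.16e-04). Hepatocyte: 0.15 (0.168), 0.16 (1.16e-04) and 0.12 (0.168). Proliferation in fry and brain: adjusted p = 2.23e-20 and, at a median of −0.13, 0.671 (0.0152 in the rotation test). Of the 27 tests 13 had an adjusted p of at most 0.05, of which the rotation test kept 6 and added 2 others, and with the estimated correlation 0 did. No probe is in more than 1 list.

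The median absolute deviation of the log2 differences between 2 arrays was 0.18 for V-fry replicates 1 and 2, 0.51 between these and V-fry replicate 3, and 0.20 to 0.30 among M-fry. Against M-fry it was 1.09 to 1.15 for V-fry replicate 3 and 0.74 to 0.81 for the other 2. Among liver arrays it was 0.25 to 0.51.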
